# MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus

**DOI:** 10.1371/journal.pone.0022839

**Published:** 2011-08-01

**Authors:** Dwi Setyowati Karolina, Arunmozhiarasi Armugam, Subramaniam Tavintharan, Michael T. K. Wong, Su Chi Lim, Chee Fang Sum, Kandiah Jeyaseelan

## Abstract

**Background:**

Dysregulation of microRNA (miRNA) expression in various tissues and body fluids has been demonstrated to be associated with several diseases, including Type 2 Diabetes mellitus (T2D). Here, we compare miRNA expression profiles in different tissues (pancreas, liver, adipose and skeletal muscle) as well as in blood samples from T2D rat model and highlight the potential of circulating miRNAs as biomarkers of T2D. In parallel, we have examined the expression profiles of miRNAs in blood samples from Impaired Fasting Glucose (IFG) and T2D male patients.

**Methodology/Principal Findings:**

Employing miRNA microarray and stem-loop real-time RT-PCR, we identify four novel miRNAs, miR-144, miR-146a, miR-150 and miR-182 in addition to four previously reported diabetes-related miRNAs, miR-192, miR-29a, miR-30d and miR-320a, as potential signature miRNAs that distinguished IFG and T2D. Of these microRNAs, miR-144 that promotes erythropoiesis has been found to be highly up-regulated. Increased circulating level of miR-144 has been found to correlate with down-regulation of its predicted target, insulin receptor substrate 1 (*IRS1*) at both mRNA and protein levels. We could also experimentally demonstrate that *IRS1* is indeed the target of miR-144.

**Conclusion:**

We demonstrate that peripheral blood microRNAs can be developed as unique biomarkers that are reflective and predictive of metabolic health and disorder. We have also identified signature miRNAs which could possibly explain the pathogenesis of T2D and the significance of miR-144 in insulin signaling.

## Introduction

The discovery of microRNAs (miRNAs) by Ambros and co-workers in 1993 has introduced another level of intricacy in the regulation of the genome [1]. While miRNAs mainly inhibits translation by binding to the 3′ untranslated region (3′UTR) of their target mRNA [2], they are also known to induce gene activation [3]–[6]. Since their discovery, miRNAs have become the focus of intensive research and indentified as key regulators in governing physiological and pathological processes [7]–[10]. Besides their recognized intracellular regulatory function, growing evidence suggests that miRNAs show stable extracellular existence. These circulating miRNAs are detected in body fluids including saliva, urine and blood [11], [12]. Recently, there have been a growing number of blood-based miRNA profiling studies which reported perturbations in the expression of blood miRNAs and introduced the concept that circulating miRNAs hold much potential as fingerprints of several diseases [13]–[18] including Type 2 diabetes (T2D) [19], [20]. A recent study by Laterza *et al* [21] established the general principle that biomarkers of disease are secreted into the systemic circulation upon tissue injury. The team then demonstrated how circulating miRNAs may serve as potential indicators of what is happening at tissue level. An independent investigation by Kosaka *et al* [22] has also reported how these circulatory miRNAs are released through secretory machinery and then transferred to the recipients where they can resume their functions. One possible secretory machinery is the exosomes, microvesicles that are present in biological fluids such as urine, saliva and blood [23]–[26]. Within these exosomes are cellular gene products including miRNAs, mRNAs, and proteins that can be transferred to recipient cells to carry out specific molecular functions [27]. Such interactions allow exosomes mediate cell-to-cell communication by facilitating the exchange of molecular components. Based on these reports, we can now perform blood-based miRNA profiling to search for fingerprints of diseases. To date, many researchers have proven that a non-invasive approach of circulating blood-based miRNAs identification of biomarkers is extremely valuable and useful in diseases including diabetes [13]–[19].

T2D is one of the most prevalent metabolic disorders, and it is estimated to affect more than 400 million by 2030, of which more than half will be living in Asia. T2D is postulated to arise from an interplay of genetic and environmental/epigenetic factors which leads to a decline in insulin action, followed by a chronic pancreatic beta-cell dysfunction. When reduction in insulin function (insulin resistance) occurs, euglycemia is maintained by increased insulin secretion (hyperinsulinemia). Progressive deterioration in insulin sensitivity and reduction in pancreatic insulin secretion, create a state of relative insulin deficiency, resulting in hyperglycemia, presenting as impaired fasting glucose (IFG) at early stage or T2D at advanced stage [28]. Despite progress made in the study of mechanisms underlying IFG and T2D [29], the understanding of these metabolic disorders at molecular level remains to be elucidated.

Among more than 10000 miRNAs identified in 115 species so far [Sanger miRNA database release 14.0 http://www.mirbase.org/], only a handful have been linked to glucose metabolism and metabolic disorders [30]. Among them, miR-375 that is abundantly expressed in pancreatic and beta cells, negatively regulates glucose-stimulated insulin secretion via myotrophin (*Mtpn*) inhibition [31], [32]. Other miRNAs predicted to target *Mtpn* include miR-124a and let-7b [33]. Up-regulation of miR-29a/b observed in diabetic animal models has also been shown to induce insulin resistance in cell culture [34]. Altered expression of miR-192 and miR-377 has also been reported in diabetic kidney glomeruli and diabetic nephropathy respectively [35], [36]. Most miRNA studies relating to T2D were carried out in either animal or cell culture models [37]–[40] and a few in heterogeneous groups of patients with T2D, who may have had differences in terms of clinical phenotype and medications used for treatment [19], [41], [42]. In this report, we compare the miRNA expression in rat model of T2D with carefully phenotyped newly diagnosed pre-diabetic (IFG) and overt diabetic (T2D) patients who are not on any medication. IFG patients are included in the study so as to gain further understanding in the transition of miRNA expression from pre-diabetes stage to overt T2D. In addition, using animal models we have explored the relevance of circulating blood miRNAs to that of different tissues in T2D pathogenesis. Among the eight miRNAs identified, miR-144 remained highly up-regulated in T2D in both cases. In this study, we have also provided evidence that miR-144 directly inhibits *IRS1*, a key molecule in insulin signaling.

## Results

### Induction of T2D in male Wistar rats

Animals were fed with either normal diet (NFD) or high fat diet (HFD) for two weeks before a low dose STZ (40 mg/kg) was administered intra-peritoneally to the HFD group. Combination of high-fat diet and low dose of STZ injection has been widely used to induce T2D in rats and proven to effectively induce T2D whereby the pattern of disease onset and development appears to be closely analogous to that in the human syndrome [43]–[45]. This approach is preferred to administrating single high dose of STZ which results in Type 1 Diabetes characteristics [46]–[48]. The effects of the treatment on body weight, glucose, insulin, cholesterol and triglycerides concentrations are listed on Table 1. These results show that the HFD rats weighed approximately 20 g more than the NFD rats. Although the serum cholesterol level of the two groups were similar, HFD rats showed significantly higher serum levels of triglycerides, glucose and insulin. Figure 1 shows the serum glucose and insulin levels after oral glucose tolerance test (OGTT). NFD rats showed a peak increase in their serum glucose concentration at 15 min (∼20mmol/L) after glucose intake but was reduced quickly to normal level within 2 hours (∼12mmol/L). On the contrary, serum glucose concentration of HFD rats increased rapidly and remained at high level even at 2 hours after glucose intake (∼40mmol/L). The insulin response was almost 3-times higher in the HFD rats as compared with their NFD controls. Despite the higher insulin concentration, glucose level was approximately 3-times higher in HFD rats indicating a state of hyperglycemia and insulin resistance.

**Figure 1:**
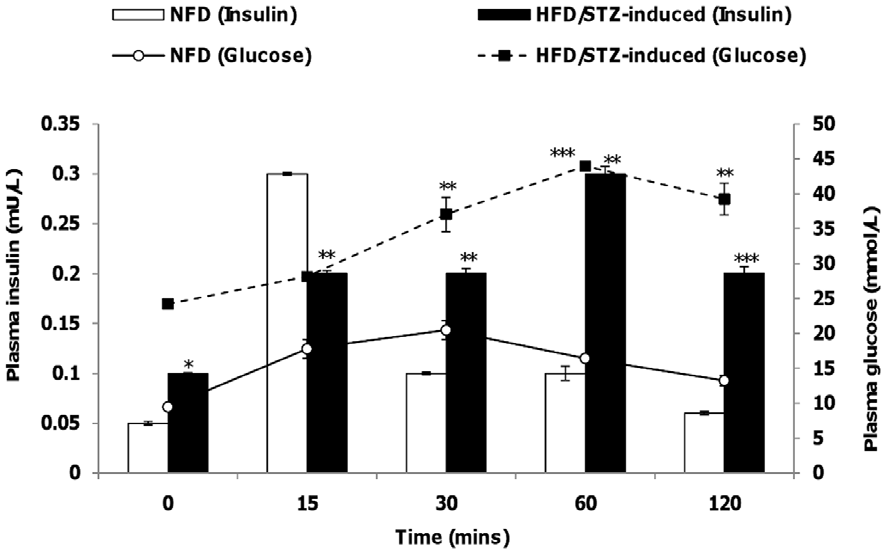
Oral glucose tolerance test (OGTT). Serum glucose and insulin concentrations of both NFD and HFD groups upon OGTT. Data presented as mean ± SEM with n = 6 for each group. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001.

**Table 1:** Effect of STZ administration on HFD rats as compared to NFD healthy controls.

	Before Treatment		After treatment (2 weeks later)	
	Control (NFD)	HFD/STZ induced T2D	Control (NFD)	HFD/STZ induced T2D
**Weight**	204.67±4.55	211.67±3.78	336.33±5.58	359.33±8.03 *
**Cholesterol (mmol/L)**	2.48±0.11	2.47±0.10	1.99±0.14	2.32±0.10
**Triglycerides (mmol/L)**	1.72±1.05	2.06±0.15	1.22±0.18	3.18±0.17 *
**HDL-C (mmol/L)**	0.94±0.05	0.83±0.06	0.44±0.05	0.55±0.03
**LDL-C (mmol/L)**	0.94±0.09	0.86±0.10	0.87±0.16	0.63±0.15
**Glucose (mmol/L)**	8.27±0.74	8.93±0.26	11.53±1.23	30.08±3.45 *
**Insulin (mU/L)**	0.11±0.01	0.10±0.00	0.13±0.00	0.33±0.02 *

NFD, normal diet healthy controls; HFD, high fat diet; STZ, streptozotocin; LDL-C, low-density lipoprotein cholesterol; HDL-C; high-density lipoprotein cholesterol. Values are mean ± SD with n = 6 for each group. Statistically significant differences are tested at p<0.05 significance, denoted by^*^_._

### miRNA profiling in blood and tissue samples of T2D-induced rats

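Total RNA from blood, adipose tissue, pancreas, skeletal muscle and liver was profiled on 10 arrays, 1 array per source for NFD control rats and 1 for HFD/STZ-induced T2D rats. The study kept 6 rats in each group. The T2D rats received a diet with 39% of its energy from fat for 2 weeks before 1 dose of STZ at 40 mg per kg, and the control diet had 18%. The text does not say whether an array holds RNA of 1 rat or of several, so no array has a biological replicate within its source. Each array is a 1-colour LNA array on which 232 probes carry both a human and a rat miRNA name, and each of these probes was spotted 4 times. The authors subtracted the background and divided each array by the mean of a U6 snRNA probe. From these deposited intensities, scanner units were restored by setting the brightest spot of an array to the ceiling of 65535, which is an estimate. The 4 spots were then averaged, each array was scaled to the mean log2 level of 2 U6 snRNA probes, and scaled values under 300 were set to 300 where log2 values were needed. Both U6 probes lie above 60000 on both adipose arrays, so the scaling has no usable reference there. A T2D/control ratio is given where both arrays exceed 300 before scaling. Where only 1 of them does, or where 1 lies above 60000, the ratio is a bound. Of the 232 miRNAs, 134 to 224 exceeded 300 on an array, and their number limits the precision together with the single array per condition. Across the 5 sources, limma with the source as a block compared T2D with control for 202 miRNAs above 300 on at least 5 arrays. Abundant miRNAs of liver, skeletal muscle and blood lay where the labels place them. The hepatocyte miRNA miR-122 read 64604 and 64553 on the control and T2D liver arrays, the muscle miRNA miR-206 read 64986 and 64532 on the skeletal muscle arrays, and the leukocyte miRNA miR-142-3p read 64796 and 64194 on the blood arrays.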

To understand the relevance of circulating blood miRNAs expression to those selected tissues, we performed miRNA microarray to compare the miRNA expression in blood and four diabetes-related tissues namely, pancreas, liver, adipose and skeletal muscles. Only miRNAs that are conserved in humans have been taken into account. miRNA microarray data was evaluated after filtering off those miRNAs that showed signal intensities of 300 and below. 

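In blood, 127 conserved miRNAs exceeded 300 on both the control and the T2D array, against 188 in adipose tissue, 177 in pancreas, 185 in skeletal muscle and 138 in liver. Of the 216 miRNAs that did so in any source, 96 did so in all 5 sources. Muscle miRNAs such as miR-133a reached 65043 and 65304 on the skeletal muscle arrays. The T2D array held more of these miRNAs than the control array in pancreas and liver, and fewer in blood and skeletal muscle. Probes for viral miRNAs, which have no target in rat RNA, also exceeded 300. Of 80 such probes, 73.75% did so on the control pancreas array and 93.75% on the T2D pancreas array, so a level just above 300 in pancreas is not separated from this signal. From control to T2D this share went from 30% to 63.75% in liver, 41.25% to 32.5% in blood and 66.25% to 51.25% in skeletal muscle. It moved with the number of miRNAs above 300, so those differences between arrays are not separated from this signal either. Of the 177 miRNAs above 300 on both pancreas arrays, 25 lay under the viral median on both. With these probes' median subtracted on each array, chosen after the values were seen, 73 miRNAs exceeded 300 on both pancreas arrays and 44 did so in all 5 sources.

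**Figure D1:**
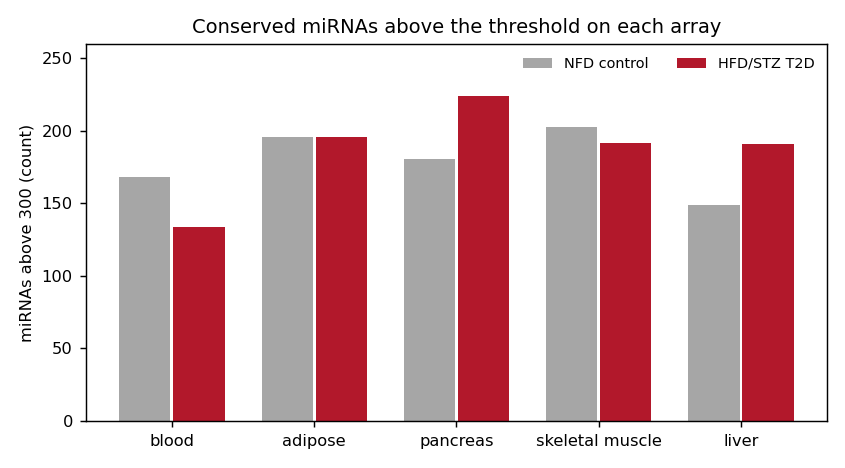
Number of the 232 conserved miRNAs above 300 scanner units on each array, for the 5 sources of RNA in NFD control and HFD/STZ-induced T2D rats. Bars are single arrays and range from 134 on the T2D blood array to 224 on the T2D pancreas array. Probes for viral miRNAs also exceed 300, more often on the T2D array in pancreas and liver and less often in blood and skeletal muscle.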

Approximately 200 miRNAs were detected among the five sources of miRNAs. Differential miRNA expression in the blood and the other four tissues between T2D model (HFD group) compared to that of control (NFD group) are presented in a hierarchical clustering plot (heatmap) generated using the TIGR multiple experimental viewer software (Fig. 2A, Table S1, GEO Accession No. GSE26167; SuperSeries GSE26168). 

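The T2D/control ratios of 75 miRNAs could be compared over all 5 sources, and those of blood lay nearest to those of skeletal muscle. With average linkage and Euclidean distance, blood and skeletal muscle joined at a distance of 21.8, pancreas joined them at 27.2, liver at 32.5 and adipose tissue at 52.1. Among single miRNAs, miR-29a was higher in T2D in both blood and skeletal muscle, at ratios of 2.24 and 4.59. miR-34a, a target of p53, had ratios of 2.76 and 1.42 there. The muscle miRNA miR-206 was brightest in skeletal muscle and had no ratio there, since both arrays lay near the ceiling. Across these miRNAs, which are not independent replicates, Pearson's r between the log2 ratios of blood and a tissue was 0.19 for skeletal muscle, 0.015 for adipose tissue, -0.065 for pancreas and -0.18 for liver. With probes near the ceiling left out it was 0.22 for adipose tissue and 0.21 for skeletal muscle, and with the median of the spots, chosen after the values were seen, 0.34 for pancreas and for skeletal muscle, 0.22 for adipose tissue and 0.17 for liver, so neither the order nor the signs held. The order of joining depended on the scale too. On log2 ratios adipose tissue joined blood and skeletal muscle next and pancreas joined last, and with ratios limited to 3 adipose tissue and skeletal muscle joined before blood. With probes near the ceiling left out, adipose tissue and skeletal muscle joined first, at 8.72, and liver joined last, at 31.1. The distance of 52.1 for adipose tissue includes miR-29b, at a ratio of 49.2 there with its T2D array near the ceiling.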

Figure 2A shows that blood miRNAs are clustered closely to that of the insulin-targeted tissues, first being the skeletal muscles followed by adipose and then liver. Pancreas which secretes insulin, has more miRNAs being up-regulated and was clustered away on the left of the heatmap. 

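In pancreas, 59 miRNAs were at least 1.5-fold higher in T2D and 55 at least 1.5-fold lower, of 177 with a ratio. Each of these ratios rests on the control pancreas array, whose values are in doubt. A second set of deposited values matches the other arrays but not this one. In that set 2 columns hold equal values in 90.8% of spots, so the fault may lie there rather than in this array. Acinar miRNAs were among the brighter ones. miR-217 read 5875 on the control and 17320 on the T2D array, a ratio of 2.11, and miR-216a had a ratio of 1.32. The islet miRNA miR-375 had a ratio of 1.51. All 3 measured members of the miR-15/16 family were higher, with ratios of 3.54 for miR-16, 5.11 for miR-15b and 7.5 for miR-195, or 2.99, 2.5 and 4.17 with the median of the spots, chosen after the values were seen. miR-204 had a ratio of 0.257, on a T2D level of 306, under the median of the viral probes on that array. The split depended on the scaling. Without scaling 85 miRNAs were higher and 33 lower, while 49 were higher and 83 lower with quantile normalization, 50 and 65 with median centring and 41 and 80 on the deposited scale. On the T2D pancreas array the 4 spots of a probe spread with a median SD of 0.55 on the log2 scale, and on 53 of the 232 probes 1 spot exceeded 3 times the median. By the median of the spots, 55 miRNAs were higher and 33 lower of 163.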

To focus on the more important miRNAs, we have selected those miRNAs that showed significant changes as compared to control (p<0.05). The number of miRNAs that showed significant changes in any of the five sources is displayed in a Venn diagram (Fig. 2B). On average, each source has approximately 130 miRNAs that showed significant changes in HFD compared to NFD. Among these, 84 miRNAs are detected in all five sources. 

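Within a source only the 4 spots of a probe repeat a measurement, and a comparison of these spots describes 2 arrays, not 2 groups of rats. By this measure, at p under 0.05, 44 miRNAs differed between the blood arrays, 104 between the adipose, 47 between the pancreas, 69 between the skeletal muscle and 44 between the liver arrays, 61.6 per source on average. In adipose tissue 83 were higher and 21 lower, and without scaling 88 and 13, but by the 1.5-fold counts there this direction depended on the scaling, with 32 higher and 32 lower under quantile normalization and 24 and 44 under spike-in scaling, chosen after the values were seen. In skeletal muscle 48 were lower and 21 higher, but without scaling 19 were lower and 40 higher, and in blood 33 were higher and 11 lower, but 17 and 51 without scaling. In adipose tissue the epithelial miRNAs miR-200a and miR-205 had ratios of 21 and 4.08, while miR-203 and miR-182, which epithelia also carry, had 0.44 and 0.268. miR-146a, a brake on inflammatory signalling, had a ratio of 0.17. In skeletal muscle miR-499, encoded within a myosin gene, had a ratio of 3.02. Without scaling the average was 74.2 per source.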

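By the spots, 2 miRNAs differed between T2D and control at p under 0.05 in all 5 sources, miR-29a and miR-30a. Both arrays of miR-30a lay above 60000 in blood, adipose tissue and skeletal muscle, where its ratio is set by the scaling. Without scaling 10 miRNAs did so, miR-29a but not miR-30a among them. These names were picked after their values were seen. Of 75 miRNAs with a ratio in all 5 sources, 7 had a ratio above 1 in every source with U6 scaling, leaving out 3 whose direction the scan ceiling leaves open. These were miR-106b, miR-140*, miR-27a, miR-29a, miR-34a, miR-674-5p and miR-7a. In pancreas miR-140* and miR-674-5p lay under the median of the viral probes on both arrays. The list depends on the scaling, with 10 above 1 without scaling, 4 with quantile normalization, 3 with median centring and 2 on the deposited scale. miR-29a was above 1 in every source under each of these, and miR-487b below 1, but the pancreas values of miR-29a repeat those of miR-29b on the skeletal muscle arrays and are in doubt. With U6 scaling none of the 75 was 1.5-fold higher or 1.5-fold lower in all 5, while without scaling, and with the median of the spots, chosen after the values were seen, miR-29a was 1.5-fold higher in all 5, with the same doubt in pancreas. miR-487b, of an imprinted cluster, had ratios from 0.437 in liver to 0.899 in adipose tissue. miR-27a, a regulator of adipocyte formation, had ratios of 3.06 in blood, 8.52 in pancreas and 2.49 in liver. With the median of the spots, chosen after the values were seen, the last 2 were 1.6 and 0.938.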

The heatmap clustered blood miRNAs in the centre of the peripheral tissues and the Venn diagram showed that most miRNAs detected in the peripheral tissues were similarly detected in the blood. Moreover, a recent blood-based miRNA profiling study led by Heneghan *et al* [13] compared the different circulating medium (serum, plasma, or whole blood) to find out which best represented miRNA levels. 

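Of the miRNAs above 300 on both arrays of a tissue, 62.8% in adipose tissue, 64.4% in pancreas, 63.2% in skeletal muscle and 77.5% in liver also exceeded 300 on both blood arrays. Of all 232 conserved miRNAs, whatever the tissue, 127 did so, and this share was not subtracted. On the control and T2D blood arrays, 41.25% and 32.5% of the viral probes exceeded 300 too. All 4 tissues shared 118 miRNAs, and 96 of these were among the 127 of blood. The leukocyte miRNA miR-223 was among the brightest in blood, at 50773 and 22596, and read 6360 and 7590 in adipose tissue. miR-217 of the acinar cells exceeded 300 in pancreas and on no other array. At a threshold of 1000, 31 miRNAs exceeded it on both arrays of all 5 sources.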

The team reported that higher yields of miRNAs were obtained from whole blood, compared with either serum or plasma and that there was no significant difference between the mean white cell, hemoglobin or hematocrit levels among the samples used (controls versus cases). This finding further strengthened the notion that the whole blood is the preferred source for studying circulating miRNAs. From the pool of miRNAs that showed significant changes, we focused our investigation on those that showed at least ±1.5 fold change (Table S2). 

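At 1.5-fold, 39 miRNAs were higher and 9 lower in T2D blood, 66 and 22 in adipose tissue, 18 and 28 in skeletal muscle and 38 and 26 in liver. Of the 3 miRNAs that the study reports as lower in every source, miR-146a had a ratio of 0.17 in adipose tissue, 0.575 in pancreas, 0.723 in skeletal muscle and 1.39 in liver, and of at most 0.402 in blood, where the T2D array did not exceed 300. miR-30d had a ratio of 0.777 in blood, 0.738 in adipose tissue, 0.903 in skeletal muscle and 0.295 in liver. In pancreas its ratio was 1.48, with an SE of 1.02 on the log2 scale over the spots, and 0.333 with the median of the spots, chosen after the values were seen. miR-182, which epithelia carry, had a ratio of 0.707 in pancreas and 0.268 in liver, the same as in adipose tissue. In blood it had 2.86, or 0.724 with the median of the spots, and in skeletal muscle 1.21, just above 300 on both arrays. By RT-PCR the study reports miR-146a and miR-182 lower in every source. It reports miR-30d lower in all but skeletal muscle, significantly in blood and liver. Without scaling, the counts higher and lower were 30 and 41 in blood, 30 and 18 in skeletal muscle and 89 and 12 in liver. In adipose tissue they were 67 and 22 without scaling, 32 and 32 with quantile normalization, and 24 and 44 with spike-in scaling, chosen after the values were seen.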

We identified miR-146a, miR-182 and miR-30d to be among the highly down-regulated miRNAs across all five sources. miR-146a expression was the lowest in the adipose (−4.62±0.036) while miR-30d which was postulated to participate in insulin gene transcription [49], showed the lowest expression in pancreas (−2.81±0.004). miR-182 was also down-regulated in all five tissues with the lowest expression observed in skeletal muscle

**Figure 2:**
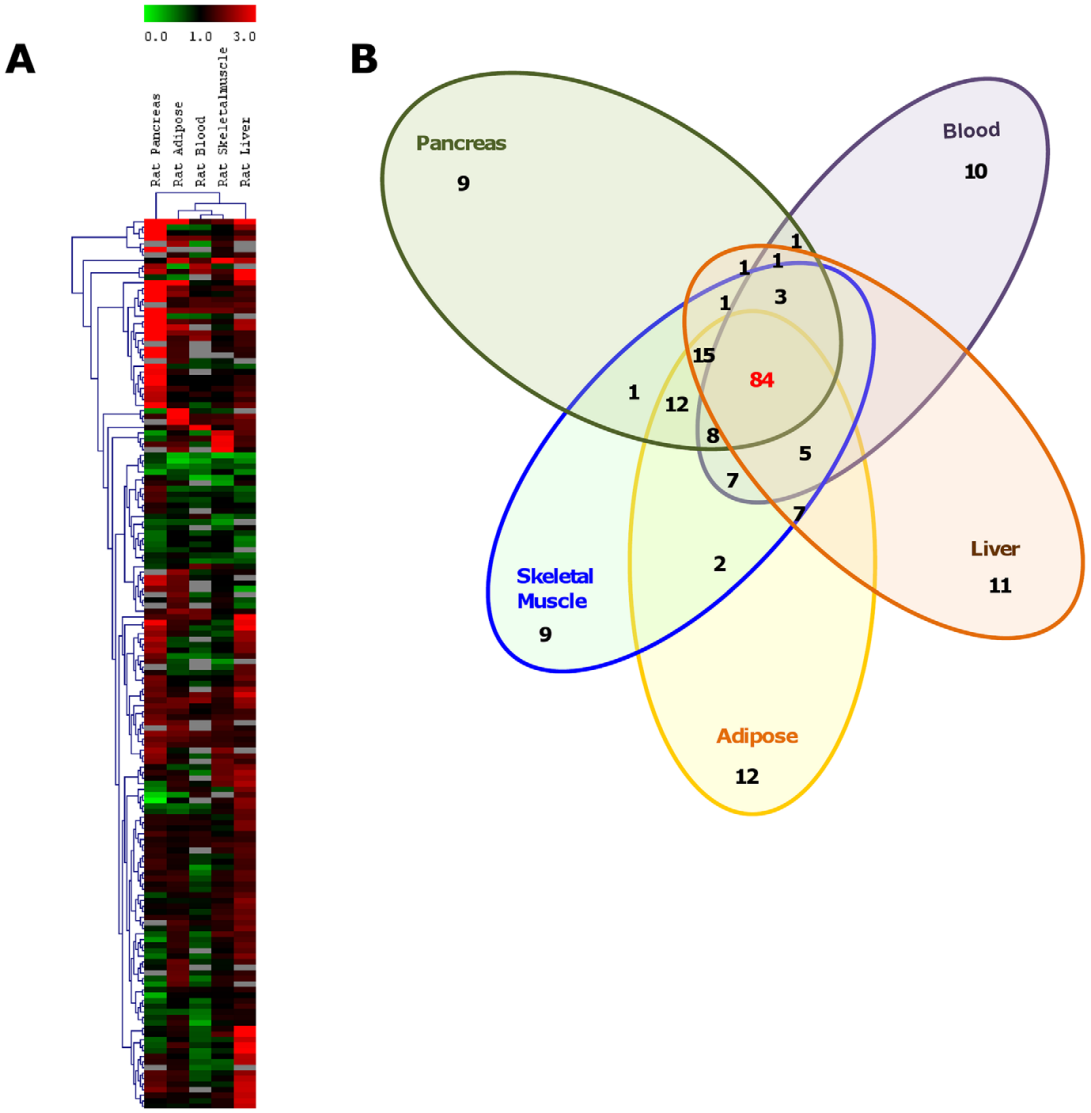
Clustering of miRNA profiles of blood and tissues of HFD rats. ***A.*** **Hierarchical clustering plot (heatmap) of miRNA distribution in blood and tissues of HFD rats (compared to controls).** Only miRNAs conserved in humans with background subtracted mean signal intensities above 300 are included. Expression of blood miRNAs are clustered in the centre closely to the peripheral tissues. Data are expressed as fold change of HFD versus NFD control. Green: down-regulation; Red: up-regulation; Grey: not detected. ***B.*** **Venn diagram showing the number of miRNAs with significant changes detected in blood and the different tissues (Diabetic vs controls).** 84 miRNAs have been detected in all five sources.

(−4.23±0.548). 

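miR-29a was higher on the T2D array in blood, adipose tissue, skeletal muscle and liver, with ratios of 2.64 in adipose tissue and 1.48 in liver. Its pancreas values gave 1.99 but repeat those of another probe. The study gives 0.999 there by array and no significant change by RT-PCR, so a higher miR-29a in pancreas is not established. The 4 spots of miR-29a on each pancreas array equal, up to 1 constant per array, those of miR-29b on the skeletal muscle array of the same condition. miR-192, abundant in liver at 22923 and 36089, had a ratio of 0.99 there, 1.64 in adipose tissue and 1.3 in skeletal muscle, and of at least 2.31 in blood and 1.82 in pancreas, where the control array did not exceed 300. Its T2D level in pancreas, 766, is under the median of 1379 of the viral probes on that array. These arrays thus do not establish a higher miR-192 there, where the study reports one by RT-PCR. miR-320 had a ratio of 2.79 in blood, 1.24 in adipose tissue and 1.84 in liver. With spike-in scaling, chosen after the values were seen, miR-320 was higher in 2 of 5 sources, against 3 with U6 scaling. U6 has no usable reference in adipose tissue. In pancreas and skeletal muscle miR-320 had 0.304 and 0.612, with an SE of 1.01 and 0.64 on the log2 scale over the spots. With the median of the spots, chosen after the values were seen, these 2 ratios were 1.33 and 1.1. The study reports miR-320 higher in both by RT-PCR. Without scaling the ratio of miR-192 in liver was 1.57. The arrays name this probe miR-320, and the study's text names it miR-320a.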

In all five sources, miR-144, miR-150, miR-192, miR-29a and miR-320a were found to be highly up-regulated. Association of miR-192 [35], miR-29a [34] and miR-320 [50], [51] in T2D has been reported in previous studies and our study also shows similar results. miR-144 showed the highest up-regulation among other miRNAs in three tissues namely pancreas (7.94±0.171), adipose (4.34±0.178) and liver (4.26±0.174). Similarly, up-regulation of miR-150 was observed to be highest in the adipose (3.21±0.197) followed by liver (2.07±0.388). 

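miR-144, which red cell precursors carry, was higher on the T2D array in blood, adipose tissue, skeletal muscle and liver. It read 2075 and 8427 scanner units in adipose tissue on the control and T2D arrays, a ratio of 4.02, and 2043 and 7192 in liver, a ratio of 2.21. In pancreas it read 177 on the control array, under the threshold, and 1102 on the T2D array, a bound of at least 2.62, but this level lies under the median of 1379 of the viral probes on that array, so these arrays do not establish a higher miR-144 in pancreas, where the study reports one by RT-PCR. At a floor of 1000, and with the viral median subtracted, chosen after the values were seen, it was higher in 4 of 5 sources. In blood the T2D array lay near the ceiling, and the ratio was at least 2.21. In skeletal muscle the ratio was 1.34. miR-451 of the same gene cluster, the abundant red cell miRNA, had ratios of at least 2.06 in blood, 3.04 in adipose tissue, 1.1 in pancreas and 1.42 in skeletal muscle, and of 1.2 in liver, and its T2D level in pancreas, 460, is under that viral median too. The adipose bound of miR-451 holds for U6 scaling only, which has no usable reference there. The median ratio of miR-144 and miR-451 in adipose tissue was 3.53 with U6 scaling. It was 2.26 with spike-in scaling, chosen after the values were seen. Without scaling the ratio of miR-144 in liver was 3.52.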

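miR-150, a miRNA of mature lymphocytes, read 1559 on the control and 4671 on the T2D adipose array, a ratio of 2.97. Its ratio was 4.55 in blood, 1.21 in skeletal muscle, 0.909 in liver and 0.821 in pancreas. The SE over the spots on the log2 scale was 0.60 in blood and 0.55 in liver. With the median of the spots, chosen after the values were seen, the ratio was 2.57 in blood and 1.34 in liver. Without scaling it was 1.45 in liver and 1.15 in pancreas. By RT-PCR the study reports miR-150 higher in every source. The other leukocyte miRNAs in adipose tissue had ratios of 1.83 for miR-342-3p, 2.03 for miR-142-3p, 1.52 for miR-142-5p and 1.18 for miR-223. The median over these 4 and miR-150 there was 1.83, and 1.17 with spike-in scaling, chosen after the values were seen, where 1 of the 5 was 1.5-fold higher.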

Using these results, we then extended our study to the peripheral blood samples of individual with IFG or T2D.

### Characteristics of IFG and T2D male patients

Based on the miRNA profiles from animal tissues of T2D model, we observed that expression of circulating blood miRNAs is generally reflective of that in pancreas and insulin-target tissues. 

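With U6 scaling, 66 of the 101 miRNAs with a ratio in both blood and adipose tissue lay on the same side of 1 in both. For blood and skeletal muscle it was 56 of 98, for pancreas 55 of 107 and for liver 50 of 98. Without scaling it was 47, 51, 46 and 40 in the same order, so which tissue was closest to blood depended on the scaling. With U6 scaling and 1.5-fold in both, 16 of 20 miRNAs went the same way in blood and adipose tissue, 14 of 28 in blood and pancreas, 6 of 12 in blood and skeletal muscle and 12 of 17 in blood and liver. Without scaling these were 17 of 28, 20 of 39, 11 of 18 and 21 of 42. Examples of miRNAs higher in blood and adipose tissue are miR-19a and miR-19b of the miR-17-92 cluster, at 2.32 and 2.77 in blood and 2.02 and 1.98 in adipose tissue. miR-195 was lower in blood, at a ratio of 0.476, and higher in pancreas. None of these counts has a test, since each source gave 1 array per condition. From the profiles of the tissues and blood of the T2D model, the paper observed that circulating blood miRNAs generally reflect those of pancreas and of the tissues that insulin targets.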

IFG patients were included in the study to gain further understanding in the transition of miRNA expression from pre-diabetes stage to T2D. A total 50 males were selected from 158 individuals recruited for health screening. The selected individuals had a mean age of 40.5±9.1 years, fasting glucose 5.1±1.3 mmol/L, SBP 129.0±15.1 mmHg and DBP 82.2±9.6 mmHg. From these, a group of twenty-one age-matched individuals were selected as the first batch (Batch A) and categorized into Control, CTL (n = 7), Impaired Fasting Glucose, IFG (n = 6) and Type 2 Diabetes, T2D (n = 8) for the study. Their BMI was ≤27 [52]. Table 2 describes the demography of these individuals. After investigating the distinctive miRNA expression profiles from this first batch of IFG and T2D individuals, a second batch of individuals (Table 2- Batch B) with CTL (n = 8), IFG (n = 8) and T2D (n = 13) was selected to validate the expression of the potential signature miRNAs in the two metabolic conditions.

**Table 2:** Clinical characteristics of study participants.

	CTL		IFG		T2D	
Batch	A (n = 7)	B (n = 8)	A (n = 6)	B (n = 8)	A (n = 8)	B (n = 13)
**Age (years)**	46.3±7.5	43.3±5.7	49.0±7.6	48.0±10.4	46.7±3.4	41.0±12.1
**BMI**	22.4±2.3	24.4±3.1	24.1±2.7	30.0±3.9	24.5±1.1	28.0±4.9
**Fasting glucose ** ***≤6.0mmol/L***	4.7±0.7^*^	4.7±0.5^*^	6.4±0.1^*^	6.4±0.1^*^	8.8±1.9^*^	10.6±4.3^*^
**TC ** ***≤5.0 mmol/L***	4.6±0.6	4.5±0.8	4.7±0.4	5.2±0.8	4.8±0.2	5.8±1.1
**LDL ** ***≤3.4mmol/L***	2.9±0.4	2.6±0.5	2.9±0.7	3.3±0.8	3.0±0.3	3.4±0.8
**SBP ** ***≤140 mmHg***	121.3±11.9	117.7±7.1	125.8±15.1	125.0±10.5	125±11.2	129±18.6
**DBP ** ***≤90 mmHg***	75.3±9.2	71.3±7.8	80.4±10.0	82.0±9.6	79.7±6.4	78.0±10.6

All participants in batch A were normotensive with desirable cholesterol levels and BMI ≤27. Participants in batch B showed minor differences in values for total cholesterol and BMI.

Normal values for each measurement are indicated in italics. CTL, healthy controls with fasting glucose <6.1 mmol/l; IFG, impaired fasting glucose with fasting glucose above 6.0mmol/l but less than 7.0 mmol/l; T2D, type 2 diabetes with fasting glucose greater or equal to 7.0mmol/l; TC, total cholesterol; LDL-C, low-density lipoprotein cholesterol; HDL-C; high-density lipoprotein cholesterol; SBP, systolic blood pressure; DBP, diastolic blood pressure. Values are mean ± SD. Statistically significant differences are tested at p<0.05 significance, denoted by^*^_._

### miRNA profiles of T2D rat model and T2D patients

Figure 3A displays the hierarchical clustering of the miRNA profiles in T2D rat model and pooled T2D patients. We have shown previously that the rat blood miRNA profile (Fig. 2A) is reflective of those in the tissues under study and from Figure 3A, it is apparent that the blood miRNA profiles of the pooled T2D patients and the T2D rat model are clustered in one branch, with the rat pancreas miRNA profile segregating independent to the others. The PCA plot of the miRNA profiles of these six groups also shows their relationships to each other (Fig. 3B).

**Figure 3:**
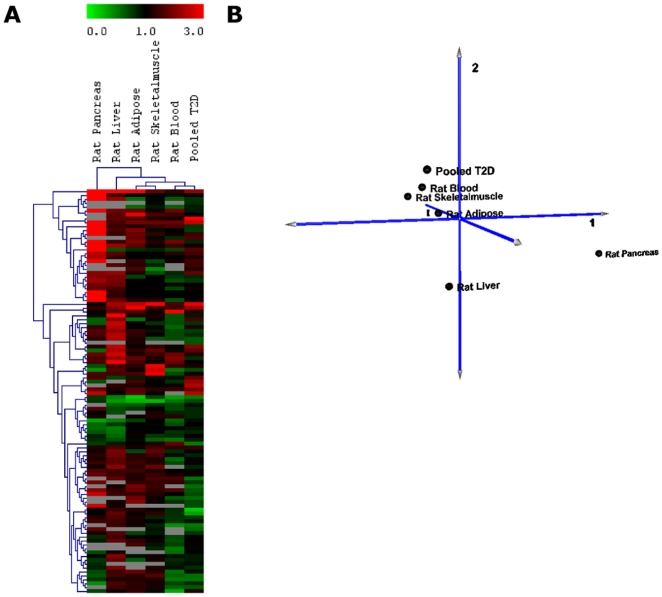
Clustering of miRNA profiles of HFD rats and pooled T2D patients. ***A.*** **Hierarchical clustering plot (heatmap) of miRNA distribution in HFD rats and pooled blood from T2D patients.** Blood samples from HFD rats and pooled T2D patients are clustered closely to one another. Data are expressed as fold change of HFD versus NFD control. Green: down-regulation; Red: up-regulation; Grey: not detected. ***B.*** **Principal component analysis (PCA) showed similar clustering as heatmap.**

### miRNA profiling in patients (Batch A)

Next, we evaluated the total blood miRNA profile of both IFG and T2D patients to observe how the miRNA expression change as the disease develops. About 200 miRNAs with background subtracted mean signal intensities >300 were detected in each group. The expression patterns of blood miRNAs in IFG and T2D compared to that of CTL are presented in a hierarchical clustering plot (heatmap) generated using the TIGR multiple experimental viewer software (Fig. 4A). This indicated a closer relationship in miRNA expression among patients within the same group (i.e. IFG patients were clustered on one branch and T2D patients on the other). PCA (Fig. 4B) also showed a distinctive distribution of individuals with IFG and T2D. Compared to that of CTL, approximately 50 miRNAs were up-regulated while about 70 miRNAs were down-regulated in the IFG group (Fig. 4A, Table S3). The T2D group showed approximately 70 miRNAs to be up-regulated and about 100 miRNAs to be down-regulated (Fig 4A, Table S3, GEO Accession No. GSE21321; SuperSeries GSE26168).

**Figure 4:**
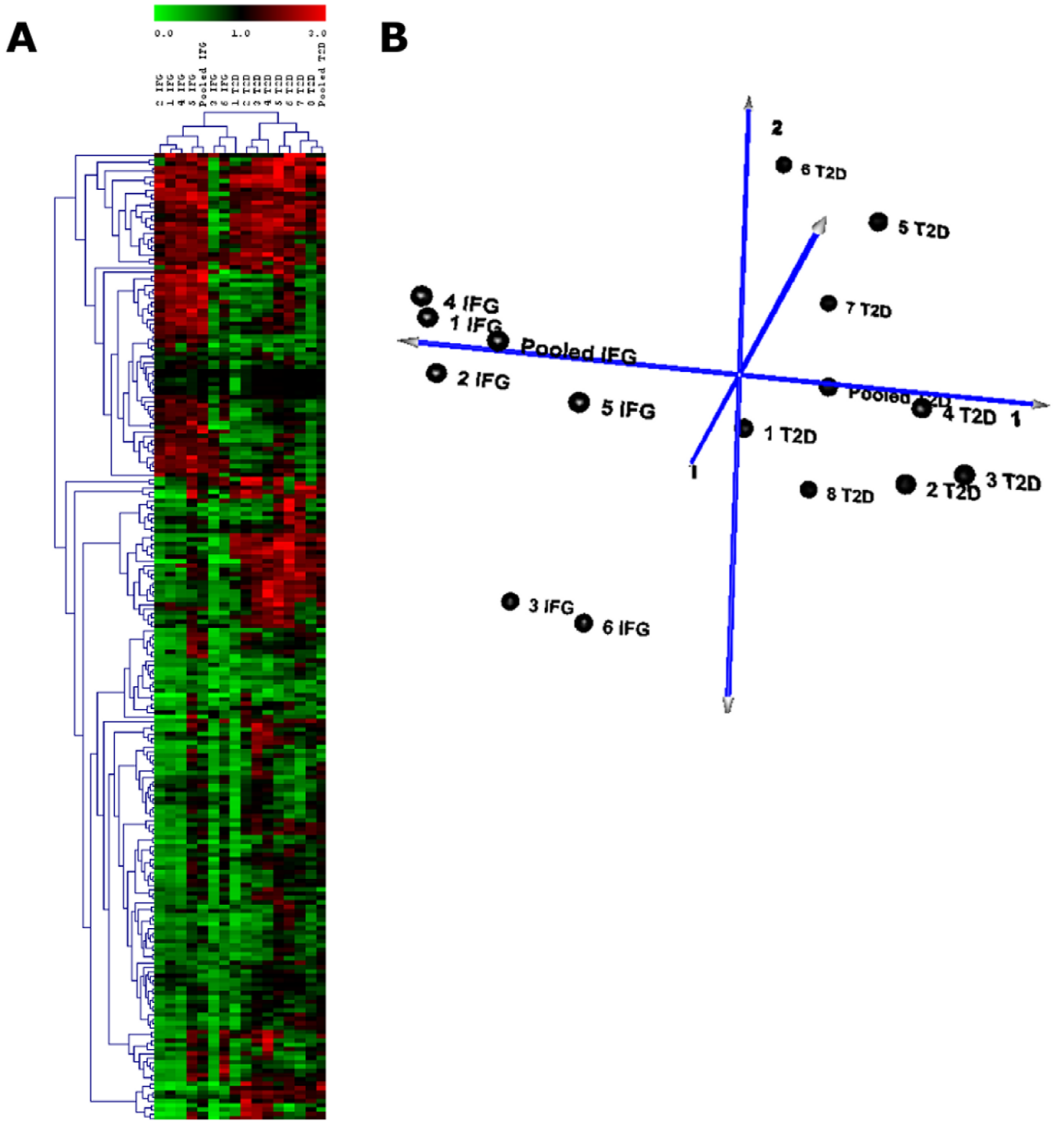
Clustering of miRNA profiles of IFG and T2D patients (Batch A). ***A.*** **Hierarchical clustering plot (heatmap) of miRNA distribution in IFG and T2D patients.** Only miRNAs with background subtracted mean signal intensities above 300 are included. Data are expressed as fold change of case versus healthy control. Green: down-regulation; Red: up-regulation; Grey: not detected. ***B.*** **Principal component analysis (PCA) plot showed a distinguished distribution of IFG and T2D patients based on miRNA expression.** Batch A patients consists of six IFG patients (labeled as 1 IFG to 6 IFG) and eight T2D patients (labeled as 1 T2D to 8 T2D). CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

As the two groups showed differential miRNA profiles, we next explored for significant miRNA changes within each group. This was achieved with the next level of filtering in which we discarded miRNA changes that were not significant (p>0.05) and not replicated in at least 50% of the subjects in any of the two categories (IFG or T2D as compared to CTL). Approximately 120 miRNAs passed through this second stage of filtering (Table S4). Pearson Correlation scatter plots on these miRNAs indicated a weak correlation between IFG and CTL subjects with *R* value of 0.78 (Table S5A) and a much more weaker correlation (*R* = 0.68) between T2D and CTL (Table S5B). We compared the expressions of these miRNAs between IFG and T2D group (Table S4) and identified miRNAs that could distinguish the two metabolic conditions. The eight miRNAs (miR-144, miR-146a, miR-150, mR-182, miR-192, miR-29a, miR-30d and miR-320) which were previously identified in the rat study showed similar expression in the patients' blood miRNAs. These eight miRNAs were then selected for further investigation.

### miRNA stem-loop real-time RT-PCR and mRNA targets

The eight miRNAs identified could potentially form a signature to distinguish IFG and T2D (Fig. 5A). We validated these microarray data using stem-loop real-time RT-PCR and we observed that the results were consistent with our microarray data (Fig. 5B). miR-144 and miR-192 were among the highly up-regulated miRNAs in T2D. In contrast, miR-192 expression remained close to basal level in the IFG group while miR-144 showed a significant up-regulation against healthy controls but at a lower fold change compared to that in T2D (IFG: 1.385±0.14; T2D: 3.070±0.13). miR-29a and miR-320 that have been previously found to show altered expression in diabetic models [34], [49], [50], also showed a significant up-regulation in the T2D samples in our study. miR-150, miR-182 and miR-30d showed contrasting expressions in IFG and T2D while miR-146a was down-regulated in both cases.

**Figure 5:**
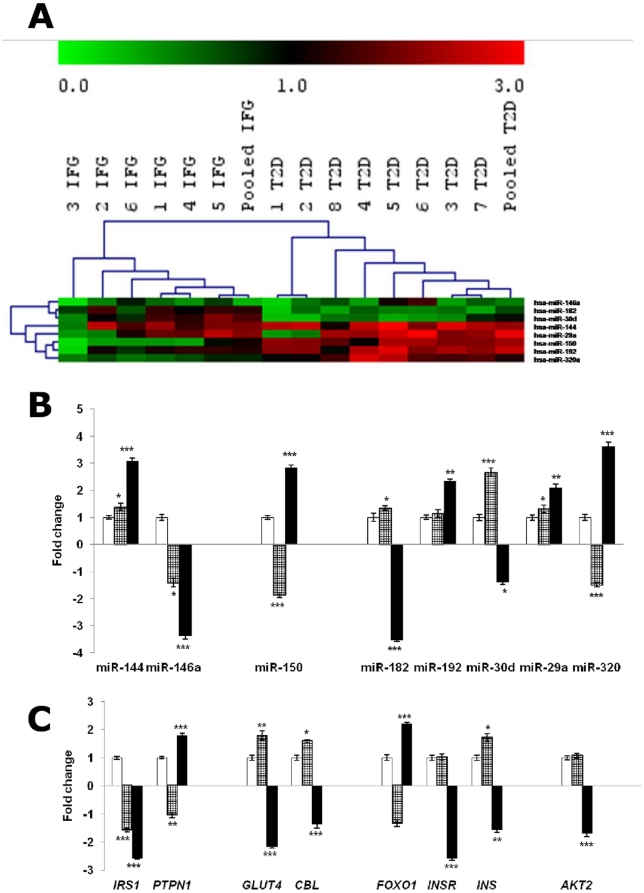
Identification of ‘signature miRNAs’ expressed in IFG and T2D (Batch A). ***A.*** **Heatmap of the potential ‘signature miRNAs’ expressed in IFG and T2D.** ***B.*** **Quantitative stem-loop RT-PCR of eight selected miRNAs in IFG (checkered bars) and T2D (black bars) against CTL (white bars) and** ***C.*** **Real-time PCR of respective predicted mRNA targets in IFG (checkered bars) and T2D (black bars) against CTL (white bars).** Data presented as mean ± SEM of both individual and pooled samples of each category. Fold change below one are expressed as negative values. Validation is done in triplicates. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001. Batch A patients consists of six IFG patients (labeled as 1 IFG to 6 IFG) and eight T2D patients (labeled as 1 T2D to 8 T2D). CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes. Green: down-regulation; Red: up-regulation; Grey: not detected. Predictions: miR-144/*IRS1*; miR-146a/*PTPN1*; miR-150/*GLUT4* and *CBL*; miR-182/*FOXO1*; miR-192/*INSR*; miR-30d/*INS*; miR-29a and miR-320/*AKT2*.

To gain further insight on how these eight miRNAs participate in T2D development, we used the available databases to search for their potential mRNA targets that are related to glucose homeostasis. miR-30d expression has been strongly associated to insulin gene transcription [49], while miR-320 was reported to affect the *AKT* signaling pathway [50]. In this study, we tested this hypothesis by comparing miR-30d and miR-320a expression with respect to insulin (*INS*) and *AKT* mRNA levels respectively. We next queried how the other miRNA alterations relate to mRNA expression. We searched the five best target prediction databases namely RegRNA [http://regrna.mbc.nctu.edu.tw/], MirBase [http://microrna.sanger.ac.uk/cgi-bin/targets/v5/search.pl], TargetScan [http://www.targetscan.org/], Mirgen [http://www.diana.pcbi.upenn.edu/cgi-bin/miRGen/v3/Targets.cgi] and microRNA.org [http://www.microrna.org/microrna/getGeneForm.do] to look for genes that play key roles in the insulin pathway as potential targets of the dysregulated miRNAs. Here, we considered six insulin signaling related mRNAs that encode insulin receptor (*INSR*), glucose transporter 4 (*GLUT4*), insulin receptor substrate 1 (*IRS1*), Cas-Br-M murine ecotropic retroviral transforming sequence homolog (*CBL*), forkhead box O1 (*FOXO1*) and protein-tyrosine phosphatase nonreceptor-type 1 (*PTPN1*) as potential targets for the selected miRNAs (when detected in at least three of the five databases).

To verify the relationship between miRNAs and their potential mRNA targets, we also carried out mRNA microarray on the peripheral blood of IFG and T2D individuals (Table S6 shows expression of genes of interest; GEO Accession No. GSE21321). PCA was then plotted based on the mRNA profiles to study the distribution of the participants (Table S7). We observed that microRNA profiling gives a more accurate prediction of the participants' metabolic status rather than mRNA profiling. With particular focus on the genes identified above, we compared their mRNA expressions with the corresponding predicted miRNA modulators (Table S8). Quantitative real-time PCR was used to validate the mRNA microarray results for these mRNAs. The eight mRNAs have been found to be differentially expressed in IFG and T2D (Fig. 5C). The results also corresponded to the expression patterns of their respective potential miRNA regulators. Most of them showed contrasting results between IFG and T2D, with the exception of insulin receptor substrate 1 (*IRS1*). Besides miR-192 [35] and miR-29a [34] which have previously been shown to be implicated in diabetes, we have also observed an approximately linear relationship between miR-144 expression and increasing glycaemic status (from IFG to T2D).

### Validation of miRNA and mRNA expression with another batch of patients (Batch B)

To verify the potential signature miRNAs in IFG and T2D, we validated the expression of the selected miRNAs and mRNAs in another batch of individuals who were not on medication during the time of recruitment and were newly diagnosed with either IFG or T2D (Table 2, Batch B). Differential miRNA and mRNA expression were observed in the two cases as quantified by stem-loop real-time RT-PCR and real-time PCR (Table S9). The heatmap showed inverse relationship between miRNAs (Fig. 6A) and their potential mRNA targets (Fig. 6B) which was consistent with the observation from the previous batch (Batch A).

**Figure 6:**
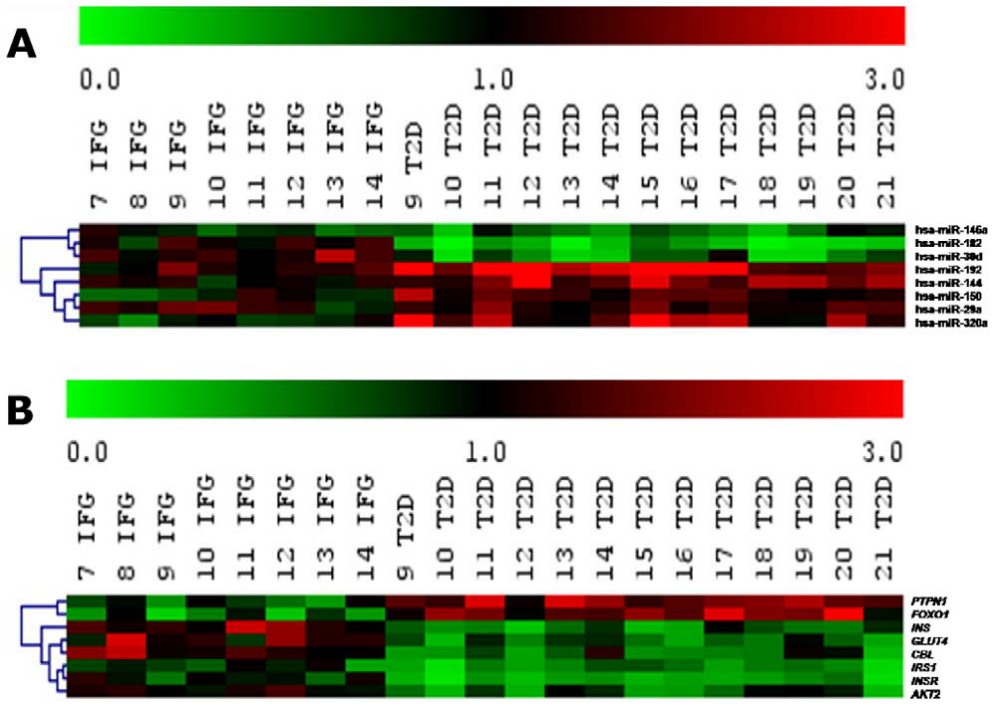
Comparison of miRNA expressions with its corresponding predicted mRNA targets (Batch B). ***A*** **. A heatmap of quantitative stem-loop RT-PCR of eight selected miRNAs and** ***B*** **. A heatmap of real-time PCR of respective predicted mRNA targets.** Validation has been done in another independent batch (Batch B) of participants in triplicates. Statistically significant differences are tested at p<0.05 significance. Batch B patients consists of eight IFG patients (labeled as 7 IFG to 14 IFG) and thirteen T2D patients (labeled as 9 T2D to 21 T2D).CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes. Green: down-regulation; Red: up-regulation; Grey: not detected. Predictions: miR-144/*IRS1*; miR-146a/*PTPN1*; miR-150/*GLUT4* and *CBL*; miR-182/*FOXO1*; miR-192/*INSR*; miR-30d/*INS*; miR-29a and miR-320/*AKT2*.

### miRNA and mRNA targets in the blood, tissues and exosomes of rat model

Since different tissues may have different abundance levels of the miRNAs of interest, we investigated how each organ contributes to the circulating miRNA pool we observed in the blood. To assess this, we employed stem-loop real-time RT-PCR to measure the abundance levels of miRNAs in each tissue (pancreas, liver, skeletal muscle and adipose), blood and also exosomes from control rats (Table S10). In general, miRNAs are found in greater abundance in the blood as compared to that in exosomes. This could be due to the fact that the blood contains other sources of miRNAs such as leukocytes which could contribute to the miRNA pool. miR-29a, miR-30d, miR-150 and miR-320 are all highly expressed in adipose, skeletal muscle and liver tissues with lower abundance in pancreas. miR-144, miR-146, miR-182 and miR-192 showed a lower expression compared to the other miRNAs in the three insulin target tissues as well as in the pancreas. A more uniform expression level of miRNAs is observed in the insulin-target tissues in contrast to pancreas, the insulin-secreting organ.

We have also quantitated the mRNA abundance levels in all tissues along with blood and exosomes (Table S10). We also measured both *INS1* and *INS2* mRNA levels since rats carry these two insulin genes. Interestingly, the expression levels of nine mRNAs (*AKT2, CBL, FOXO1, GLUT4, INS1, INS2, INSR, IRS1 and PTPN1*) was found to be highest in skeletal muscle and liver, followed by pancreas and lowest in the adipose tissue. Subsequently, when the tissues from diabetic rats were subjected to quantitative stem-loop PCR, we observed a significantly dysregulated pattern of expression for the eight miRNAs under investigation (Fig. 7A). miR-29a, miR-144, miR-150, miR-192 and miR-320 showed an up-regulation from that of control samples whereas miR-30d, miR-146a and miR-182 showed down-regulation. As expected, the expression of respective target mRNAs exhibited an inverse expression pattern (Fig.7B)

**Figure 7:**
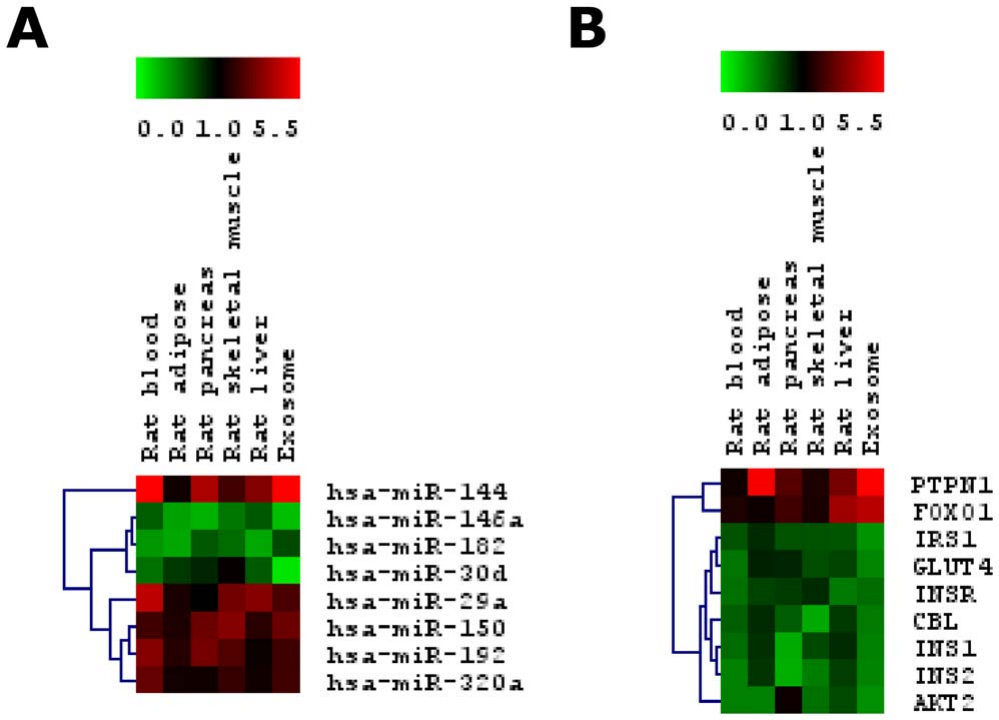
Comparison of miRNA expressions with its corresponding predicted mRNA targets (in rat's blood, tissues and exosomes). ***A*** **. A heatmap of quantitative stem-loop RT-PCR and real-time PCR of selected miRNAs and mRNAs respectively.** Samples are obtained from a combination of low dose STZ and high-fat diet induced T2D rat model. ***B*** **. A heatmap of quantitative stem-loop RT-PCR and real-time PCR of selected miRNAs and mRNAs respectively.** Samples are obtained from high-fat diet induced T2D rat model. Validation has been done in triplicates. Statistically significant differences are tested at p<0.05 significance. Green: down-regulation; Red: up-regulation; Grey: not detected. Predictions: miR-144/*IRS1*; miR-146a/*PTPN1*; miR-150/*GLUT4* and *CBL*; miR-182/*FOXO1*; miR-192/*INSR*; miR-30d/*INS*; miR-29a and miR-320/*AKT2*.

### Expression of potential ‘signature miRNAs’ in islets subjected to high glucose treatment

In addition to animal and human studies, we also performed primary cell culture studies using islets isolated from the pancreas of normal rats. These islets were then subjected to two different glucose concentrations; 5 mM (basal glucose) and 25 mM (high glucose). Total RNA extracted from these two treatment groups were then used to quantitate the eight miRNAs under study along with their predicted mRNA targets (Fig. 8, Table S11). In contrast to our previous observations, miR-30d was found to be highly up-regulated (2.969±0.18) which corresponded to increased expression of *INS1* and *INS2*, 7.757±0.19 and 5.500±0.21 respectively in response to high glucose condition. This difference could be due to the early onset of insulin deficiency in T2D in which β-cell dysfunction has not fully occurred like in the case of our animal model where low dose of STZ could initiate β-cell destruction as observed in overt T2D. Correspondingly, in the high glucose media, expression of miR-144 was found to be highest (3.605±0.21) accompanied by a down-regulation of *IRS1* (−3.257±0.29), followed by miR-150 (2.904±0.19) and miR-192 (1.989±0.20) which are predicted to target GLUT4 (−2.604±0.25) and CBL (−4.672±0.31) and INSR (1.150±0.28) respectively. Likewise, down-regulation of miR-146a (1.905±0.26) was followed by an increased expression of its target mRNA, PTPN1 (5.175±0.28). Marginal expression levels were observed for miR-182 (−1.267±0.26) and miR-29a (1.351±0.23) which inversely correlated to their respective predicted mRNA targets FOXO1 and AKT2 respectively.

**Figure 8:**
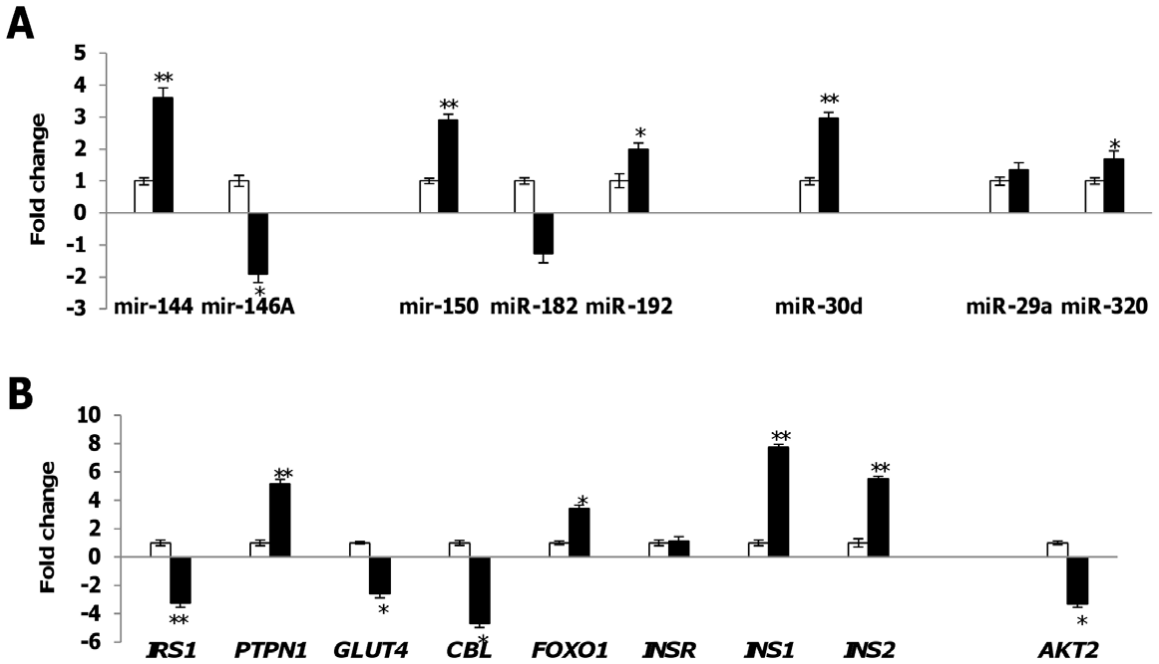
*A*. Quantitative stem-loop RT-PCR of selected miRNAs in islets with basal glucose concentration of 5 mM (white bars) and high glucose concentration of 25 mM (black bars) and *B.* Real-time PCR of respective predicted mRNA targets in with basal glucose concentration of 5 mM (white bars) and high glucose concentration of 25 mM (black bars). Data presented as mean ± SEM with n = 3 for each group. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001. Predictions: miR-144/*IRS1*; miR-146a/*PTPN1*; miR-150/*GLUT4* and *CBL*; miR-182/*FOXO1*; miR-192/*INSR*; miR-30d/*INS*; miR-29a and miR-320/*AKT2*.

### Differential expression of IRS-1 and phosphorylated IRS-1 in IFG and T2D

Since insulin-dependent glucose uptake could be compromised by the over expression of miR-144, we further investigated miR-144 and its predicted target, *IRS1*. We compared the IRS1 protein expression in the two case groups against normal control. As phosphorylation leads to IRS1 activation, we examined the protein content for Tyr^612^-phospho-IRS1 and Ser^636+639^-phospho-IRS1. These two sites of phosphorylation are selected considering their opposing effects on IRS1 activation. While the phosphorylation of IRS1 on tyrosine residues is needed to mediate insulin signaling, phosphorylation of IRS1 on certain serine residues (Ser-636 and Ser-639) have been shown to terminate insulin effects [53], [54]. As shown in Fig. 9, IRS1 protein content displayed a decreasing expression from healthy control to disease groups with T2D. This can imply that IRS1 is highly down-regulated in T2D in conjunction with its predicted negative modulator, miR-144 which was up-regulated in T2D. Western blot of serum samples showed a decreased expression of Tyr^612^-P-IRS1 protein in T2D as compared to that of CTL and IFG, while the expression of Ser^636+639^-P-IRS1 in T2D was highest among the three groups (Fig. 9).

**Figure 9:**
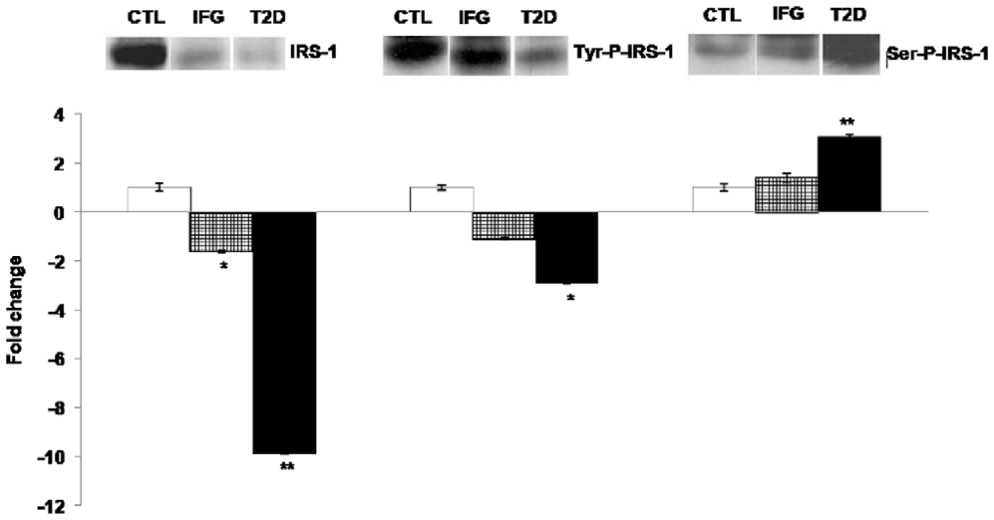
Western Blot analysis of IRS1, Tyr^612^-phospho-IRS1 and Ser^636+639^-phospho-IRS1 in CTL (white bars), IFG (checkered bars) and T2D (black bars) individuals. The data presented here is a representative of three independent experiments (both individual and pooled serum samples showed similar profiles) and as mean ± SEM. Fold change below one are expressed as negative values. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

### IRS1 is a direct target of miR-144

There are two different binding sites of miR-144 at the 3′ UTR of *IRS1*. Table S12 shows the bindings sites of miR-144 at the 3′UTR of *IRS1* and the different constructs designed to show that miR-144 directly targets *IRS1*. To demonstrate that *IRS1* is a direct target of miR-144, we constructed independent reporter vectors that contained the different combinations of binding sites of miR-144 at the 3′UTR of *IRS1* (Table S12) downstream of a firefly luciferase reporter gene. These constructs were then co-transfected with anti- or pre-miR-144 into HeLa cells. Cells transfected with pre-miR-144 exhibited a significant reduction in the luciferase activity which was reduced further when both miR-144 binding sites are present (Fig. 10). Likewise, transfection with anti miR-144 showed an increasing pattern of luciferase activity from constructs where only one binding site is present to that where both binding sites are included (Fig. 10). Site-directed mutagenesis of the miR-144 binding sites abolished interactions between miR-144 and IRS1 accordingly. These findings indicate *IRS1* forms a direct target of miR-144.

**Figure 10:**
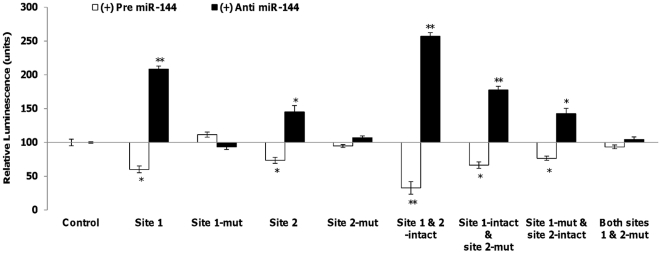
Direct inhibitory effect of miR-144 on *IRS1*. Dual luciferase assay. Quantitation of the effects of pre- or anti- miR-144 interaction with the 3′ UTR of *IRS1*. Binding sites of miR-144 at 3′UTR of *IRS1* and mutated constructs of the binding sites are listed in Table S12. The plasmid constructs together with pre- or anti- miR-144 were co-transfected into HeLa cells. Luminescence for luciferase gene activity in treated samples (pre or anti miR-144) were obtained 48 hours post-transfection. Relative luminescence was obtained by normalizing the values against control plasmids, pMIR-REPORT™ without any 3′UTR insert. Data presented as mean ± SEM with n = 3. Fold change below one are expressed as the negative values. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001.

### miR-144 regulates IRS1 mRNA expression

Previous reports [55]–[57] have confirmed that HeLa cells express miR-144 and *IRS1*. HeLa cells were then used to assess the regulatory function of miR-144 on *IRS1* and in addition to that, we also performed the same experiment in an insulin-responsive cell line, 3T3L1 adipocytes. Basal levels of miR-144 and IRS1 were measured in both cell lines (Fig. 11A) prior to our subsequent assays. Based on the prediction that miR-144 binds to the 3′UTR of *IRS1*, changes in miR-144 expression should be reflected in *IRS1* mRNA levels accordingly. In order to alter miR-144 expression, HeLa and 3T3L1 cells were transfected with pre-miR-144 and anti-miR-144 independently, followed by quantification of the changes in miRNA and mRNA levels (Fig. 11B, 11C). Introduction of pre-miR-144 increased the miR-144 levels by 43 fold and simultaneous reduction in the *IRS1* mRNA expression (−1.628±0.18) in HeLa. In 3T3L1 adipocytes treated with pre-miR-144, miR-144 levels increased by approximately 80 fold which corresponded to decreased IRS1 mRNA level (−1.737±0.18). Likewise, in anti-miR-144 transfected HeLa and 3T3L1 cells, the relative expression of miR-144 was reduced to 0.019±0.09 and 0.033±0.11 respectively while a significant increase in *IRS1* mRNA level was observed (HeLa: 5.607±0.217; 3T3L1: 4.232±0.22). Regulation of *IRS1* by miR-144 was further verified by immunocytochemistry and complementarily, the *IRS1* protein expression correlated to that of the gene expression studies. Pre-miR-144 transfected HeLa cells displayed reduced fluorescence intensity for *IRS1* (Fig. 11D, middle panel) while the opposite was observed in anti-miR-144 transfected cells (Fig. 11D, right panel). Altogether, these results suggest that miR-144 is a modulator of *IRS1*.

**Figure 11:**
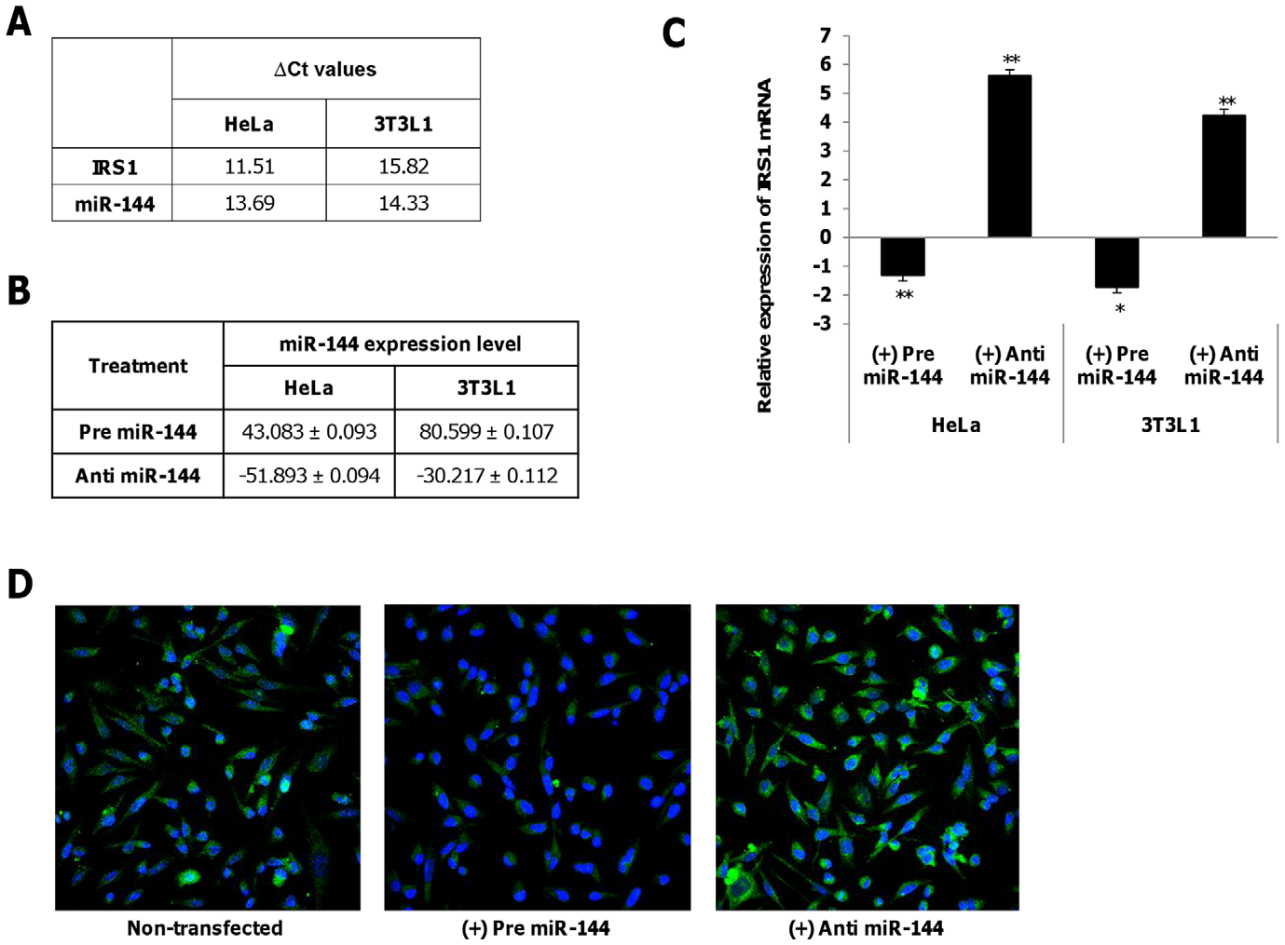
Expression of IRS1 in HeLa/3T3L1 cells transfected with pre- or anti- miR-144. ***A.*** **Endogenous levels of miR-144 and** ***IRS1*** **in HeLa/3T3L1 cells as delta threshold cycle (ΔCt) value with respect to 18S rRNA.** Previous reports [42]–[44] have also confirmed that miR-144 and IRS1 are expressed in HeLa cells. ***B.*** **Relative miR-144 expression in HeLa/3T3L1 cells transfected with either pre- or anti- miR-144 at a concentration of 30 nM.** ***C.*** **Relative** ***IRS1*** **mRNA expression in HeLa/3T3L1 cells transfected with either pre- or anti- miR-144at a concentration of 30 nM.** Data presented as mean ± SEM (n = 3). Fold change below one are expressed as the negative values. Statistically significant differences are tested at p<0.05 significance. ^*^p<0.05, **p<0.01, ***p<0.001. ***D.*** **IRS1 immunoreactives in HeLa cells transfected with either pre- or anti- miR-144.** The cells were fixed and immunolabeled with IRS1 antibody (green) and nuclear stain DAPI (blue). Left panel: Non-transfected cells; Middle panel: Pre miR-144 transfected cells showed reduced fluorescence intensity; Right panel: Anti miR-144 transfected cells showed increased fluorescence intensity. The data presented here is a representative of three independent experiments.

## Discussion

### Circulating blood miRNAs are reflective of those in tissues

It has been reported that miRNAs circulating in the blood can potentially serve as novel noninvasive biomarkers of diseases including diabetes [13]–[19]. This hypothesis is supported by a recent study by Kosaka *et al* [22] which generated the concept of miRNAs-mediated intercellular communication. He reported that circulatory miRNAs are released through a secretory mechanism and conveyed to recipient cells to exert their function. Furthermore, Laterza *et al* [21] have demonstrated that aberrant expression of circulating miRNAs corresponds to (origin) tissue injury. In our T2D animal model, we profiled miRNA expression in pancreas, three insulin-targeted tissues (adipose, skeletal muscle and liver) as well as blood to observe the relevance of blood miRNAs to those in tissues. A similar study has also been carried out Zhao *et al* [38], in which the group performed miRNA profiling in the islets, liver and adipose of diabetes-resistant (B6) and diabetes-susceptible (BTBR) mice. Zhao *et al* identified different groups of miRNAs in different organs which could potentially participate in the pathogenesis of T2D. 

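Of the 5 miRNAs miR-133a, miR-185, miR-152, miR-34a and miR-342-3p, miR-34a was the one with a ratio above 1 in every source with U6 scaling. Its ratios were 1.29 in adipose tissue, 2.19 in pancreas and 3.49 in liver. With quantile normalization it was not above 1 in every source. Nor was it with spike-in scaling, chosen after the values were seen, at 0.828 in adipose tissue. The muscle miRNA miR-133a had a ratio of 2.03 in adipose tissue and 1.58 in pancreas, where both arrays lay under the median of the viral probes, of at least 3.14 in liver and of at most 0.346 in blood, or at most 0.685 there with the median of the spots, chosen after the values were seen. miR-185 had a ratio of 2.26 in blood, 1 in adipose tissue, 1.14 in skeletal muscle and 1.01 in liver. In pancreas it had 0.639, or 1.02 with the median of the spots. miR-152 had a ratio of 2.65 in pancreas, 1.39 in adipose tissue, 0.965 in skeletal muscle and 0.517 in liver, and of at least 2.58 in blood. miR-342-3p had a ratio of 2.63 in liver, 1.83 in adipose tissue, 0.977 in skeletal muscle and 0.748 in blood. In pancreas it exceeded 300 on the T2D array alone, under the median of the viral probes.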

Some of the miRNAs identified by them showed similar expression pattern in our study as well. miRNAs such as miR-133a, miR-185, miR-152, miR-34a and miR-342 which were reported to show increased expression were also up-regulated in our rat model. While miR-184 and miR-204 which were down-regulated in at least one mouse strain in their study, also showed down-regulation in our model. However, there were striking differences in the expression of miRNAs such as miR-135a, miR-429, miR-200a/b and miR-215 which were not detected in our samples but were reported to be significantly decreased by Zhao *et al* [38]. 

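miR-204 was lower in T2D skeletal muscle, at a ratio of 0.0735, and had ratios of 0.721 in blood and 0.718 in adipose tissue, the latter with an SE of 1.56 on the log2 scale over the spots. These 2 ratios were 0.525 and 0.159 with the median of the spots, chosen after the values were seen. In liver it read 953 on the control and 3688 on the T2D array, a ratio of 2.43. miR-184 had a ratio of 0.723 in pancreas, 1.24 in adipose tissue, 1.01 in skeletal muscle and 2.27 in liver. In blood its ratio was 5.51, with an SE of 1.09 on the log2 scale over the spots, and 1.04 with the median of the spots.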

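miR-200a, an epithelial miRNA, read 1183 on the control and 25075 on the T2D adipose array. In pancreas it read 1557 and 5619, a ratio of 2.58, and in blood and liver its ratios were 1.16 and 0.936. In skeletal muscle it did not exceed 300 on either array. miR-135a read under 300 on both blood arrays. It exceeded 300 on 1 array of each other source, at 653 on the T2D adipose, 788 on the T2D pancreas, where the median of the viral probes was 1379, 835 on the control skeletal muscle and 400 on the T2D liver array. The arrays hold no probe with a rat name for miR-200b, miR-429 or miR-215. The probe named for human miR-429 read 10811 on the T2D liver, 974 on the control adipose, 604 on the T2D blood and 520 on the T2D pancreas array, and under 300 on the others. That for human and mouse miR-200b read under 300 on both blood arrays and on the control skeletal muscle array and up to 18278 elsewhere, and that for human miR-215 exceeded 300 on every array except that of T2D blood.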

A possible reason for these differences could be that these miRNAs were reduced to a level that is beyond detection. Alternatively, the different species and methodology being used to induce T2D could also explain the differences. Zhao *et al* used the genetic modification approach while we stimulated T2D by using a combination of high-fat diet and low dose STZ (40 mg/kg). As indicated in the heatmap (Fig. 2A), the rat blood miRNA profile was clustered closely to those from the insulin-targeted tissues. Furthermore the Venn diagram (Fig. 2B) showed that most of the miRNA changes detected in the tissues involved in the insulin signaling pathway can also be detected in the blood miRNA profile. These findings strengthened the observations made by Kosaka [22] and Laterza [21] that miRNAs can interact intercellularly and that tissue injury may result in the secretion of miRNAs. These miRNAs that are packaged in exosomes are known to be nuclease resistant and stable in peripheral blood [27]. Based on these reports, we extended our investigation to profile the miRNAs in human blood samples.

### miRNAs involved in the insulin signaling pathway

The first part of our investigation in T2D animal model study revealed eight miRNAs that were highly dysregulated in T2D. These eight miRNAs showed similar expression across all five sources (pancreas, liver, skeletal muscle, adipose and blood) that were profiled. Among these eight miRNAs, four of them namely miR-192 [35], miR-29a [34], miR-30d [49] and miR-320a [50], [51] had previously been reported in earlier studies and our results were consistent with them. 

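Of the 8 miRNAs, miR-144 and miR-29a had T2D/control ratios in the study's direction in all 5 sources, and 30 of the 40 ratios lay in that direction. Of the 30, those of miR-144 and miR-192 in pancreas are bounds on levels under the median of the viral probes. The mean log2 ratio over the sources was 1.19 for miR-144 (standard error 0.29, adjusted p = 0.57 from limma) and 1.26 for miR-29a (standard error 0.30, adjusted p = 0.57 from limma). It was 0.72 for miR-150, 0.56 for miR-192, 0.05 for miR-320, -0.43 for miR-30d, -0.55 for miR-182 and -1.05 for miR-146a. Leaving out 1 source moved several of these. Without blood it was 0.36 for miR-150 and -1.06 for miR-182. Without liver it was -0.096 for miR-30d and -0.21 for miR-182, and without adipose tissue -0.67 for miR-146a. None of the 202 miRNAs passed limma at an adjusted p under 0.05, and 8 had an unadjusted p under 0.05. The methods' test without the source block called 0 at either level. The exact sign-flip test over the 5 sources gave p = 0.062 for miR-144 and for miR-29a, the smallest two-sided p that 5 sources allow. At a floor of 1000, miR-144 was higher in 4 of 5 sources (p = 0.125 from the exact sign-flip permutation test). Adjusted over the list alone, miR-144 and miR-29a passed, both at an adjusted p of 0.023 from limma, but the study chose the 8 on these samples, so this is not independent evidence. By camera, the 5 higher and the 3 lower miRNAs were called as lists, each at an adjusted p of 0.026, and neither with an estimated correlation (adjusted p = 0.34). Neither was called with quantile normalization, with near-ceiling probes left out or without the source block. By fry neither passed either (adjusted p = 0.11 for the higher and 0.26 for the lower from fry). The p-values measure the spread between sources, which may share rats. Without scaling 33 of the 40 ratios and 4 of the 8 miRNAs followed the study's direction, and with the median of the spots, chosen after the values were seen, 36 and 4. Leaving out miR-29a in pancreas, whose spots repeat those of another probe, left 29 of 39. By RT-PCR of the same sources the study reports all 8 in these directions, except miR-30d in skeletal muscle, with not every change significant.

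**Figure D2:**
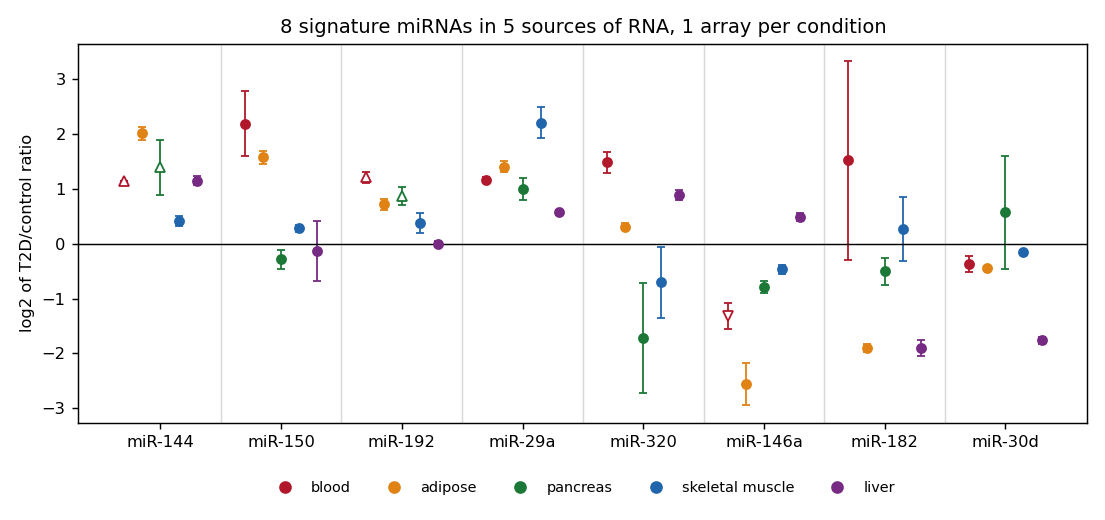
log2 of the T2D/control ratio of the 8 miRNAs in the 5 sources, 1 array per condition. Points are ratios of the means of 4 spots, open triangles are bounds, and bars are the standard error over the spots, which is technical. miR-144 and miR-29a lie above 0 in all 5 sources, miR-144 in blood and pancreas as a bound, and miR-146a lies below 0 in 4. The point of miR-29a in pancreas comes from spots that repeat those of another probe and is in doubt.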

Among the novel miRNAs (miR-144, miR-146a, miR-150 and miR-182) identified, miR-144 had the highest up-regulation upon T2D in most tissues. However during the course of our study, involvement of miR-146a in diabetes was reported by another group of researchers along with other diabetes-related miRNAs [58], [59]. 

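Of the ratios of miR-150, miR-182, miR-146a and miR-144, that of miR-144 was the highest in adipose tissue, liver and skeletal muscle. In pancreas it is a bound on a level under the median of the viral probes and is not ranked. In blood miR-144 has only a lower bound, 2.21, so it is not ranked against miR-150, at 4.55, or 2.57 with the median of the spots, chosen after the values were seen.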

Following that, we carried out a cross-sectional study involving Asian males and found these shortlisted eight miRNAs showing differential expression patterns in the blood samples of IFG and T2D patients. Hence these miRNAs could correspond to the disease development in these individuals. Similar to the animal data, miR-144 was again among the highly up-regulated miRNA that showed a linear increase in expression with increasing glycaemic status. With the help of published reports and bioinformatics-based databases, we identified the potential insulin signaling-related mRNA targets for these miRNAs (Fig. 5B, 5C). Based on these findings we have proposed a mechanism on how circulating miRNAs may potentially control the expression corresponding targets and how their regulatory networks may govern different stages of the insulin pathway in the pathogenesis of T2D (Fig. 12) [31], [34], [46], [50], [67]–[69]. miRNAs such as miR-144, miR-29a and miR-192 that were up-regulated in both IFG and T2D patients (Table S8) are predicted to target *IRS1*, *AKT2* and *INSR* respectively. These genes are involved in the insulin signaling pathway. Of the above three, only the expression pattern for miR-144 and its predicted mRNA target, *IRS1*, are concordant for both IFG and T2D (Fig. 5B, 5C). miR-144 also exhibited an approximately linear relationship with increasing glycaemic status as observed in IFG and T2D patients (Fig. 5B). We hypothesize that this may represent the primary abnormality in the pathogenesis of development of abnormal glucose tolerance. The changes in expression patterns observed in the other mRNA targets we identified (comparing IFG and T2D with healthy controls) are either inconsistent or only significantly different in T2D but not IFG (Fig. 5B, 5C). This may be due to a secondary effect that could have resulted from the primary abnormality of down-regulation of *IRS1*. The differences in expression patterns in IFG and T2D may represent the loss or impaired adaptive changes to increased blood glucose in T2D, ultimately resulting in hyperglycemia. miR-30d and miR-320 which have been shown to regulate *INS* and *PIK3/Akt* signaling [50] exhibited opposite expression in the two disease groups (Table S8). Insulin production mainly involves insulin gene transcription which is indicated by the insulin mRNA levels. The quantitative real-time PCR results showed that *INS* mRNA increased in IFG but was negatively regulated in T2D (Fig. 5C, 6B). This supports the transition of hyperinsulinemia to relative insulin deficiency seen in patients with IFG and T2D respectively. Inhibition of miR-30d has been found to abolish glucose stimulated insulin gene transcription in cell culture studies [49]. Our data is in support of this theory in which reduced expression of miR-30d correlates with down-regulation of insulin gene in the T2D samples, while, up-regulation of miR-30d in the IFG group is accompanied with increased levels of insulin mRNA (Fig. 5B, 6A). Our data suggests unlike most other miRNAs which are inhibitory, miR-30d may be functioning as an RNA activator to insulin gene expression. The final stage of insulin signaling is the translocation of glucose transporter-4 (*GLUT4*) from the intracellular storage to the plasma membrane of the insulin responsive cells to allow uptake of glucose [60]. V-akt murine thymoma viral oncogene homolog 2 (*AKT2*) and Cas-Br-M (murine) ecotropic retroviral transforming sequence (*CBL*) are two molecules responsible for this event. We found mRNA for *AKT2* to be maintained at basal level in IFG but greatly reduced in T2D (Fig. 5C, 6B). This differential expression suggests a mechanism in which, insulin signaling is impaired in T2D. On the other hand, *CBL* (a second cue for *GLUT4* translocation) was up-regulated in IFG but reduced in T2D (Fig. 5C, 6B). This could imply a compensatory mechanism to maintain effective *GLUT4* translocation in IFG, lost in T2D. These are associated with the down-regulation of *GLUT4*, a key effector of insulin action, in T2D. *CBL* and *GLUT4* are potential targets of miR-150, while miR-320 inhibits *PI3-K/Akt* signaling [50]. Once again, the inverse pattern between miRNA and their mRNA target expression is demonstrated by both miR-150 and miR-320a up-regulation in T2D subjects (Fig. 5B, 6A).

**Figure 12:**
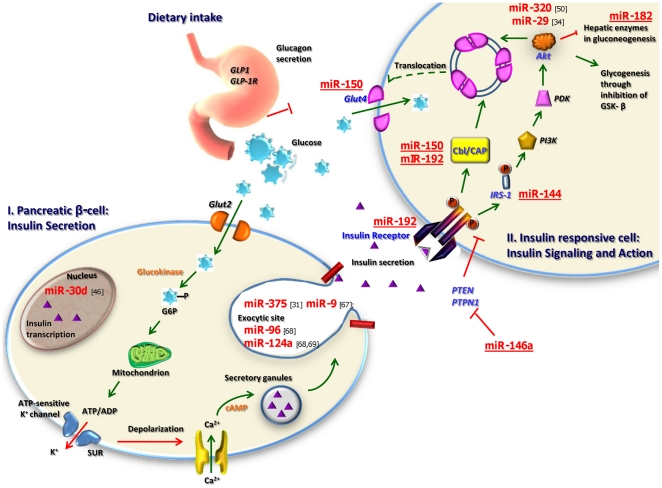
Possible mode of mechanism on miRNA-regulatory networks. Possible ways in which miRNA govern different stages of the insulin pathway in the pathogenesis of Type 2 Diabetes. miRNAs that have been reported in previous studies are indicated in brackets while those underlined are predicted by the five best target prediction databases namely RegRNA, MirBase, TargetScan, Mirgen and microRNA.org.

Binding of insulin to insulin receptor may be suppressed by several inhibitors such as *PTPN1*, a potential mRNA target of miR-146a. When expressed at normal levels, this miRNA may act as a suppressor of *PTPN1* to allow insulin signaling. However, reduced expression of miR-146a may lift the suppression of *PTPN1* gene, allowing the latter to impair insulin signaling. We have found that down-regulation of miR-146a to be greater in T2D than IFG (Fig. 5B, 6A). This observation correlates with the expression of *PTPN1* which remained at basal level in IFG but increased in T2D (Fig. 5C, 6B). Increased levels of *PTPN1* will inhibit insulin signaling by removing phosphate groups of the effector molecules thus aborting the downstream events. Hence these observations further suggest that insulin signaling is inhibited to a greater degree in T2D, even in newly diagnosed stage, as in our study.

In addition to promoting glucose uptake, insulin inhibits production and release of glucose by blocking hepatic gluconeogenesis. Forkhead box O1 (*FOXO1*), a member of the forkhead family of transcription factors, plays a role in hepatic enzyme regulation in gluconeogenesis. We found miR-182, a potential modulator of *FOXO1* to be down-regulated in T2D but was slightly up-regulated in IFG (Fig. 5B, 6A). Correspondingly, *FOXO1* mRNA was negatively regulated in IFG while showing positive fold change in T2D (Fig. 5C, 6B), suggesting hepatic gluconeogenesis to have a compensatory reduction in IFG, but increased in T2D.

Although our results were in conjunction with earlier studies which identified miR-192, miR-29a, miR-320 and miR-30d to be potential key players in the pathogenesis of T2D, we do observe differences in the recent study reported by Zampetaki *et al* [20]. The authors discussed the loss of endothelial miR-126 and other miRNAs in T2D. Among the miRNAs they identified, similarities in miRNA changes were observed in miR-20b, miR-191 and miR-197 which were down-regulated. We also observe the same in almost all of our IFG samples and more than 50% of our T2D samples. Zampetaki *et al* [20] identified miR-126 as a characteristic miRNA in T2D and demonstrated that it is involved in endothelial dysfunction. We do not observe a similar down-regulation of miR-126 in our samples. This could be explained by the fact that we have exclusively used subjects that were not on any medications and do not show abnormalities in cholesterol, blood pressure and BMI. A separate study by Gallagher *et al* [61] performed miRNA profiling using total RNA extracted from muscle tissue biopsies of individuals with insulin resistance. The samples that were used by Gallagher *et al* were different from ours in terms of ethnicity and BMI (individuals in Gallagher *et al* study are considered obese), also some of them were receiving medications. These differences could again contribute to the discrepancies in our results. Nonetheless, the authors identified a pool of dysregulated miRNAs (∼50 miRNAs) in which some of them such as miR-144, miR-106b, miR-185, miR-30e, miR-589, miR-665 and many more showed similarities in expression as observed in our study (either humans/animals or both). Moreover, miR-144 was also found to be the most highly expressed miRNA in their T2D samples. Our study correlated quite closely with another study reported recently by Kong *et al* [59] which is based on a Chinese population. The authors investigated the expression of seven diabetes-related miRNAs (miR-9, miR-29a, miR-30d, miR-34a, miR-124a, miR-146a and miR-375), four (miR-29a, miR-30d, miR-175 and miR-146a) of which were also found to be dysregulated in our study.

### Exosomal miRNAs and mRNAs

Several studies have reported how microvesicles such as exosomes could serve as a transport machinery of miRNAs, mRNAs and proteins [27] to mediate cell-to-cell communication. In our study, the whole blood was used as a source of miRNAs since it will include all possible sources of circulating miRNAs such as the leukocytes, plasma, serum and exosomes. Additionally, we also studied the expression of the potential ‘signature miRNAs’ of T2D in exosomes isolated from serum of our rat T2D model. As expected, the expression pattern of exosomal miRNAs was shown to be consistent with that we observed in whole blood but at a lower level. This could be due to the whole blood encompassing the other sources of miRNAs apart from those of exosomes alone.

### miR-144 as an important key player in T2D

Among the eight miRNAs identified as potential signature miRNAs, miR-144 has shown to be a potential novel key player in T2D. Here, miR-144 expression is highly up-regulated in T2D and it also seemed to exhibit a linear relationship with increasing glycaemic status (Fig. 5B, 6A). Focusing our interest in miR-144, we next looked into its corresponding *IRS1* target at protein level. Using Western blot analysis, we have clearly demonstrated a decreased IRS1 protein content in IFG and T2D (Fig. 9). This result is in conjunction with our hypothesis that miR-144 negatively modulates *IRS1*. Tyr^612^-phospho-IRS1 was markedly reduced in T2D, while Ser^636+639^-phospho-IRS1, responsible in inhibiting the insulin signaling cascade [53], [54] was increased in T2D (Fig. 9).

To confirm that *IRS1* is a target of miR-144, we observed the corresponding changes in IRS1 mRNA level upon treatment with either pre- or anti- miR-144 (Fig. 11B, 11C). Introduction of pre-miR-144 greatly inhibited *IRS1* mRNA level while treatment with anti-miR-144 resulted in increased *IRS1* mRNA expression (Fig. 11C). Similar observations were obtained in the immunocytochemistry assay which indicates that inhibition of *IRS1* by miR-144 at protein level (Fig. 11D). These observations together with the luciferase binding assays (Fig. 10) demonstrate that miR-144 functions as a modulator of *IRS1* expression. Hence, miR-144 could serve as a potential therapeutic target in T2D.

In our study, we have shown that circulating blood miRNAs are appropriate indicators of disease development. We have also identified eight important miRNAs (miR-144, miR-146a, miR-150, miR-182, miR-192, mir-29a, miR-30d and miR-320) that could participate in the regulation of insulin signaling as well as useful in distinguishing different stages of diabetes progression. These findings can contribute to the existing knowledge on the role of miRNAs in glucose metabolism, diabetes and its related complications. Among these miRNAs, we have identified miR-144 as a direct modulator of *IRS1* and hence a potential therapeutic target of T2D. Nonetheless, further investigations using animal models as well as more human samples have to be carried out to validate our findings and to further elucidate the mechanisms of miRNA regulatory network in the pathogenesis of T2D.

## Methods

### Animal care and sample collection

Male Wistar rats, 6 weeks of age and weighing approximately 150 g were used for all studies. The animals were handled according to the guidelines of the Council for International Organization of Medical Sciences on Animal Experimentation (World Health Organization, Geneva, Switzerland) and the National University of Singapore. The animal protocols were approved (approved code 062/09) by the National University of Singapore Institutional Animal Care and Use committee. Induction of Type 2 diabetes was done according to Reed *et al* [45] with some modifications. After one week of acclimatization, twelve rats were randomly divided into two groups equally. One group was fed with normal fat diet (NFD) consisting of (as percentage of total kcal) 18% fat, 58% carbohydrate and 24% protein (Harlan Teklad, 2018, Madison, WI) and the other with high fat diet (HFD) consisting of 39% fat, 40% carbohydrate and 21% protein (Specialty Feeds, SF10-019, Western Australia). After two weeks the animals on HFD were injected with low dose of STZ (40 mg/kg) intra-peritoneally after an overnight fast. Both groups of animals were continued on their respective diets (NFD or HFD) for another week [43], [45]. A combination of high fat diet and low dose of STZ has been found to show characteristics closely related to T2D in contrast to administration of high STZ alone which mimics Type 1 diabetes [46]–[48]. At the end of the experimental period (on the 8^th^ day after STZ administration), animals were euthanized using CO_2_ and blood and tissue samples (pancreas, liver, adipose and skeletal muscle) were harvested and washed in cold saline. Serum was separated by centrifugation and analyzed for concentrations of glucose, insulin and triglycerides. Exosomes were isolated from serum samples using ExoQuick™ exosome precipitation kit (SystemBio, CA, USA) followed by exosomal total RNA isolation according to the manufacturer's protocol. Both blood and tissue samples were preserved at −80°C for subsequent analysis.

### Oral glucose tolerance test

To assess oral glucose tolerance, animals were fasted overnight and their serum glucose response to the oral administration (by oral gavage) of a solution of 20% glucose (2 g/kg) was determined. Blood was drawn from tail at time 0, 15, 30, 60 and 120 minutes after administration of glucose. Glucose and insulin concentrations were analyzed.

### Islet isolation and culture

Pancreatic islets were isolated by collagenase digestion as previously described [62], [63]. Briefly, the pancreas was perfused with a solution of 0.5 mg/ml Collagenase Type V (Sigma, USA) dissolved in Hanks Balanced Salt Solution (HBSS). The digestion was performed at 37°C for 20–30 min after which the collagenase was neutralized with HBSS supplemented with 1% FBS. The collagenase treated pancreas was then sequentially filtered through 1.5 mm and 0.8 mm metal mesh filters. Islets were subsequently enriched by centrifugation in Histopaque 1077 (Sigma, USA) and hand-picked under direct light microscopic visualization. Isolated islets were cultured in 24-well plate at 100 islets per well containing DMEM medium (Sigma, USA) supplemented with 2 mM L-glutamine (Gibco, USA), 10% fetal bovine serum (Gibco, USA), 100 U/ml penicillin and 100 µg/ml streptomycin (Pen-Strep; Bio-Whittaker Europe, Verviers, Belgium), and 5.0 mmol/l glucose. After 24 h incubation at basal glucose concentration (5.0mmol/l), islets were transferred to either basal (5.0 mM) or high (25.0 mM) glucose in DMEM for 24 h. Total RNA was isolated from islets using the Trizol reagent according to the manufacturer's protocol.

### Patients

We consecutively enrolled all consenting male adult subjects (21 to 70 years of age) with no past medical history, seen in Alexandra Hospital (Singapore) for health screening during the period of July 2008 to April 2009. This study was approved by our institutional ethics review board (Ministry of Health, Singapore; MH95:03/1–11) and all volunteers signed written informed consent. All subjects were not on any medications and health-screening involved physical examination including waist circumference, other anthropometric measures and blood pressure. Blood was collected in fluoride oxalate tubes after an overnight fast of 10 to 12 hours. Plasma glucose was obtained by enzymatic methods (ADVIA 2400, Bayer Diagnostics), while serum total cholesterol (TC), triglyceride (TG), low-density lipoprotein (LDL) and high-density lipoprotein (HDL) levels were measured using an automated analyzer (ADVIA 2400, Bayer Diagnostics). Blood samples were then categorized into 3 distinct groups, based on the World Health Organization (WHO) and International Diabetes Federation (IDF) [64]: Healthy controls (CTL, n = 15) with fasting glucose <6.1 mmol/L, Impaired Fasting Glucose (IFG, n = 14) with fasting glucose above 6.0mmol/l but less than 7.0 mmol/L and Type 2 Diabetes (T2D, n = 21) with fasting glucose greater or equal to 7.0mmol/L (Table 2- Batches A and B). All were normotensive (blood pressure ≤140/90), with desirable cholesterol levels (LDL ≤3.4 mmol/L) and body mass index (BMI ≤27 which indicates that they are not obese) [52]. For miRNA studies, whole blood samples collected separately in tubes containing RNALater were used. miRNA signatures in Batch A samples were confirmed independently by quantitative real-time PCR with samples from Batch B. All controls were age-matched to the respective cohort (Table 2).

### Total RNA Isolation

Total RNA (+ miRNAs) was isolated using a modification of the RiboPure™-Blood kit from Ambion (Austin,TX) according to the manufacturer's protocol. The concentration of total RNA and integrity were determined by using Nano-Drop ND-1000 Spectrophotometry (NanoDrop Tech, Rockland, Del) and gel electrophoresis respectively.

### mRNA and microRNA microarray

The oligonucleotide (DNA) microarray was performed according to manufacturer's protocol (Illumina, SanDiego, USA) using 500 ng of total RNA. Biotin-labelled complementary RNA probes were synthesized with the Illumina TotalPrep RNA Amplification kit (Ambion). Gene profiling was performed with Sentrix BeadChip Array HumanRef-8 v2 (Illumina). Data were analysed with the BeadStudio software. Differentially expressed genes were selected based on the following parameters as suggested by the manufacturers were used: p value <0.05, Diff score >20, Average signal >100. LNA-modified oligonucleotide (Exiqon, USA) probes for human, mouse and rat miRNAs annotated in miRBase version 11.0 were used in the microarray. Total RNA (1 µg) was 3′-end –labeled with Hy3 dye using the miRCURY LNA ™ Power Labeling Kit (Exiqon, USA) and hybridized on miRCURY LNA™ Arrays, using MAUI® hybridization system. Background-subtracted mean intensity of 300 was selected as a threshold value before normalization against the U6 snRNA [65]. For comparisons of miRNA profiles, data were expressed as fold change of case versus healthy control. Hierarchical clustering plot (heatmap) and Principal Component Analysis (PCA) were generated as shown by Tan *et al* [18], using TIGR multiple experimental viewer software. Microarray data were deposited in Gene Expression Omnibus (GEO) with accession numbers stated accordingly under the ‘Results’ section.

### Stem-loop real-time RT-PCR and real-time PCR

The miRNA microarray results were validated with stem-loop real-time RT-PCR [66], [67]. Eight miRNAs were selected for this validation using specific stem-loop primers (Applied Biosystems, USA). Expression of corresponding predicted mRNA targets to these selected miRNAs were also validated by real-time PCR using gene specific primers. Both reverse transcription and PCRs were performed in triplicates in at least 3 independent experiments on an Applied Biosystems 7900 sequence detection system.

### SDS-PAGE and Western Blot Analysis

Serum samples (40 ug) depleted of albumin and IgG were resolved using 10% SDS-PAGE. Western blot was carried out as described in Jeyaseelan *et al* [66]. The primary rabbit polyclonal anti-human antibodies against IRS1, Tyr^612^-phospho-IRS1 and Ser^636+639^-phospho-IRS1 were added at a 1∶2000 dilution in PBST containing 2.5% non-fat dry milk for 60 min to identify specific proteins. The membranes were washed in PBST followed by incubation in secondary goat anti-rabbit antibody (1∶5000 dilution) in PBST containing 2.5% non-fat dry milk for 60 min. The membranes were washed again with PBST and visualized with Super-Signal West-Dura Extended Duration Substrate (Pierce, Biotechnology, USA) and developed in Kodak Biomax film. Films of Western blots were scanned (Acer SWZ3300U), and the labeling intensities of the bands were quantified using ImageJ software (National Institutes of Health). Relative expression of protein is the quantity of band intensity expressed as a proportion to that in control samples. All band images were representatives of at least three independent experiments.

### Dual Luciferase reporter assay

HeLa cells were used in our immunocytochemistry and dual luciferase reporter assays [55]–[57]. The 3′UTR of *IRS1* containing the putative target site for miR-144 was amplified by PCR using gene specific primers. PCR products were cloned into *Firefly*-luc-expressing vector pMIR-REPORT™, Ambion (Austin,TX)) at the Spe1/HindIII site. Plasmid transfection procedure was adapted from Cheng *et al* [55]. HeLa cells cultured in 24-well plates were transfected with 50 nM anti miR-144 or pre miR-144 for 3hrs followed by 200 ng/well pMIR-REPORT constructs for 3 hrs. The cells were left to recover for 48 hrs before being lysed for measurement of luciferase activity. Dual luciferase assay (Promega, USA) was used to quantitate the effects of anti or pre miR-144 interaction with the 3′ UTR of *IRS1*. The assay was performed according to manufacturer's protocol. In all experiments, transfection efficiencies were normalized to those of cells co-transfected with the *Renilla*-luc-expressing vector pRL-CMV (Promega, USA) at 10 ng/well.

### Immunocytochemistry

Immunocytochemistry was also performed on HeLa cells transfected with either pre miR-144 or anti miR-144 [66]. The cells were fixed with 4% paraformaldehyde in PBS and blocked with 5% FBS before incubation with rabbit anti-human antibody IRS1 for 1 h at room temperature. Goat anti-rabbit FITC labeled secondary antibody was used. Cells were mounted and nuclei were counterstained with Hoechst 33342 and viewed under a fluorescence microscope (Carl Zeiss LSM 510 META).

### Statistical analysis

Microarray Analysis was carried out according to our previously published report [18] which involved multiple sample analysis including background subtraction, *t*-Test/One-way ANOVA analysis, hierarchical clustering and principal component analysis. Normalization was performed against U6 snRNA [18]. *t*-Test was performed between “control” and “test” sample groups and t-values were calculated for each miRNA. *p*-values were computed from the theoretical t-distribution. The microarray data reported in this manuscript is described in accordance with MIAME guidelines. The clustering using hierarchical method was performed with average linkage and Euclidean distance metric. The clustering and principal component analysis (PCA) plot was generated using TIGR MeV (Multiple Experimental Viewer) software [18]. Other statistical data evaluation was performed using two-tailed t-tests or in case of multiple comparisons using One-way ANOVA along with Fisher's least significance difference test [65]. The significance level was *p*<0.05.

## Supporting Information

Table S1 **MicroRNA microarray results of T2D rat model (** **Fig. 2A** **).** Only miRNAs that are conserved in both human and rats, and with background subtracted mean signal intensities above 300 are included. Filtered signal intensities were normalized against U6snRNA. Values shown are fold changes calculated as a ratio of T2D versus control ± SEM. The grey boxes indicate negative expression values. Array data can be accessed from Gene Expression Omnibus (GEO) with accession no. GSE26167; SuperSeries GSE26168. T2D, type 2 diabetes.
(DOC)

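The table lists 683 ratios of 160 miRNAs, 117 for blood, 151 for adipose tissue, 135 for pancreas, 153 for skeletal muscle and 127 for liver, and 90 miRNAs have one in all 5 sources. A ratio above 1 means more signal on the T2D array than on the control array of a source. The same ratios computed from the deposited intensities are available for 617 of the entries. Scaled to 2 U6 snRNA probes, 17.2% of them lie within 10% of the table's value and 73.3% on the same side of 1. Without scaling, 45.4% lie within 10% and 84.4% on the same side.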

Table S2 **microRNAs expression in rat blood, liver, pancreas, skeletal muscle and adipose tissues.** miRNAs that were filtered using the statistical analysis as described in the “Methods section” were further subjected to fold change analysis. Statistically significant differences are tested using Student's t-test at p<0.05 significance Fold change values are calculated as a ratio of T2D versus respective control ± SEM. Fold change values below 1 are expressed in negative values. miRNAs that exhibited at least±1.5 fold change have been included. miRNAs that are highly up/down regulated in all sources are marked in bold. Only miRNAs conserved in both humans and rats are shown. T2D, type 2 diabetes.
(DOC)

Table S3 **MicroRNA microarray results of both individual and pooled samples (** **Fig. 4A** **).** miRNA that were filtered using the statistical analysis as described in the “Methods section” were further subjected to fold change analysis. Filtered signal intensities were normalized against U6snRNA. Values are fold changes calculated as a ratio of IFG or T2D versus control (CTL) ± SEM. Array have been deposited in the Gene Expression Omnibus (GEO) database and can be accessed with accession no. GSE21321; SuperSeries GSE26168. IFG, impaired fasting glucose; T2D, type 2 diabetes.
(XLS)

Table S4 **miRNAs expressed in IFG and T2D from batch A.** miRNAs whose significant changes replicated in at least 50% of the subjects in any of the two categories (IFG; n = 6, or T2D; n = 8) as compared to CTL; (n = 7) are shown. Values of miRNAs that were differentially expressed but showed no significant fold change (p>0.05) in at least 50% of the subjects in any of the two categories were not included. Values are fold changes calculated as a ratio of IFG or T2D versus control (CTL) with p-values in 2 decimal places. Fold change values below 1 are expressed as the negative values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. miRNAs that are significantly expressed in both IFG and T2D are shown in bold. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.
(DOC)

Table S5 **Pearson correlation scatter plot of miRNA expressions (BatchA).** (**A**). miRNA profiles of IFG patients do not correlate strongly to those of CTL at *R* = 0.78; in white circles while (**B**). the miRNA profiles of T2D patients showed a much weaker correlation to CTL at a further reduced *R* = 0.68; in white squares. The scatter plot of ∼100 detected miRNAs is drawn to provide a snap shot of the distribution and the correlation between the two variables. Points closely clustered to a straightline indicate a stronger correlation between the variables.The plot shows that IFG and CTL has stronger association than T2D and CTL. CTL,healthy controls; IFG,impaired fasting glucose; T2D,type 2 diabetes.
(PDF)

Table S6 **Table shows mRNA microarray fold change values of IFG or T2D vs healthy control.** The values were used to construct the Principal Component Analysis (PCA) plot as in Table S7. Biotin-labelled complementary RNA probes were synthesized with the Illumina TotalPrep RNA Amplification kit (Ambion). Gene profiling was performed with Sentrix BeadChip Array HumanRef-8 v2 (Illumina). Data were analysed with the BeadStudio software. Differentially expressed genes were selected based on the following parameters as suggested by the manufacturer: p value <0.05, Diff score >20, Average signal >100. All array data can be accessed from Gene Expression Omnibus (GEO) with accession no. GSE21321; SuperSeries GSE26168. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.
(XLS)

Table S7 **PCA plot of mRNA profiles of IFG and T2D patients (Batch A).** Principal component analysis (PCA) plot based on mRNA expression showed a less distinguished classification of IFG and T2D patients. Batch A patients consists of six IFG patients (labeled as 1IFG to 6IFG) and eight T2D patients (labeled as 1T2D to 8T2D). IFG,impaired fasting glucose; T2D,type 2 diabetes.
(PDF)

Table S8 **Validation of microRNAs and mRNAs microarray.** The microarray data for the expression of the 8 “signature” miRNAs and their respective target mRNAs were validated using quantitative real-time PCR. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2^−ΔΔCt^ values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.
(DOC)

Table S9 **Quantitative Real-time PCR results for Batch B individuals (** **Fig. 6A&B** **).** The 8 “signature” miRNAs (A) and their respective target mRNAs (B) were validated using quantitative real-time PCR in the Batch B blood samples. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2^−ΔΔCt^ values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.
(DOC)

Table S10 **Expression of miRNAs and mRNAs in rat models.** (A) Endogenous expression levels of (abundance) of miRNAs and mRNAs in control tissues (adipose, pancreas, skeletal muscle and liver), blood and exosomes of rat model were assayed using quantitative real-time PCR analysis and expressed as delta threshold cycle (ΔCt) value with respect to 18S rRNA. Lower ΔCt value indicates higher expression levels. (B) Stem-loop RT-PCR results for T2D rat model induced by a combination of low dose STZ (40 mg/kg) and high-fat diet (Fig. 7A) (C) Quantitative Real-time PCR results for the 8 “signature” miRNA (B) respective target mRNA in T2D rat model (Fig. 7B). Expression values (B & C) are tabulated as fold change calculated as a ratio of T2D versus control, 2^−ΔΔCt^ ± SEM. Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA were assayed in triplicates for 3 separate experiments. T2D, type 2 diabetes.
(DOC)

Table S11 **Quantitative Real-time PCR miRNA (A) and mRNA (B) analysis for islet primary culture (** **Fig. 8A&B** **).** Expression values are tabulated as fold change calculated as a ratio of high glucose (25 mM) versus basal glucose control (5 mM) ratio of T2D versus control, 2^−ΔΔCt^ ± SEM. Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA was assayed in triplicates for 3 separate experiments.
(DOC)

Table S12 **Binding sites of miR-144 at 3′UTR of** ***IRS1*** **and mutated constructs of the binding sites.** 3′UTR of IRS1 contains two miR-144 binding sites (highlighted). Fragment with 1^st^ binding site of miR-144 alone includes 3′UTR of IRS1 from 3781-4201bp, while fragment with 2^nd^ binding site of miR144 alone includes 3′UTR of IRS1 from 4501-4921bp. Fragment with both binding sites of miR-144 includes 3′UTR of IRS1 from 3781-4921bp. Seed region if miR-144 is shown in *bold italics*. Mutations are marked with asterisks.
(DOC)

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S1 — MicroRNA microarray results of T2D rat model ( Fig. 2A ). Only miRNAs that are conserved in both human and rats, and with background subtracted mean signal intensities above 300 are included. Filtered signal intensities were normalized against U6snRNA. Values shown are fold changes calculated as a ratio of T2D versus control ± SEM. The grey boxes indicate negative expression values. Array data can be accessed from Gene Expression Omnibus (GEO) with accession no. GSE26167; SuperSeries GSE26168. T2D, type 2 diabetes.

**S1: MicroRNA microarray results of T2D rat model (Fig. 2A).** Only miRNAs that are conserved in both human and rats, and with background subtracted mean signal intensities above 300 are included. Filtered signal intensities were normalized against U6snRNA. Values shown are fold changes calculated as a ratio of T2D versus control ± SEM. The grey boxes indicate negative expression values. Array data can be accessed from Gene Expression Omnibus (GEO) with accession no. GSE26167; SuperSeries GSE26168 . T2D, type 2 diabetes.

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S2 — microRNAs expression in rat blood, liver, pancreas, skeletal muscle and adipose tissues. miRNAs that were filtered using the statistical analysis as described in the “Methods section” were further subjected to fold change analysis. Statistically significant differences are tested using Student's t-test at p<0.05 significance Fold change values are calculated as a ratio of T2D versus respective control ± SEM. Fold change values below 1 are expressed in negative values. miRNAs that exhibited at least±1.5 fold change have been included. miRNAs that are highly up/down regulated in all sources are marked in bold. Only miRNAs conserved in both humans and rats are shown. T2D, type 2 diabetes.

**S2: microRNAs expression in rat blood, adipose tissues, pancreas, skeletal muscle and liver.** miRNAs that were filtered using the statistical analysis as described in the “Methods section” were further subjected to fold change analysis. Statistically significant differences are tested using Student’s t-test at p<0.05 significance Fold change values are calculated as a ratio of T2D versus respective control ± SEM. Fold change values below 1 are expressed in negative values. miRNAs that exhibited at least ± 1.5 fold change have been included. miRNAs that are highly up/down regulated in all sources are marked in bold. Only miRNAs conserved in both humans and rats are shown. T2D, type 2 diabetes.

| **Rat blood** | **fold change ± SEM** | | | **p-value** |
| --- | --- | --- | --- | --- |
| rno-miR-122 | -4.005 | ± | 0.010 | 0.022 |
| ***rno-miR-146a*** | -2.785 | ± | 0.085 | 0.013 |
| rno-miR-195 | -2.350 | ± | 0.063 | 0.004 |
| rno-miR-210 | -2.318 | ± | 0.069 | 0.007 |
| rno-let-7b* | -1.898 | ± | 0.057 | 0.020 |
| rno-miR-223 | -1.865 | ± | 0.043 | 0.001 |
| ***rno-miR-182*** | -1.856 | ± | 0.042 | 0.005 |
| rno-miR-487b | -1.799 | ± | 0.039 | 0.003 |
| rno-miR-92a | -1.797 | ± | 0.049 | 0.002 |
| rno-miR-25 | -1.791 | ± | 0.020 | 0.000 |
| rno-miR-505 | -1.729 | ± | 0.057 | 0.006 |
| rno-miR-23a | -1.671 | ± | 0.062 | 0.000 |
| ***rno-miR-30d*** | -1.648 | ± | 0.048 | 0.001 |
| rno-miR-129 | -1.641 | ± | 0.027 | 0.001 |
| rno-miR-425 | -1.638 | ± | 0.036 | 0.000 |
| rno-miR-301a | -1.605 | ± | 0.072 | 0.003 |
| rno-miR-381 | -1.601 | ± | 0.074 | 0.046 |
| rno-miR-101a | -1.599 | ± | 0.069 | 0.019 |
| rno-miR-342-3p | -1.531 | ± | 0.076 | 0.023 |
| ***rno-miR-29a*** | 1.577 | ± | 0.020 | 0.001 |
| rno-miR-146b | 1.594 | ± | 0.123 | 0.001 |
| rno-let-7d | 1.594 | ± | 0.106 | 0.004 |
| rno-miR-19a | 1.633 | ± | 0.042 | 0.001 |
| ***rno-miR-150*** | 1.641 | ± | 0.029 | 0.016 |
| rno-let-7e | 1.794 | ± | 0.047 | 0.001 |
| rno-miR-9 | 1.801 | ± | 0.564 | 0.032 |
| ***rno-miR-144*** | 1.826 | ± | 0.001 | 0.000 |
| ***rno-miR-192*** | 1.848 | ± | 0.126 | 0.014 |
| ***rno-miR-320*** | 1.855 | ± | 0.071 | 0.000 |
| rno-miR-21 | 1.869 | ± | 0.041 | 0.000 |
| rno-miR-19b | 1.949 | ± | 0.010 | 0.000 |
| rno-miR-143 | 2.087 | ± | 0.097 | 0.002 |
| rno-miR-34a | 2.109 | ± | 0.198 | 0.037 |

| **Rat adipose** | **fold change ± SEM** | | | | | **p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| ***rno-miR-146a*** | -4.619 | | ± | | 0.036 | 0.002 |
| ***rno-miR-182*** | -3.522 | | ± | | 0.009 | 0.001 |
| rno-miR-203 | -2.257 | | ± | | 0.017 | 0.001 |
| rno-miR-101a | -1.783 | | ± | | 0.020 | 0.001 |
| rno-miR-222 | -1.777 | | ± | | 0.064 | 0.007 |
| rno-miR-331 | -1.357 | | ± | | 0.028 | 0.018 |
| ***rno-miR-30d*** | -1.540 | | ± | | 0.011 | 0.000 |
| rno-miR-15b | 1.505 | | ± | | 0.031 | 0.001 |
| rno-miR-27b | 1.522 | | ± | | 0.139 | 0.003 |
| rno-miR-497 | 1.550 | | ± | | 0.062 | 0.001 |
| rno-miR-652 | 1.572 | | ± | | 0.074 | 0.003 |
| rno-miR-151 | 1.607 | | ± | | 0.060 | 0.012 |
| rno-miR-29b | 1.621 | | ± | | 0.068 | 0.001 |
| rno-miR-27a | 1.660 | | ± | | 0.029 | 0.015 |
| rno-miR-29c | 1.707 | | ± | | 0.053 | 0.001 |
| rno-miR-542-5p | 1.725 | | ± | | 0.090 | 0.004 |
| rno-miR-196a* | 1.731 | | ± | | 0.078 | 0.008 |
| rno-miR-10b | 1.754 | | ± | | 0.034 | 0.000 |
| rno-miR-335 | 1.766 | | ± | | 0.090 | 0.000 |
| rno-miR-133a | 1.785 | | ± | | 0.115 | 0.008 |
| rno-miR-17-3p | 1.803 | | ± | | 0.076 | 0.014 |
| rno-miR-25 | 1.818 | ± | | 0.176 | | 0.011 |
| rno-miR-145 | 1.821 | ± | | 0.047 | | 0.000 |
| rno-miR-21 | 1.824 | ± | | 0.004 | | 0.000 |
| rno-miR-106b | 1.828 | ± | | 0.070 | | 0.000 |
| rno-miR-374 | 1.837 | ± | | 0.075 | | 0.002 |
| rno-miR-499 | 1.905 | ± | | 0.077 | | 0.001 |
| ***rno-miR-192*** | 1.923 | ± | | 0.084 | | 0.001 |
| rno-miR-126* | 1.945 | ± | | 0.039 | | 0.000 |
| rno-miR-19b | 2.002 | ± | | 0.038 | | 0.000 |
| rno-miR-142-3p | 2.051 | ± | | 0.055 | | 0.000 |
| rno-miR-9 | 2.072 | ± | | 0.198 | | 0.049 |
| rno-miR-32 | 2.111 | ± | | 0.190 | | 0.009 |
| rno-miR-377 | 2.539 | ± | | 0.106 | | 0.004 |
| ***rno-miR-29a*** | 2.559 | ± | | 0.067 | | 0.000 |
| rno-miR-451 | 2.864 | ± | | 0.053 | | 0.000 |
| ***rno-miR-150*** | 3.213 | ± | | 0.197 | | 0.002 |
| rno-miR-205 | 3.921 | ± | | 0.025 | | 0.000 |
| ***rno-miR-144*** | 4.343 | ± | | 0.178 | | 0.000 |

| **Rat pancreas** | **fold change ± SEM** | | | **p-value** |
| --- | --- | --- | --- | --- |
| ***rno-miR-30d*** | ***-2.811*** | ± | 0.004 | 0.023 |
| rno-miR-542-5p | -2.147 | ± | 0.032 | 0.003 |
| rno-miR-381 | -1.788 | ± | 0.037 | 0.009 |
| rno-miR-877 | -1.755 | ± | 0.095 | 0.025 |
| rno-miR-30b-5p | -1.695 | ± | 0.044 | 0.002 |
| rno-miR-30a | -1.684 | ± | 0.073 | 0.047 |
| rno-miR-208 | -1.570 | ± | 0.048 | 0.006 |
| rno-miR-30c | -1.554 | ± | 0.031 | 0.002 |
| rno-miR-125a-3p | -1.554 | ± | 0.050 | 0.015 |
| rno-miR-125b-3p | -1.471 | ± | 0.028 | 0.001 |
| ***rno-miR-146a*** | ***-1.313*** | ± | 0.063 | 0.003 |
| ***rno-miR-182*** | ***-1.259*** | ± | 0.077 | 0.002 |
| rno-miR-19a | 2.082 | ± | 0.280 | 0.029 |
| rno-miR-375 | 2.104 | ± | 0.098 | 0.001 |
| rno-miR-216a | 2.198 | ± | 0.079 | 0.050 |
| rno-miR-26b | 2.414 | ± | 0.100 | 0.000 |
| rno-miR-125b-5p | 2.446 | ± | 0.254 | 0.330 |
| rno-miR-34a | 2.475 | ± | 0.360 | 0.013 |
| rno-miR-152 | 2.890 | ± | 0.417 | 0.010 |
| rno-let-7f | 3.061 | ± | 0.351 | 0.007 |
| rno-miR-16 | 3.082 | ± | 0.923 | 0.039 |
| rno-miR-29c | 3.237 | ± | 0.259 | 0.001 |
| rno-miR-19b | 3.543 | ± | 0.508 | 0.007 |
| rno-miR-200a | 3.603 | ± | 0.106 | 0.000 |
| rno-miR-106b | 4.882 | ± | 0.674 | 0.006 |
| ***rno-miR-192*** | ***5.360*** | ± | 0.089 | 0.016 |
| rno-let-7d | 5.459 | ± | 0.710 | 0.013 |
| rno-miR-101a | 6.964 | ± | 0.706 | 0.004 |
| rno-miR-126 | 7.835 | ± | 0.750 | 0.002 |
| ***rno-miR-144*** | ***7.942*** | ± | 0.171 | 0.046 |
| rno-miR-21 | 9.198 | ± | 0.777 | 0.144 |

| **Rat skeletal muscle** | **fold change ± SEM** | | | | **p-value** |
| --- | --- | --- | --- | --- | --- |
| ***rno-miR-182*** | -4.226 | ± | | 0.548 | 0.023 |
| rno-miR-338* | -2.282 | ± | | 0.017 | 0.000 |
| rno-miR-135b | -1.817 | ± | | 0.036 | 0.034 |
| ***rno-miR-146a*** | -1.654 | ± | | 0.030 | 0.034 |
| rno-miR-487b | -1.603 | ± | | 0.020 | 0.001 |
| rno-miR-181a | -1.543 | ± | | 0.051 | 0.037 |
| rno-miR-412 | -1.480 | ± | | 0.026 | 0.007 |
| rno-miR-199a-3p | -1.458 | ± | 0.005 | | 0.002 |
| rno-miR-375 | -1.447 | ± | 0.028 | | 0.000 |
| rno-miR-183 | -1.410 | ± | 0.029 | | 0.012 |
| rno-miR-208 | -1.251 | ± | 0.029 | | 0.005 |
| rno-miR-363* | -1.249 | ± | 0.038 | | 0.023 |
| rno-miR-100 | 1.493 | ± | 0.067 | | 0.001 |
| rno-miR-191 | 1.499 | ± | 0.028 | | 0.001 |
| rno-miR-34a | 1.542 | ± | 0.205 | | 0.050 |
| ***rno-miR-150*** | 1.567 | ± | 0.015 | | 0.005 |
| rno-miR-10b | 1.577 | ± | 0.065 | | 0.001 |
| rno-miR-146b | 1.581 | ± | 0.101 | | 0.011 |
| ***rno-miR-320*** | 1.604 | ± | 0.145 | | 0.038 |
| rno-miR-451 | 1.609 | ± | 0.001 | | 0.000 |
| rno-miR-24-2* | 1.685 | ± | 0.132 | | 0.020 |
| rno-miR-129 | 1.693 | ± | 0.047 | | 0.005 |
| ***rno-miR-144*** | 1.765 | ± | 0.067 | | 0.001 |
| rno-miR-140* | 1.786 | ± | 0.071 | | 0.003 |
| ***rno-miR-192*** | 1.844 | ± | 0.178 | | 0.043 |
| rno-miR-99a | 1.845 | ± | 0.132 | | 0.008 |
| rno-miR-7a | 1.879 | ± | 0.067 | | 0.003 |
| rno-miR-223 | 2.656 | ± | 0.145 | | 0.000 |
| rno-miR-29b | 2.890 | ± | 0.332 | | 0.008 |
| rno-miR-125b-3p | 2.932 | ± | 0.030 | | 0.000 |
| rno-miR-499 | 3.421 | ± | 0.102 | | 0.000 |
| ***rno-miR-29a*** | 4.959 | ± | 0.179 | | 0.000 |

| **Rat liver** | **fold change ± SEM** | | | | | **p-value** |
| --- | --- | --- | --- | --- | --- | --- |
| ***rno-miR-182*** | -2.613 | | ± | | 0.010 | 0.011 |
| ***rno-miR-146a*** | -2.102 | | ± | | 0.017 | 0.001 |
| ***rno-miR-30d*** | -2.073 | | ± | | 0.006 | 0.001 |
| rno-miR-30a | -1.962 | | ± | | 0.008 | 0.000 |
| rno-miR-30c | -1.825 | | ± | | 0.025 | 0.000 |
| rno-miR-361 | -1.686 | | ± | | 0.028 | 0.003 |
| rno-miR-487b | -1.461 | | ± | | 0.018 | 0.015 |
| rno-miR-30e | -1.408 | | ± | | 0.037 | 0.001 |
| rno-miR-203 | -1.383 | | ± | | 0.044 | 0.003 |
| rno-miR-130a | -1.364 | | ± | | 0.028 | 0.021 |
| rno-miR-30b-5p | -1.269 | | ± | | 0.008 | 0.000 |
| rno-miR-129 | 1.553 | | ± | | 0.044 | 0.005 |
| rno-miR-29b | 1.563 | | ± | | 0.015 | 0.000 |
| rno-miR-142-3p | 1.588 | | ± | | 0.066 | 0.002 |
| ***rno-miR-192*** | 1.591 | | ± | | 0.038 | 0.000 |
| rno-let-7c | 1.616 | | ± | | 0.083 | 0.000 |
| rno-miR-223 | 1.700 | | ± | | 0.110 | 0.011 |
| rno-miR-190 | 1.720 | | ± | | 0.095 | 0.007 |
| rno-let-7i | 1.726 | | ± | | 0.117 | 0.301 |
| rno-miR-125b-5p | 1.726 | | ± | | 0.117 | 0.001 |
| rno-miR-451 | 1.750 | | ± | | 0.084 | 0.001 |
| rno-miR-10a-5p | 1.758 | | ± | | 0.131 | 0.010 |
| rno-miR-423 | 1.759 | | ± | | 0.071 | 0.031 |
| rno-miR-146b | 1.776 | | ± | | 0.195 | 0.013 |
| rno-miR-26a | 1.872 | | ± | | 0.071 | 0.000 |
| rno-miR-191 | 1.889 | | ± | | 0.044 | 0.003 |
| rno-miR-125b* | 1.906 | | ± | | 0.077 | 0.002 |
| rno-miR-21 | 1.916 | | ± | | 0.003 | 0.000 |
| rno-miR-378 | 1.948 | | ± | | 0.076 | 0.001 |
| rno-miR-145 | 2.050 | | ± | | 0.098 | 0.002 |
| rno-miR-148b-3p | 2.053 | | ± | | 0.057 | 0.044 |
| ***rno-miR-150*** | 2.068 | | ± | | 0.388 | 0.028 |
| rno-let-7b | 2.126 | | ± | | 0.238 | 0.011 |
| rno-miR-375 | 2.184 | | ± | | 0.273 | 0.001 |
| rno-miR-100 | 2.221 | ± | | 0.203 | | 0.027 |
| rno-miR-29c | 2.285 | ± | | 0.051 | | 0.000 |
| ***rno-miR-29a*** | 2.359 | ± | | 0.044 | | 0.000 |
| rno-miR-23a | 2.433 | ± | | 0.056 | | 0.000 |
| rno-miR-103 | 2.449 | ± | | 0.280 | | 0.008 |
| rno-miR-125a-5p | 2.508 | ± | | 0.080 | | 0.000 |
| rno-miR-99b | 2.535 | ± | | 0.295 | | 0.012 |
| rno-miR-208 | 2.583 | ± | | 0.361 | | 0.022 |
| rno-miR-214 | 2.636 | ± | | 0.029 | | 0.014 |
| ***rno-miR-320*** | 2.677 | ± | | 0.143 | | 0.001 |
| ***rno-miR-144*** | 4.263 | ± | | 0.174 | | 0.000 |

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S4 — miRNAs expressed in IFG and T2D from batch A. miRNAs whose significant changes replicated in at least 50% of the subjects in any of the two categories (IFG; n = 6, or T2D; n = 8) as compared to CTL; (n = 7) are shown. Values of miRNAs that were differentially expressed but showed no significant fold change (p>0.05) in at least 50% of the subjects in any of the two categories were not included. Values are fold changes calculated as a ratio of IFG or T2D versus control (CTL) with p-values in 2 decimal places. Fold change values below 1 are expressed as the negative values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. miRNAs that are significantly expressed in both IFG and T2D are shown in bold. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

**S4: miRNAs expressed in IFG and T2D from batch A.** miRNAs whose significant changes replicated in at least 50% of the subjects in any of the two categories (IFG; n=6, or T2D; n=8) as compared to CTL; (n=7) are shown. Values of miRNAs that were differentially expressed but showed no significant fold change (p>0.05) in at least 50% of the subjects in any of the two categories were not included. Values are fold changes calculated as a ratio of IFG or T2D versus control (CTL) with p-values in 2 decimal places. Fold change values below 1 are expressed as the negative values. Statistically significant differences are tested using Student’s t-test at p<0.05 significance. miRNAs that are significantly expressed in both IFG and T2D are shown in **bold**. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

| **hsa-miRNA** | **IFG** | **T2D** | **hsa-miRNA** | **IFG** | **T2D** | **hsa-miRNA** | **IFG** | **T2D** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** |
| hsa-let-7a | -1.56 (0.00) |  | **miR-1297** | -1.73 (0.00) | -2.25 (0.00) | **miR-190** | -1.72 (0.03) | +2.37 (0.02) |
| hsa-let-7b | -1.99 (0.00) |  | miR-1299 | -1.83 (0.00) |  | **miR-192** | +1.27 (0.05) | +2.48 (0.00) |
| hsa-let-7b* |  | -1.40 (0.03) | miR-1301 |  | +1.87 (0.02) | miR-193a-3p |  | +1.82 (0.00) |
| hsa-let-7d | -2.85 (0.00) | -1.59 (0.01) | **miR-130a** | -2.17 (0.03) | +1.94 (0.01) | miR-194 |  | +2.10 (0.00) |
| hsa-let-7d* | -1.65 (0.00) |  | miR-130b |  | +2.00 (0.00) | miR-195 | -1.97 (0.01) |  |
| hsa-let-7e |  | -1.56 (0.04) | miR-142-3p |  | +1.69 (0.00) | **miR-19a** | +1.51 (0.00) | -1.91 (0.03) |
| hsa-let-7g |  | -2.08 (0.00) | miR-142-5p | +1.87 (0.00) |  | miR-20a |  | -1.67 (0.00) |
| hsa-let-7i |  | -1.57 (0.00) | **miR-144** | +1.95 (0.03) | +2.67 (0.02) | miR-20b |  | -2.33 (0.00) |
| hsa-miR-103 | -1.91 (0.00) |  | **miR-146a** | -1.58 (0.00) | -2.54 (0.01) | miR-221 |  | +2.05 (0.03) |
| **miR-106a** | -1.78 (0.00) | -2.54 (0.00) | miR-146b-5p |  | -2.48 (0.00) | miR-222 |  | +1.86 (0.03) |
| **miR-106b** | +1.84 (0.03) | +1.68 (0.03) | miR-148b | +2.11 (0.04) |  | **miR-23a** | +2.18 (0.00) | +1.86 (0.00) |
| **miR-1184** | -3.19 (0.00) | -2.42 (0.01) | **miR-150** | -2.92 (0.02) | +2.17 (0.01) | miR-23b |  | +1.79 (0.00) |
| miR-125a-5p |  | +2.11 (0.00) | miR-151-3p |  | +2.00 (0.03) | **miR-26a** | -1.65 (0.04) | +2.22 (0.03) |
| miR-125b |  | +1.85 (0.01) | miR-151-5p |  | +1.99 (0.00) | miR-26b |  | +1.60 (0.01) |
| miR-125b-1* | -3.19 (0.00) |  | miR-15a |  | +2.15 (0.02) | **miR-27a** | +2.00 (0.00) | +2.28 (0.02) |
| **miR-126** | +2.29 (0.04) | +1.51 (0.02) | **miR-16-2*** | +2.29 (0.00) |  | miR-299-3p |  | +1.54 (0.03) |
| miR-1261 | -3.76 (0.00) |  | miR-17 |  | -1.59 (0.00) | **miR-29a** | +1.88 (0.04) | +2.46 (0.01) |
| miR-1264 | -2.25 (0.01) |  | **miR-17*** | +1.77 (0.00) | +1.95 (0.01) | miR-29b |  | +2.38 (0.00) |
| miR-1265 | -3.56 (0.00) |  | **miR-182** | +1.34 (0.01) | -2.58 (0.04) | miR-29c |  | +1.71 (0.02) |
| miR-1275 | -1.62 (0.02) |  | **miR-183** | +1.79 (0.01) | +1.74 (0.01) | miR-30b | +2.10 (0.04) |  |
| miR-1280 | -2.88 (0.01) |  | **miR-185** | -1.62 (0.02) | +1.82 (0.00) | **miR-30c** | +2.04 (0.03) | -1.73 (0.01) |
| miR-1285 |  | +1.67 (0.01) | miR-185* |  | -1.65 (0.01) | **miR-30d** | +1.61 (0.00) | -2.89 (0.00) |
| **miR-129-5p** | -2.65 (0.00) | -1.81 (0.01) | **miR-186** | -1.77 (0.00) | -2.33 (0.01) | **miR-30e** | +1.90 (0.01) | -2.91 (0.02) |

| **hsa-miRNA** | **IFG** | **T2D** | **hsa-miRNA** | **IFG** | **T2D** | **hsa-miRNA** | **IFG** | **T2D** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** | **(p-value)** |
| miR-30e* | +1.98 (0.00) |  | miR-527 | -1.63 (0.00) |  | **miR-7** | +1.89 (0.00) | -1.85 (0.04) |
| miR-32* | -2.72 (0.01) |  | miR-519d | -1.57 (0.00) |  | miR-765 | -1.81 (0.01) |  |
| **miR-320a** | -1.47 (0.01) | +1.93 (0.04) | miR-519e |  | -2.10 (0.00) | miR-766 | -1.58 (0.00) |  |
| **miR-320b** | -1.71 (0.01) | +1.98 (0.02) | miR-532-3p |  | -1.54 (0.04) | miR-877 | -2.29 (0.00) |  |
| **miR-320c** | -1.82 (0.00) | +2.05 (0.03) | miR-549 | -1.54 (0.02) |  | miR-886-5p |  | +2.33 (0.01) |
| **miR-320d** | -1.92 (0.02) | +2.23 (0.01) | **miR-550** | -1.91 (0.00) | +1.85 (0.04) | miR-887 | +1.66 (0.00) |  |
| miR-335 |  | +2.29 (0.00) | **miR-550*** | -1.61 (0.00) | +2.06 (0.00) | miR-923 |  | -2.64 (0.03) |
| miR-340 |  | -1.59 (0.01) | miR-551b | -1.53 (0.00) |  | miR-939 | -1.93 (0.00) |  |
| miR-342-3p |  | -1.76 (0.00) | miR-576-5p | -1.89 (0.00) |  | **miR-99b*** | -3.15 (0.00) | +1.61 (0.00) |
| miR-34b |  | -1.71 (0.01) | miR-583 | -2.27 (0.00) |  |  |  |  |
| miR-345 | -2.14 (0.00) |  | miR-589 |  | +1.68 (0.04) |  |  |  |
| **miR-361-3p** | -1.81 (0.00) | +1.57 (0.01) | miR-602 | -1.73 (0.00) |  |  |  |  |
| miR-362-5p |  | -2.14 (0.01) | **miR-620** | -2.66 (0.00) | +2.07 (0.01) |  |  |  |
| miR-363 | -1.80 (0.01) |  | miR-628-3p | -2.32 (0.00) |  |  |  |  |
| miR-374b |  | -1.63 (0.03) | miR-629 |  | +1.94 (0.01) |  |  |  |
| miR-375 |  | +2.00 (0.00) | miR-634 | -2.83 (0.00) |  |  |  |  |
| miR-484 | +1.90 (0.02) |  | **miR-636** | -2.45 (0.00) | -2.37 (0.02) |  |  |  |
| miR-491-3p | -1.99 (0.00) |  | **miR-637** | -1.93 (0.00) | -2.44 (0.00) |  |  |  |
| miR-494 | -2.61 (0.03) |  | miR-642 | -1.74 (0.01) |  |  |  |  |
| miR-500 | +1.59 (0.04) |  | miR-647 | -2.04 (0.04) |  |  |  |  |
| miR-500* | -1.52 (0.00) |  | miR-652 |  | -2.06 (0.04) |  |  |  |
| miR-502-3p |  | +2.30 (0.02) | miR-660 |  | -2.00 (0.03) |  |  |  |
| miR-518a-5p | -1.63 (0.01) |  | miR-665 |  | +1.65 (0.04) |  |  |  |

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839

S5: Pearson correlation scatter plot of miRNA expressions (BatchA). (A). miRNA profiles of IFG patients do not correlate strongly to those of CTL at $R=0.78$; in white circles while (B). the miRNA profiles of T2D patients showed a much weaker correlation to CTL at a further reduced $R=0.68$; in white squares. The scatter plot of ~100 detected miRNAs is drawn to provide a snap shot of the distribution and the correlation between the two variables. Points closely clustered to a straightline indicate a stronger correlation between the variables. The plot shows that IFG and CTL has stronger association than T2D and CTL. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

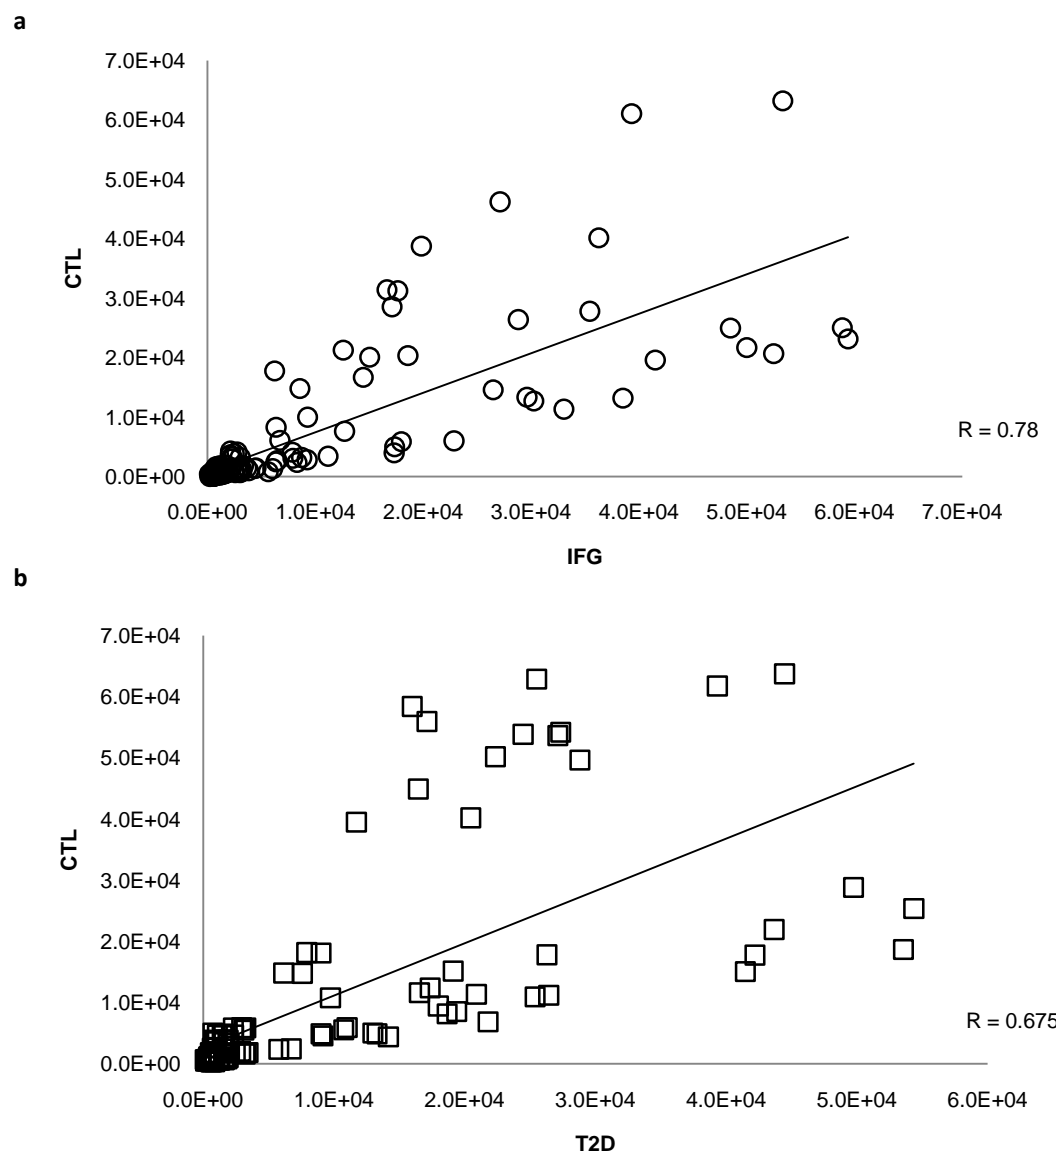

**Supplement:** Table S5 — Pearson correlation scatter plot of miRNA expressions (BatchA). (A). miRNA profiles of IFG patients do not correlate strongly to those of CTL at R = 0.78; in white circles while (B). the miRNA profiles of T2D patients showed a much weaker correlation to CTL at a further reduced R = 0.68; in white squares. The scatter plot of ∼100 detected miRNAs is drawn to provide a snap shot of the distribution and the correlation between the two variables. Points closely clustered to a straightline indicate a stronger correlation between the variables.The plot shows that IFG and CTL has stronger association than T2D and CTL. CTL,healthy controls; IFG,impaired fasting glucose; T2D,type 2 diabetes.

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839

S7: PCA plot of mRNA profiles of IFG and T2D patients (Batch A). Principal component analysis (PCA) plot based on mRNA expression showed a less distinguished classification of IFG and T2D patients. Batch A patients consists of six IFG patients (labeled as 1IFG to 6IFG) and eight T2D patients (labeled as 1T2D to 8T2D). IFG,impaired fasting glucose; T2D,type 2 diabetes.

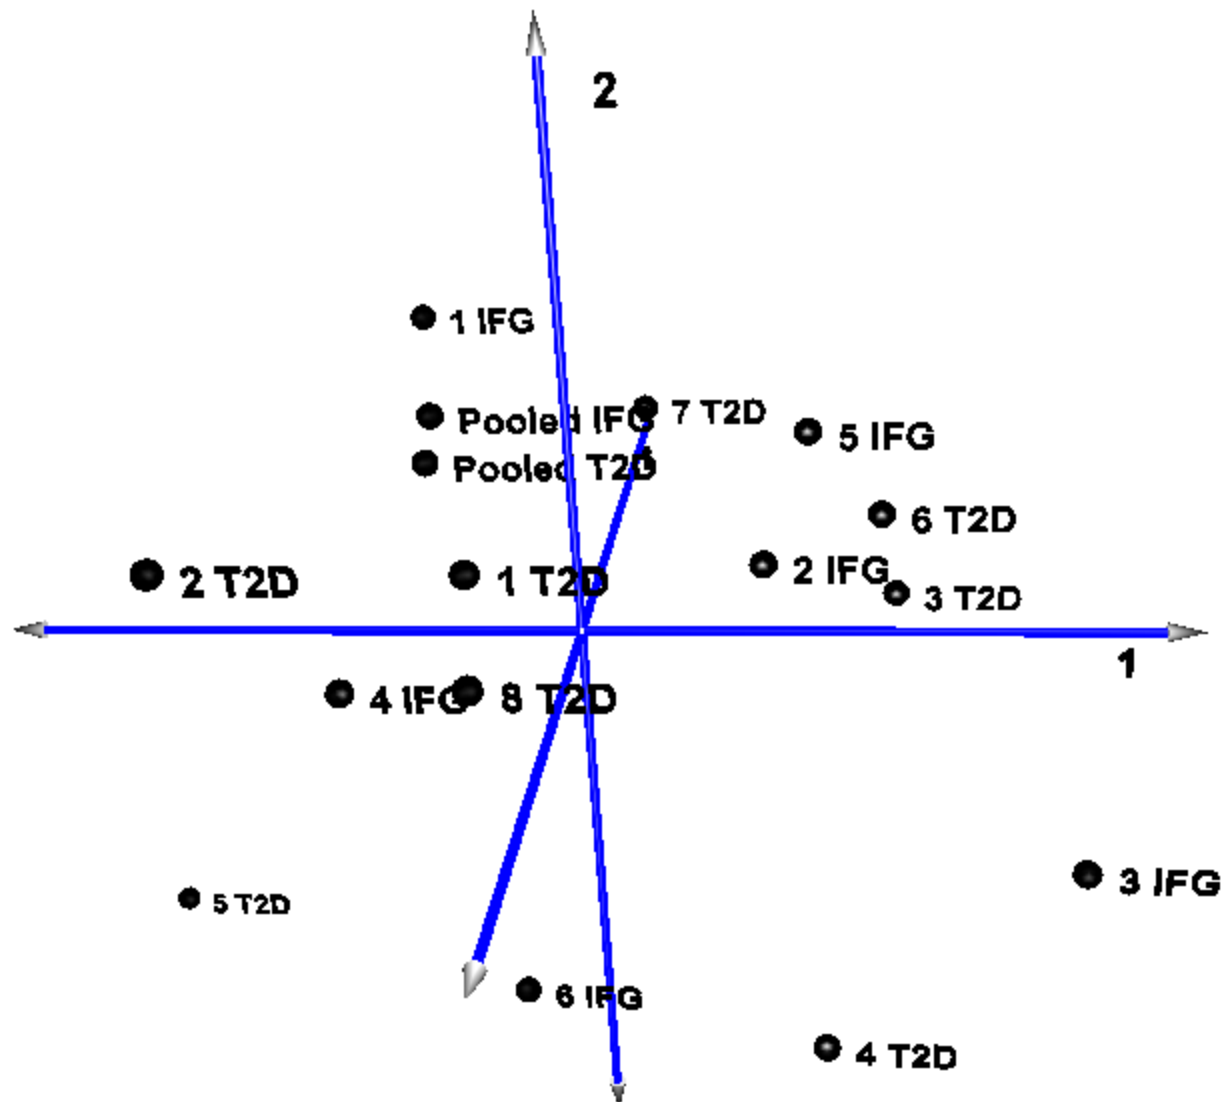

**Supplement:** Table S7 — PCA plot of mRNA profiles of IFG and T2D patients (Batch A). Principal component analysis (PCA) plot based on mRNA expression showed a less distinguished classification of IFG and T2D patients. Batch A patients consists of six IFG patients (labeled as 1IFG to 6IFG) and eight T2D patients (labeled as 1T2D to 8T2D). IFG,impaired fasting glucose; T2D,type 2 diabetes.

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S8 — Validation of microRNAs and mRNAs microarray. The microarray data for the expression of the 8 “signature” miRNAs and their respective target mRNAs were validated using quantitative real-time PCR. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2−ΔΔCt values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

| **microRNA expression** | | | | | **mRNA expression** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **miRNA** | **IFG** | | **T2D** | | **mRNA** | **IFG** | | **T2D** | |
| Microarray [p-value] | Quantitative stem-loop RT-PCR [p-value] | Microarray [p-value] | Quantitative stem-loop RT-PCR [p-value] | Microarray [p-value] | Quantitative real-time PCR [p-value] | Microarray [p-value] | Quantitative real-time PCR [p-value] |
|
|
|
| miR-144 | +1.945±0.16 | +1.385±0.14 | +2.565±0.10 | +3.070±0.13 | *IRS1* | -1.296±0.01 | -1.577±0.06 | -1.305±0.04 | -2.568±0.03 |
| [0.03] | [0.03] | [0.02] | [0.00] | [0.04] | [0.00] | [0.01] | [0.00] |
| miR-146a | -1.584±0.09 | -1.399±0.16 | -2.544±0.06 | -3.375±0.13 | *PTPN1* | +1.188±0.12 | -1.055±0.09 | +1.920±0.10 | +1.781±0.10 |
| [0.00] | [0.02] | [0.01] | [0.00] | [0.11] | [0.01] | [0.00] | [0.00] |
| miR-150 |  |  |  |  | *GLUT4* | +1.633±0.15 | +1.787±0.17 | -1.748±0.08 | -2.157±0.06 |
| -2.919±0.05 | -1.862±0.09 | +2.169±0.06 | +2.845±0.09 | [0.00] | [0.01] | [0.04] | [0.00] |
| [0.02] | [0.00] | [0.01] | [0.00] | *CBL* | +1.428±0.05 | +1.592±0.06 | -1.575±0.05 | -1.367±0.15 |
|  |  |  |  | [0.01] | [0.04] | [0.01] | [0.00] |
| miR-182 | +1.342±0.05 | +1.355±0.09 | -2.577±0.05 | -3.535±0.05 | *FOXO1* | -1.614±0.11 | -1.327±0.13 | +1.723±0.10 | +2.188±0.07 |
| [0.01] | [0.02] | [0.04] | [0.00] | [0.03] | [0.07] | [0.00] | [0.00] |
| miR-192 | +1.271±0.18 | +1.139±0.14 | +2.481±0.10 | +2.338±0.08 | *INSR* | +1.042±0.13 | +1.025±0.11 | -2.517±0.06 | -2.568±0.07 |
| [0.05] | [0.21] | [0.00] | [0.00] | [0.09] | [0.18] | [0.00] | [0.00] |
| miR-30d | +1.610±0.14 | +2.672±0.15 | -2.894±0.04 | -1.377±0.10 | *INS* | +1.385±0.06 | +1.722±0.13 | -1.678±0.04 | -1.555±0.09 |
| [0.00] | [0.00] | [0.00] | [0.04] | [0.01] | [0.04] | [0.02] | [0.01] |
| miR-29a | +1.878±0.09 | +1.323±0.15 | +2.464±0.15 | +2.087±0.14 | *AKT2* |  |  |  |  |
| [0.04] | [0.03] | [0.01] | [0.01] | +1.038±0.12 | +1.071±0.08 | -1.286±0.10 | -1.692±0.12 |
| miR-320a | -1.470±0.05 | -1.484±0.09 | +1.926±0.11 | +3.607±0.16 | [0.15] | [0.24] | [0.01] | [0.01] |
| [0.01] | [0.00] | [0.04] | [0.00] |  |  |  |  |

**S8: Validation of microRNAs and mRNAs microarray.** The microarray data for the expression of the 8 “signature” miRNAs and their respective target mRNAs were validated using quantitative real-time PCR. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2-Ct values. Statistically significant differences are tested using Student’s t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S9 — Quantitative Real-time PCR results for Batch B individuals ( Fig. 6A&B ). The 8 “signature” miRNAs (A) and their respective target mRNAs (B) were validated using quantitative real-time PCR in the Batch B blood samples. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2−ΔΔCt values. Statistically significant differences are tested using Student's t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

**S9: Quantitative Real-time PCR results for Batch B individuals (Fig. 6A&B).** The 8 “signature” miRNAs **(A)** and their respective target mRNAs **(B)** were validated using quantitative real-time PCR in the Batch B blood samples. Each miRNA/mRNA were assayed in triplicates for 3 separate experiments and the relative expression values are stated ± SEM. Fold change for the real-time PCR data was computed from the 2-Ct values. Statistically significant differences are tested using Student’s t-test at p<0.05 significance. CTL, healthy controls; IFG, impaired fasting glucose; T2D, type 2 diabetes.

**S9**A

|  | **Type 2 Diabetes (T2D)-miRNA Fold change (T2D vs Control)±SEM** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Patient**  **/miRNA** | **T2D 9** | **p-value** | **T2D 10** | **p-value** | **T2D 11** | **p-value** | **T2D 12** | **p-value** | **T2D 13** | **p-value** |
| miR-144 | 1.381±0.102 | 0.025 | 1.252±0.034 | 0.001 | 2.000±0.059 | 0.012 | 3.131±0.014 | 0.000 | 1.386±0.019 | 0.000 |
| miR-146a | 0.650±0.110 | 0.004 | 0.218±0.072 | 0.000 | 0.945±0.022 | 0.006 | 0.649±0.139 | 0.004 | 0.532±0.012 | 0.008 |
| miR-150 | 2.433±0.046 | 0.000 | 1.134±0.293 | 0.014 | 1.783±0.012 | 0.122 | 1.516±0.037 | 0.009 | 1.405±0.089 | 0.000 |
| miR-182 | 0.300±0.036 | 0.000 | 0.044±0.035 | 0.000 | 0.434±0.010 | 0.000 | 0.307±0.023 | 0.000 | 0.064±0.050 | 0.000 |
| miR-192 | 3.046±0.042 | 0.000 | 1.768±0.043 | 0.000 | 4.724±0.028 | 0.000 | 3.069±0.010 | 0.000 | 2.362±0.237 | 0.000 |
| miR-29a | 1.419±0.176 | 0.036 | 1.074±0.028 | 0.028 | 2.082±0.205 | 0.019 | 1.265±0.038 | 0.154 | 1.022±0.067 | 0.077 |
| miR-30d | 0.889±0.028 | 0.028 | 0.120±0.026 | 0.000 | 0.769±0.028 | 0.009 | 0.450±0.010 | 0.000 | 0.171±0.111 | 0.000 |
| miR-320 | 3.487±0.033 | 0.000 | 1.490±0.009 | 0.000 | 2.478±0.024 | 0.000 | 1.196±0.016 | 0.034 | 1.064±0.024 | 0.121 |
| **Patient**  **/miRNA** | **T2D 14** | **p-value** | **T2D 15** | **p-value** | **T2D 16** | **p-value** | **T2D 17** | **p-value** | **T2D 18** | **p-value** |
| miR-144 | 1.668±0.022 | 0.000 | 2.800±0.030 | 0.000 | 1.880±0.010 | 0.010 | 1.499±0.009 | 0.028 | 2.383±0.036 | 0.000 |
| miR-146a | 0.386±0.078 | 0.000 | 0.714±0.039 | 0.016 | 0.604±0.345 | 0.000 | 0.464±0.080 | 0.000 | 0.250±0.120 | 0.000 |
| miR-150 | 1.092±0.017 | 0.137 | 1.751±0.023 | 0.001 | 1.648±0.180 | 0.035 | 1.708±0.017 | 0.005 | 1.228±0.158 | 0.015 |
| miR-182 | 0.275±0.019 | 0.000 | 0.579±0.025 | 0.027 | 0.409±0.021 | 0.000 | 0.262±0.032 | 0.000 | 0.051±0.046 | 0.000 |
| miR-192 | 2.713±0.016 | 0.000 | 3.130±0.020 | 0.000 | 3.567±0.089 | 0.000 | 3.515±0.045 | 0.000 | 1.599±0.036 | 0.000 |
| miR-29a | 1.299±0.004 | 0.011 | 1.919±0.045 | 0.000 | 1.165±0.166 | 0.091 | 1.479±0.242 | 0.019 | 1.143±0.027 | 0.205 |
| miR-30d | 0.224±0.027 | 0.000 | 0.651±0.019 | 0.006 | 0.649±0.006 | 0.000 | 1.141±0.011 | 0.096 | 0.157±0.017 | 0.000 |
| miR-320 | 1.652±0.023 | 0.000 | 3.377±0.006 | 0.000 | 2.372±0.018 | 0.028 | 2.520±0.030 | 0.000 | 0.975±0.017 | 0.103 |
| **Patient**  **/miRNA** | **T2D 19** | **p-value** | **T2D 20** | **p-value** | **T2D 21** | **p-value** |  |  |  |  |
| miR-144 | 2.355±0.044 | 0.000 | 1.713±0.034 | 0.000 | 2.279±0.021 | 0.000 |  |  |  |  |
| miR-146a | 0.571±0.168 | 0.001 | 0.993±0.137 | 0.588 | 0.902±0.048 | 0.172 |  |  |  |  |
| miR-150 | 1.035±0.020 | 0.079 | 1.111±0.054 | 0.141 | 1.258±0.101 | 0.001 |  |  |  |  |
| miR-182 | 0.113±0.057 | 0.000 | 0.180±0.038 | 0.000 | 0.242±0.036 | 0.000 |  |  |  |  |
| miR-192 | 1.470±0.032 | 0.016 | 1.631±0.090 | 0.001 | 1.979±0.011 | 0.000 |  |  |  |  |
| miR-29a | 1.126±0.044 | 0.054 | 1.666±0.127 | 0.000 | 1.595±0.121 | 0.000 |  |  |  |  |
| miR-30d | 0.164±0.014 | 0.000 | 0.503±0.023 | 0.001 | 0.748±0.031 | 0.042 |  |  |  |  |
| miR-320 | 0.961±0.006 | 0.168 | 2.293±0.004 | 0.000 | 1.309±0.009 | 0.000 |  |  |  |  |
|  | **Impaired fasting glucose (IFG) – miRNA Fold change (IFG vs Control)±SEM** | | | | | | | | | |
|  |
| **Patient**  **/miRNA** | **IFG 7** | **p-value** | **IFG 8** | **p-value** | **IFG 9** | **p-value** | **IFG 10** | **p-value** | **IFG 11** | **p-value** |
| miR-144 | 1.383±0.033 | 0.151 | 1.148±0.004 | 0.000 | 1.352±0.012 | 0.009 | 0.755±0.075 | 0.098 | 0.996±0.081 | 0.137 |
| miR-146a | 1.326±0.108 | 0.051 | 0.944±0.038 | 0.053 | 0.857±0.022 | 0.005 | 0.587±0.036 | 0.009 | 0.820±0.057 | 0.006 |
| miR-150 | 0.596±0.029 | 0.000 | 0.598±0.023 | 0.020 | 0.711±0.023 | 0.000 | 0.883±0.063 | 0.021 | 1.452±0.053 | 0.031 |
| miR-182 | 1.197±0.027 | 0.183 | 0.726±0.030 | 0.009 | 1.584±0.004 | 0.053 | 1.135±0.043 | 0.106 | 0.948±0.036 | 0.235 |
| miR-192 | 0.886±0.030 | 0.046 | 1.019±0.029 | 0.120 | 1.987±0.011 | 0.016 | 1.270±0.028 | 0.002 | 1.029±0.028 | 0.150 |
| miR-29a | 1.488±0.176 | 0.013 | 1.249±0.038 | 0.000 | 1.804±0.027 | 0.034 | 1.881±0.055 | 0.000 | 1.422±0.057 | 0.040 |
| miR-30d | 1.536±0.025 | 0.012 | 0.964±0.007 | 0.061 | 1.301±0.007 | 0.008 | 1.466±0.024 | 0.011 | 1.006±0.028 | 0.125 |
| miR-320 | 0.753±0.008 | 0.000 | 0.464±0.029 | 0.001 | 0.896±0.017 | 0.042 | 0.983±0.039 | 0.151 | 0.755±0.420 | 0.003 |
| **Patient**  **/miRNA** | **IFG 12** | **p-value** | **IFG 13** | **p-value** | **IFG 14** | **p-value** |  |  |  |  |
| miR-144 | 1.141±0.016 | 0.176 | 0.929±0.110 | 0.170 | 1.340±0.023 | 0.000 |  |  |  |  |
| miR-146a | 0.870±0.148 | 0.001 | 0.547±0.020 | 0.012 | 0.627±0.068 | 0.047 |  |  |  |  |
| miR-150 | 1.093±0.038 | 0.172 | 0.851±0.012 | 0.103 | 0.839±0.026 | 0.015 |  |  |  |  |
| miR-182 | 1.482±0.045 | 0.002 | 1.068±0.006 | 0.091 | 1.496±0.039 | 0.006 |  |  |  |  |
| miR-192 | 1.319±0.025 | 0.051 | 1.319±0.058 | 0.000 | 1.644±0.009 | 0.000 |  |  |  |  |
| miR-29a | 1.310±0.146 | 0.038 | 0.740±0.251 | 0.061 | 0.886±0.220 | 0.096 |  |  |  |  |
| miR-30d | 1.217±0.012 | 0.153 | 2.467±0.009 | 0.000 | 1.533±0.022 | 0.000 |  |  |  |  |
| miR-320 | 0.793±0.018 | 0.050 | 0.854±0.033 | 0.044 | 1.163±0.018 | 0.000 |  |  |  |  |

**S9B**

|  | **Type 2 Diabetes (T2D)-mRNA Fold change (T2D vs Control)±SEM** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Patient**  **/mRNA** | **T2D 9** | **p-value** | **T2D 10** | **p-value** | **T2D 11** | **p-value** | **T2D 12** | **p-value** | **T2D 13** | **p-value** |
| *IRS1* | 0.359±0.020 | 0.000 | 0.126±0.026 | 0.000 | 0.520±0.013 | 0.048 | 0.370±0.017 | 0.001 | 0.480±0.033 | 0.039 |
| *PTPN1* | 1.684±0.067 | 0.000 | 1.424±0.026 | 0.000 | 2.728±0.040 | 0.000 | 1.107±0.050 | 0.000 | 2.702±0.031 | 0.000 |
| *GLUT4* | 0.733±0.043 | 0.041 | 0.278±0.057 | 0.033 | 0.876±0.038 | 0.028 | 0.487±0.035 | 0.047 | 0.800±0.019 | 0.011 |
| *CBL* | 0.397±0.021 | 0.072 | 0.404±0.029 | 0.037 | 0.747±0.017 | 0.110 | 0.362±0.027 | 0.071 | 0.654±0.013 | 0.048 |
| *FOXO* | 1.123±0.123 | 0.069 | 2.15±0.129 | 0.000 | 1.893±0.057 | 0.015 | 1.024±0.102 | 0.083 | 1.624±0.083 | 0.011 |
| *INSR* | 0.300±0.004 | 0.001 | 0.104±0.026 | 0.000 | 0.425±0.013 | 0.194 | 0.262±0.106 | 0.001 | 0.400±0.024 | 0.052 |
| *INS* | 0.647±0.065 | 0.605 | 0.445±0.016 | 0.048 | 0.507±0.033 | 0.038 | 0.229±0.031 | 0.000 | 0.582±0.047 | 0.019 |
| *AKT2* | 0.562±0.081 | 0.702 | 0.279±0.051 | 0.000 | 0.796±0.020 | 0.001 | 0.308±0.076 | 0.000 | 0.992±0.006 | 0.000 |
| **Patient**  **/mRNA** | **T2D 14** | **p-value** | **T2D 15** | **p-value** | **T2D 16** | **p-value** | **T2D 17** | **p-value** | **T2D 18** | **p-value** |
| *IRS1* | 0.696±0.034 | 0.042 | 0.684±0.022 | 0.066 | 0.577±0.033 | 0.000 | 0.375±0.028 | 0.005 | 0.525±0.010 | 0.000 |
| *PTPN1* | 2.191±0.054 | 0.000 | 1.398±0.018 | 0.000 | 1.667±0.021 | 0.000 | 1.954±0.008 | 0.000 | 2.069±0.012 | 0.000 |
| *GLUT4* | 0.860±0.011 | 0.019 | 0.555±0.022 | 0.048 | 0.359±0.041 | 0.000 | 0.645±0.057 | 0.026 | 0.526±0.007 | 0.008 |
| *CBL* | 1.291±0.012 | 0.053 | 0.442±0.009 | 0.007 | 0.477±0.023 | 0.005 | 0.499±0.006 | 0.009 | 0.524±0.016 | 0.006 |
| *FOXO* | 1.534±0.085 | 0.006 | 2.106±0.022 | 0.003 | 1.646±0.138 | 0.026 | 2.745±0.063 | 0.000 | 2.015±0.029 | 0.009 |
| *INSR* | 0.443±0.018 | 0.001 | 0.304±0.056 | 0.000 | 0.373±0.023 | 0.000 | 0.349±0.039 | 0.039 | 0.399±0.039 | 0.000 |
| *INS* | 0.823±0.027 | 0.000 | 0.279±0.021 | 0.000 | 0.356±0.002 | 0.001 | 1.039±0.005 | 0.080 | 0.708±0.013 | 0.010 |
| *AKT2* | 0.846±0.015 | 0.049 | 0.368±0.123 | 0.000 | 0.398±0.031 | 0.000 | 0.583±0.040 | 0.018 | 0.978±0.009 | 0.094 |
| **Patient /mRNA** | **T2D 19** | **p-value** | **T2D 20** | **p-value** | **T2D 21** | **p-value** |  |  |  |  |
| *IRS1* | 0.577±0.032 | 0.061 | 0.469±0.020 | 0.000 | 0.163±0.021 | 0.000 |  |  |  |  |
| *PTPN1* | 2.357±0.046 | 0.000 | 1.776±0.126 | 0.000 | 1.582±0.040 | 0.000 |  |  |  |  |
| *GLUT4* | 0.980±0.079 | 0.012 | 0.630±0.053 | 0.061 | 0.346±0.013 | 0.002 |  |  |  |  |
| *CBL* | 1.096±0.009 | 0.004 | 0.943±0.030 | 0.166 | 0.277±0.015 | 0.000 |  |  |  |  |
| *FOXO* | 1.900±0.035 | 0.022 | 2.952±0.112 | 0.003 | 0.943±0.029 | 0.038 |  |  |  |  |
| *INSR* | 0.483±0.010 | 0.039 | 0.568±0.007 | 0.021 | 0.134±0.005 | 0.000 |  |  |  |  |
| *INS* | 0.554±0.001 | 0.013 | 0.526±0.098 | 0.059 | 0.846±0.145 | 0.125 |  |  |  |  |
| *AKT2* | 0.998±0.002 | 0.000 | 0.875±0.405 | 0.156 | 0.269±0.048 | 0.000 |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |  |
|  |  | | | | | | | | | |
|  | **Impaired fasting glucose (IFG) – mRNA Fold change (IFG vs Control)±SEM** | | | | | | | | | |
| **Patient**  **/mRNA** | **IFG 7** | **p-value** | **IFG 8** | **p-value** | **IFG 9** | **p-value** | **IFG 10** | **p-value** | **IFG 11** | **p-value** |
| *IRS1* | 0.744±0.127 | 0.003 | 0.901±0.031 | 0.000 | 0.762±0.157 | 0.085 | 0.637±0.005 | 0.020 | 1.058±0.021 | 0.001 |
| *PTPN1* | 0.720±0.016 | 0.000 | 0.959±0.006 | 0.000 | 0.432±0.005 | 0.000 | 1.021±0.039 | 0.015 | 0.777±0.022 | 0.000 |
| *GLUT4* | 0.874±0.003 | 0.039 | 2.684±0.050 | 0.045 | 1.138±0.020 | 0.031 | 1.330±0.031 | 0.030 | 0.806±0.050 | 0.007 |
| *CBL* | 2.016±0.028 | 0.001 | 2.490±0.028 | 0.007 | 1.091±0.044 | 0.140 | 1.134±0.021 | 0.114 | 1.583±0.018 | 0.009 |
| *FOXO* | 0.433±0.004 | 0.000 | 1.013±0.002 | 0.000 | 0.182±0.010 | 0.000 | 0.516±0.016 | 0.000 | 0.929±0.078 | 0.000 |
| *INSR* | 1.322±0.004 | 0.022 | 0.940±0.010 | 0.000 | 0.546±0.020 | 0.007 | 1.055±0.022 | 0.148 | 0.902±0.007 | 0.006 |
| *INS* | 1.585±0.022 | 0.042 | 1.143±0.007 | 0.001 | 1.371±0.024 | 0.044 | 1.041±0.010 | 0.186 | 2.595±0.012 | 0.011 |
| *AKT2* | 1.225±0.006 | 0.157 | 1.314±0.007 | 0.000 | 1.035±0.038 | 0.243 | 0.915±0.009 | 0.214 | 1.212±0.053 | 0.128 |
| **Patient**  **/mRNA** | **IFG 12** | **p-value** | **IFG 13** | **p-value** | **IFG 14** | **p-value** |  |  |  |  |
| *IRS1* | 0.875±0.021 | 0.000 | 1.111±0.003 | 0.014 | 0.366±0.066 | 0.006 |  |  |  |  |
| *PTPN1* | 0.557±0.035 | 0.000 | 0.396±0.068 | 0.000 | 1.057±0.001 | 0.000 |  |  |  |  |
| *GLUT4* | 2.124±0.003 | 0.007 | 1.278±0.015 | 0.069 | 1.301±0.019 | 0.000 |  |  |  |  |
| *CBL* | 1.277±0.008 | 0.044 | 1.009±0.013 | 0.201 | 1.047±0.011 | 0.004 |  |  |  |  |
| *FOXO* | 0.230±0.021 | 0.000 | 0.814±0.004 | 0.003 | 0.404±0.012 | 0.001 |  |  |  |  |
| *INSR* | 0.945±0.014 | 0.000 | 0.618±0.067 | 0.070 | 1.153±0.029 | 0.000 |  |  |  |  |
| *INS* | 2.109±0.024 | 0.008 | 1.289±0.041 | 0.039 | 1.013±0.020 | 0.001 |  |  |  |  |
| *AKT2* | 1.544±0.197 | 0.038 | 0.946±0.001 | 0.131 | 0.929±0.028 | 0.000 |  |  |  |  |

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S10 — Expression of miRNAs and mRNAs in rat models. (A) Endogenous expression levels of (abundance) of miRNAs and mRNAs in control tissues (adipose, pancreas, skeletal muscle and liver), blood and exosomes of rat model were assayed using quantitative real-time PCR analysis and expressed as delta threshold cycle (ΔCt) value with respect to 18S rRNA. Lower ΔCt value indicates higher expression levels. (B) Stem-loop RT-PCR results for T2D rat model induced by a combination of low dose STZ (40 mg/kg) and high-fat diet (Fig. 7A) (C) Quantitative Real-time PCR results for the 8 “signature” miRNA (B) respective target mRNA in T2D rat model (Fig. 7B). Expression values (B & C) are tabulated as fold change calculated as a ratio of T2D versus control, 2−ΔΔCt ± SEM. Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA were assayed in triplicates for 3 separate experiments. T2D, type 2 diabetes.

**S10: Expression of miRNAs and mRNAs in rat models.** **(A)** Endogenous expression levels of (abundance) of miRNAs and mRNAs in control tissues (adipose, pancreas, skeletal muscle and liver), blood and exosomes of rat model were assayed using quantitative real-time PCR analysis and expressed as delta threshold cycle (∆Ct) value with respect to 18S rRNA. Lower ∆Ct value indicates higher expression levels. **(B)** Stem-loop RT-PCR results for T2D rat model induced by a combination of low dose STZ (40mg/kg) and high-fat diet (Fig. 7A). **(C)** Quantitative Real-time PCR results for the 8 “signature” miRNA (B) respective target mRNA in T2D rat model (Fig. 7B). Expression values (B & C) are tabulated as fold change calculated as a ratio of T2D versus control, 2-Ct ± SEM . Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA were assayed in triplicates for 3 separate experiments. T2D, type 2 diabetes.

**S10**A

|  | **∆Ct values** | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **miRNA** | **Rat blood** | **Rat adipose** | **Rat pancreas** | **Rat skeletal muscle** | **Rat liver** | **Rat exosomes** |
| **miR-144** | 13.22 | 15.67 | 16.18 | 14.74 | 14.44 | 12.64 |
| **miR-146a** | 16.02 | 11.89 | 14.89 | 13.11 | 12.28 | 15.44 |
| **miR-150** | 12.26 | 10.41 | 15.18 | 11.25 | 14.43 | 13.12 |
| **miR-182** | 16.88 | 17.8 | 16.24 | 15.68 | 16.19 | 17.54 |
| **miR-192** | 16.87 | 15.6 | 15.84 | 16.12 | 9.96 | 15.49 |
| **miR-29a** | 13.87 | 9.19 | 10.38 | 8.94 | 9.58 | 14.45 |
| **miR-30d** | 12.57 | 11.14 | 13.29 | 9.93 | 11.72 | 15.32 |
| **miR-320** | 12.09 | 11.31 | 12.78 | 12.17 | 15.11 | 13.23 |
|  | **∆Ct values** | | | | | |
| **mRNA** | **Rat blood** | **Rat adipose** | **Rat pancreas** | **Rat skeletal muscle** | **Rat liver** | **Rat exosomes** |
| ***IRS1*** | 13.88 | 16.25 | 15.41 | 13.75 | 10.57 | 16.36 |
| ***PTPN1*** | 10.36 | 17.09 | 13.56 | 13.37 | 10.14 | 14.39 |
| ***GLUT4*** | 12.33 | 15.51 | 15.51 | 12.01 | 14.70 | 15.51 |
| ***CBL*** | 11.38 | 16.17 | 13.41 | 12.68 | 11.36 | 15.11 |
| ***FOXO*** | 13.35 | 16.39 | 16.42 | 13.65 | 11.98 | 16.42 |
| ***INS1*** | 15.94 | 16.82 | 12.60 | 17.91 | 14.32 | 17.36 |
| ***INS2*** | 11.51 | 17.21 | 11.03 | 16.71 | 14.49 | 17.73 |
| ***AKT2*** | 9.80 | 16.10 | 13.52 | 12.64 | 9.65 | 14.27 |

**S10**B

|  | **Fold change±SEM** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Rat**  **blood** | ***p-value*** | **Rat**  **adipose** | ***p-value*** | **Rat**  **pancreas** | ***p-value*** | **Rat skeletal muscle** | ***p-value*** | **Rat**  **liver** | ***p-value*** | **Rat exosomes** | ***p-value*** |
| **miR-144** | 6.291±0.219 | *0.001* | 1.312±0.165 | *0.049* | 4.020±0.018 | *0.001* | 2.214±0.108 | *0.004* | 3.312±0.038 | *0.000* | 5.537±0.182 | *0.000* |
| **miR-146a** | -1.577±0.092 | *0.011* | -2.770±0.053 | *0.000* | -3.279±0.018 | *0.000* | -1.883±0.028 | *0.017* | -1.531±0.113 | *0.016* | -3.937±0.022 | *0.000* |
| **miR-150** | 2.140±0.164 | *0.000* | 1.560±0.253 | *0.009* | 2.941±0.020 | *0.016* | 3.400±0.018 | *0.001* | 1.747±0.061 | *0.021* | 2.892±0.173 | *0.001* |
| **miR-182** | -2.475±0.092 | *0.000* | -2.915±0.088 | *0.000* | -1.531±0.138 | *0.044* | -1.742±0.039 | *0.021* | -2.933±0.149 | *0.000* | -1.422±0.022 | *0.027* |
| **miR-192** | 3.351±0.165 | *0.000* | 1.693±0.217 | *0.016* | 3.079±0.097 | *0.000* | 2.454±0.072 | *0.003* | 1.228±0.272 | *0.051* | 2.115±0.012 | *0.018* |
| **miR-29a** | 4.350±0.262 | *0.007* | 1.500±0.184 | *0.021* | 1.009±0.118 | *0.141* | 3.030±0.120 | *0.002* | 3.390±0.087 | *0.010* | 2.353±0.194 | *0.014* |
| **miR-30d** | -1.802±0.222 | *0.041* | -1.290±0.261 | *0.051* | -1.175±0.171 | *0.100* | 1.144±0.242 | *0.182* | -1.553±0.187 | *0.029* | -9.901±0.208 | *0.000* |
| **miR-320** | 2.830±0.062 | *0.000* | 1.358±0.019 | *0.048* | 1.319±0.199 | *0.050* | 1.979±0.019 | *0.032* | 1.330±0.078 | *0.047* | 2.181±0.065 | *0.041* |

**S10**C

|  | **Fold change±SEM** | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **mRNA** | **Rat blood** | **p-value** | **Rat adipose** | ***p-value*** | **Rat pancreas** | ***p-value*** | **Rat skeletal muscle** | ***p-value*** | **Rat liver** | ***p-value*** | **Rat exosomes** | ***p-value*** |
| ***IRS1*** | -1.499±0.118 | 0.047 | -1.206±0.220 | *0.061* | -1.479±0.118 | *0.041* | -1.466±0.117 | *0.004* | -1.511±0.137 | *0.029* | -2.370±0.019 | *0.031* |
| ***PTPN1*** | 1.307±0.082 | 0.049 | 5.408±0.158 | *0.021* | 2.550±0.247 | *0.000* | 1.530±0.050 | *0.002* | 3.099±0.096 | *0.001* | 6.501±0.127 | *0.000* |
| ***GLUT4*** | -1.862±0.143 | 0.021 | -1.149±0.062 | *0.063* | -1.167±0.077 | *0.173* | -1.435±0.077 | *0.045* | -1.366±0.228 | *0.041* | -2.105±0.093 | *0.009* |
| ***CBL*** | -1.600±0.062 | 0.050 | -1.199±0.048 | *0.107* | -1.565±0.194 | *0.050* | -3.030±0.179 | *0.003* | -1.295±0.193 | *0.051* | -1.931±0.218 | *0.013* |
| ***FOXO*** | 1.546±0.126 | 0.011 | 1.278±0.220 | *0.051* | 2.180±0.076 | *0.021* | 1.495±0.118 | *0.048* | 3.820±0.187 | *0.004* | 4.283±0.079 | *0.005* |
| ***INSR*** | -1.808±0.092 | 0.009 | -1.353±0.227 | *0.050* | -1.309±0.092 | *0.044* | -1.202±0.208 | *0.073* | -1.931±0.052 | *0.011* | -1.739±0.198 | *0.021* |
| ***INS1*** | -1.730±0.198 | 0.050 | -1.230±0.197 | *0.051* | -3.096±0.116 | *0.001* | -1.414±0.173 | *0.021* | -1.202±0.148 | *0.053* | -2.000±0.139 | *0.006* |
| ***INS2*** | -2.045±0.092 | 0.041 | -1.264±0.091 | *0.047* | -3.185±0.072 | *0.002* | -1.992±0.088 | *0.011* | -1.325±0.039 | *0.017* | -2.088±0.052 | *0.000* |
| ***AKT2*** | -2.000±0.171 | 0.011 | -2.012±0.158 | *0.011* | 1.261±0.026 | *0.050* | -1.805±0.174 | *0.006* | -1.420±0.019 | *0.010* | -2.288±0.062 | *0.017* |

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S11 — Quantitative Real-time PCR miRNA (A) and mRNA (B) analysis for islet primary culture ( Fig. 8A&B ). Expression values are tabulated as fold change calculated as a ratio of high glucose (25 mM) versus basal glucose control (5 mM) ratio of T2D versus control, 2−ΔΔCt ± SEM. Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA was assayed in triplicates for 3 separate experiments.

**S11: Quantitative Real-time PCR miRNAs and mRNAs analysis for islet primary culture (as shown in Fig. 8A&B).** Expression values are tabulated as fold change calculated as a ratio of high glucose (25mM) versus basal glucose control (5mM), 2-Ct ± SEM . Fold change below 1 are expressed as the negative reciprocal value. Validation for each miRNA/mRNA was assayed in triplicates for 3 separate experiments.

| **miRNA** | **Fold change ± SEM** | ***p-value*** | **mRNA** | **Fold change ± SEM** | ***p-value*** |
| --- | --- | --- | --- | --- | --- |
| **miR-144** | 3.605±0.311 | *0.009* | ***IRS1*** | -3.257±0.291 | *0.011* |
| **miR-146a** | -1.905±0.267 | *0.047* | ***PTPN1*** | 5.175±0.281 | *0.008* |
| **miR-150** | 2.904±0.192 | *0.010* | ***GLUT4*** | -2.604±0.251 | *0.054* |
| ***CBL*** | -4.673±0.316 | *0.049* |
| **miR-182** | -1.267±0.291 | *0.115* | ***FOXO*** | 3.438±0.216 | *0.050* |
| **miR-192** | 1.989±0.204 | *0.045* | ***INSR*** | 1.150±0.281 | *0.105* |
| **miR-30d** | 2.969±0.184 | *0.014* | ***INS1*** | 7.757±0.193 | *0.014* |
| ***INS2*** | 5.500±0.208 | *0.011* |
| **miR-29a** | 1.351±0.226 | *0.140* | **A*KT2*** | -3.300±0.238 | *0.044* |
| **miR-320** | 1.692±0.251 | *0.053* |

# Supplementary material for: MicroRNA 144 Impairs Insulin Signaling by Inhibiting the Expression of Insulin Receptor Substrate 1 in Type 2 Diabetes Mellitus
**Source:** PLoS One. 2011 Aug 1;6(8):e22839. doi: 10.1371/journal.pone.0022839
**Supplement:** Table S12 — Binding sites of miR-144 at 3′UTR of IRS1 and mutated constructs of the binding sites. 3′UTR of IRS1 contains two miR-144 binding sites (highlighted). Fragment with 1st binding site of miR-144 alone includes 3′UTR of IRS1 from 3781-4201bp, while fragment with 2nd binding site of miR144 alone includes 3′UTR of IRS1 from 4501-4921bp. Fragment with both binding sites of miR-144 includes 3′UTR of IRS1 from 3781-4921bp. Seed region if miR-144 is shown in bold italics. Mutations are marked with asterisks.

**S12: 3’UTR of IRS1 contains two miR-144 binding sites (highlighted).** Fragment with 1st binding site of miR-144 alone includes 3’UTR of IRS1 from 3781-4201bp, while fragment with 2nd binding site of miR144 alone includes 3’UTR of IRS1 from 4501-4921bp. Fragment with both binding sites of miR-144 includes 3’UTR of IRS1 from 3781-4921bp. Seed region if miR-144 is shown in ***bold italics***. Mutations are marked with asterisks.

3’UTR1 of IRS1 (NM_005544.2)

| 3781 gctcaactgg acatcacagc … … … … … tcctcaggat ttcattgact ga***actgcacg******ttctatattg*** ***tg***ccaagcga aaaaaaaaaa tgcactgtga caccagaata atgagtctgc ataaacttca tcttcaacct taaggactta gctggccaca gtgagctgat gtgcccacca  ccgtgtcatg agagaatggg tttactctca atgcattttc aagatacatt tcatctgctg ctgaaactgt gtacgacaaa gcatcattgt aaattatttc atacaaaact gttcacgttg ggtggagaga gtattaaata tttaacatag gttttgattt atatgtgtaa ttttttaaat gaaaatgtaa cttttcttac agcacatctt ttttttggat gtgggatgga ggtatacaat gttctgttgt aaagagtgga gcaaatgctt aaaacaaggc ttaaaagagt agaatagggt atgatccttg ttttaagatt gtaattcaga aaacataata taagaatcat agtgccatag atggttctca attgtatagt tatatttgct gatactatct cttgtcatat aaacctgatg ttgagctgag ttccttataa gaattaatct taattttgta ttttttcctg taagacaata ggccatgtta attaaactga agaaggatat atttggctgg gtgttttcaa atgtcagctt aaaattggta attgaatgga agcaaaatta taagaagagg aaattaaagt cttccattgc atgtattgta aacagaagga gatgggtgat tccttcaatt caaaagctct ctttggaatg aacaatgtgg gcgtttgtaa attctggaaa tgtctttcta ttca***taataa* *actagatact*** ***gt***tgatcttt tcttctgtcc cctcccccca ccacttctgt … … … … … ctgtctaaat gaattcatgg atgtaaatat tagtggtcct taatgtcttt gattgctgga catgaaacaa  8701 actgccaatt aaattttgcg gagacaaaaa aaa |
| --- |

| **Fragment** | **Binding of miR-144 to IRS1** |
| --- | --- |
| Site 1 | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ||||||:|||: |
| 3973:5' ACUGCACGU**UCUAUA**UUGUG 3' IRS1 |
| Site 1-mut | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ******:|||: |
| 3973:5' ACUGCACGU**GGGCGC**UUGUG 3' IRS1 |
| Site 2 | 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ||||||| |
| 4805:5' caUA-AUAAACUAG**AUACUGU**u 3' IRS1 |
| Site 2- mut | 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ******* |
| 4805:5' caUA-AUAAACUAG**CGCGGCG**T 3' IRS1 |

| **Fragment** | **Binding of miR-144 to IRS1** |
| --- | --- |
| Site 1 & 2-intact | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ||||||:|||: |
| 3973:5' ACUGCACGU**UCUAUA**UUGUG 3' IRS1 |
| 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ||||||| |
| 4805:5' caUA-AUAAACUAG**AUACUGU**u 3' IRS1 |
| Site 1-intact & site 2-mut | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ||||||:|||: |
| 3973:5' ACUGCACGU**UCUAUA**UUGUG 3' IRS1 |
| 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ******* |
| 4805:5' caUA-AUAAACUAG**CGCGGCG**T 3' IRS1 |
| Site 1-mut & site 2-intact | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ******:|||: |
| 3973:5' ACUGCACGU**GGGCGC**UUGUG 3' IRS1 |
| 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ||||||| |
| 4805:5' caUA-AUAAACUAG**AUACUGU**u 3' IRS1 |
| Both sites 1 & site 2-mut | 3' UCAUGUAGU***AGAUAU***GACAU 5' hsa-miR-144 |
| | |:|| ******:|||: |
| 3973:5' ACUGCACGU**GGGCGC**UUGUG 3' IRS1 |
| 3' ucAUGUAGUAGA--***UAUGACA***u 5' hsa-miR-144 |
| || || | || ******* |
| 4805:5' caUA-AUAAACUAG**CGCGGCG**T 3' IRS1 |

How the deposited data were processed for this re-analysis (not part of the article)

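miRNA was measured in blood, adipose tissue, pancreas, skeletal muscle and liver of NFD control rats and of HFD/STZ-induced T2D rats, on 1 array per source and condition, 10 arrays in all. The labels number the sources as replicates 1 to 5 in that order. The study kept 6 rats per group, and neither the labels nor the text say which or how many rats an array holds. The 1-colour LNA arrays carry 1395 probes in 6879 spot rows, and 232 probes have both a human and a rat name and 4 spots each.

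Before deposition the authors subtracted the background and divided the intensities of each array by U6 snRNA. In the deposited intensities the mean of 1 U6 snRNA probe equals 1 on every array, and the values are linear. Scanner units were restored by setting the brightest spot of an array to 65535, which is an estimate that the threshold of 300 depends on. A second table of 10 per-sample columns was not used, because its column names match no sample label. For 9 of the arrays 99.9% of spots equal those of 1 of its columns up to 1 constant, but for the control pancreas array at most 0.07% do, and 2 of the columns hold equal values in 90.8% of spots. The fault may lie in that table, given its 2 like columns, or in the control pancreas array, which every pancreas ratio rests on. This was not settled, so the values of the control pancreas array stay in doubt. This comparison was chosen after the values were seen. The spot names came from that table through its row numbers. This was checked on the spread of the 4 spots of a probe, whose median SD was 0.20 on the log2 scale against 2.12 with spots given to probes at random. Of the entries of 17 lists fixed, 26 were not on the arrays.

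From the deposited values, the mean of the 4 spots was taken, each array was scaled to the mean log2 level of 2 U6 snRNA probes, and scaled values under 300 were set to 300 on the log2 scale. Between T2D and control, the level of these U6 probes differed by a ratio of 0.704 in blood, 1.01 in adipose tissue, 1.40 in pancreas, 1.14 in skeletal muscle and 1.59 in liver, so the choice of scaling moves every ratio of a source together. Both U6 probes exceed 60000 on both adipose arrays, so the 1.01 there is set by the ceiling, where the spike-in probes gave 1.58, and 1 of the 2 does so on both pancreas and both skeletal muscle arrays and on the control blood array, so these U6 ratios are limited by the ceiling too. The median log2 ratio over the 202 tested miRNAs was 0.22 with this scaling, 0.37 without scaling and -0.06 with quantile normalization. A ratio is given where both arrays exceed 300 before scaling. If only 1 does, the other is set to 300 and the ratio is a bound, as where 1 array exceeds 60000. If both exceed 60000, no ratio is given.

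Across the 5 sources, limma 3.58.1 in R 4.3.3 compared T2D with control with the source as a block, for the 202 miRNAs above 300 on at least 5 arrays, with the Benjamini-Hochberg adjustment. The numbers pair the arrays, since each is 1 source of RNA. The correlation of the 2 arrays' deviations from the condition means was 0.75 in blood, 0.60 in adipose tissue, 0.73 in pancreas, 0.75 in skeletal muscle and 0.45 in liver. Lists with at least 3 tested members were tested by camera, with a preset correlation of 0.01 and with an estimated one, and by fry. The 8 miRNAs of the study were also tested by an exact two-sided sign-flip permutation test over the sources. The p-values measure the spread between sources only. Within a source there is 1 array per condition, so ratios and counts carry no p, and their standard errors are over 4 spots. The fit was tested on simulated data with 50 of 202 miRNAs changed in 20 simulations. It recovered 11.5% of changes of 1 on the log2 scale, 72.9% of changes of 2 and 92.5% of changes of 3. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

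The miRNAs named are the 8 of the study, those it names for its rats, the 5 highest and 5 lowest ratios in each source, the 10 smallest adjusted p in each direction across sources, and members of the lists. The rule and the lists were fixed before the data were examined, when the values of Tables S1 and S2 had been seen. The lists are the study's higher and lower miRNAs, markers of red cells, leukocytes, skeletal muscle, pancreas, hepatocytes, adipocytes, endothelium and stroma, and epithelium, and the let-7, miR-30, miR-29, miR-17-92, miR-23/27/24, miR-15/16 and miR-34 families. The alternatives set before the data were examined were no scaling, quantile normalization, median centring, the scale of the deposited values, floors of 100 and 1000, thresholds of 1000 and of 300 on all arrays, no filter, all rat-named probes, probes near the ceiling left out, each source left out, no block, 2-fold, the methods' tests, and other scales for the clustering. Those chosen after the values were seen were the median of the spots with and without scaling, scaling to 10 spike-in probes, subtraction of the median of 80 viral probes, and leaving out miR-29a in pancreas. A background model was not run, because the deposited values are already subtracted. Human samples, RT-PCR, cells and islets have no values here and were left out.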

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

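The test of non-specific signal in this part was set before its result was seen, and its comparison on the same miRNAs after. Those of scaling, of RNA of other cells, of red cell RNA and of single bright spots were chosen after the patterns were seen, as were the miRNAs named here outside the study's own.

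The spots of a probe were far more spread on both pancreas arrays than on the other arrays of their condition. The median SD on the log2 scale was 0.28 on the control pancreas array, against 0.13 to 0.16 on the other 4, and 0.55 on the T2D pancreas array, against 0.12 to 0.24. Of 20 groups looked at, 2 held such an array, where chance gives about 5% of groups.

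Some ratios went opposite ways in 2 sources, with the mean and with the median of the spots, and these differences were not tested. miR-152 had a ratio of 2.65 in pancreas and 0.517 in liver. miR-204 had 2.43 in liver and 0.0735 in skeletal muscle, and 0.257 in pancreas, where its T2D level of 306 is under the viral median, so this one is not separated from that signal. Signals outside the miRNAs that the study discusses, named after their values were seen, were miR-451 at 62678 on the T2D adipose array against 20406 on the control, miR-205 at 34109 against 8273 and miR-31 at 5470 against 437 there, and miR-181d at 14216 against 388 and let-7b* at 3994 against 340 in liver. Viral probes exceeded 300 on the T2D pancreas array in 93.75% of cases and on the control in 73.75%.

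Whether more miRNAs are higher than lower in T2D pancreas depends on the scaling, with 59 against 55 on U6 scaling and 85 against 33 without scaling. The number higher over the number lower was 0.793 once the viral median was subtracted, on 73 of the 177 miRNAs, but 0.870 on the same 73 without the subtraction, so a raised non-specific signal cannot be told apart from a change, because the change of the set decides this test. With U6 scaling it was 1.07, and it was 1.17 with spike-in scaling and 2.58 without, but 0.769 with median centring, 0.590 with quantile normalization and 0.5125 on the deposited scale, so the scaling cannot be told apart from a change, because these alternatives disagree. The number higher over the number lower was 1.67 with the median of the spots, chosen after the values were seen, and 5.25 with that median and no scaling. The median log2 ratio of 4 leukocyte and 9 endothelial and stromal miRNAs was 0.40 and exceeded that of miRNAs on no list by 0.59. RNA of leukocytes and stroma may contribute, but this shift does not single them out. In pancreas the median was 0.50 for the pancreas list itself, 0.94 for let-7 and 2.35 for miR-15/16, but -0.91 for adipocytes and -1.16 for the miR-30 family. miR-126 read 4229 on the T2D against 633 on the control pancreas array, the latter under the viral median of 747 there. Every pancreas ratio also rests on the control pancreas array, whose values are in doubt. A change of pancreas itself in the T2D rats stays open.

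The higher miR-144 on the T2D arrays is not a product of 1 scaling, since the lowest ratio or bound over the 5 sources and 5 other scalings was 1.17, but in pancreas its T2D level of 1102 is under the viral median of 1379, so these arrays do not establish it there, where the study reports it higher by RT-PCR. More red cell RNA in the T2D samples may account for part of it, because miR-451 had a ratio or bound of at least 1.10 in each of the 4 tissues under U6 scaling and no scaling, in pancreas from 460, which is also under that median. In liver, where neither lay near the ceiling, the ratio of miR-451 was 1.20 against 2.21 for miR-144, on 1 array per condition. Whether red cell RNA is the whole cause there is not decided, because both lay near the ceiling on the T2D blood array, so their proportion in T2D blood is not known. These ratios do not separate red cell RNA from a joint change of a gene cluster, and in blood itself miR-451 was higher too. On the T2D adipose, blood and skeletal muscle arrays miR-451 lay near the ceiling. A change in the T2D rats stays open.

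In T2D adipose tissue, miR-200a, miR-200c, miR-141, miR-205 and miR-96 had ratios from 2.09 to 21.0, or from 1.34 to 13.4 with spike-in scaling, and U6 lay near the ceiling on both adipose arrays. Single bright spots do not account for this, since the median ratio over the 8 epithelial miRNAs was 4.38 with the median of the spots, with miR-141 and miR-96 at their bounds, and 2.59 over the other 6. Epithelial RNA in the sample as the only cause is argued against by 2 of the 8, miR-203 and miR-182, which were at least 1.5-fold lower, at 0.442 and 0.277 with that median, although epithelia differ in which of these they carry. The list holds miR-182, which the study picked from these samples. A change of adipose tissue itself was not tested.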

How the results depend on the processing

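Alternatives that use the median of the spots, spike-in probes or viral probes, and the one that leaves out miR-29a in pancreas, were chosen after the values were seen. No miRNA passed limma across the sources under any alternative run or without 1 source (0 to 0 called), with 8 at an unadjusted p under 0.05 and 0 by the methods' test and without the source block, and since every split of the arrays calls at least 0, up to 4, such a count decides nothing. As many at an unadjusted p under 0.05 came in 66 of 100 splits, up to 37, and in 8 of the 16 splits within sources, up to 14, so chance is not excluded for these. Lists called by camera were 4 in the real split and at most 3 in the others of 100 splits, but 2 of the 4 are the study's own, chosen on these arrays, and the other 2 share miR-29a and miR-30d with them, so this count decides nothing about chance. The 16 splits within sources are too few for a share under 0.05, with 4 in the real split and 1 the highest other. The lists called were 0 without the replicate block, with quantile normalization and with near-ceiling probes left out, 1 at a floor of 1000 and with miRNAs above 300 on all arrays, 2 with the viral median subtracted, and 1 to 4 without 1 source. With an estimated correlation 0 lists were called, and by fry 0, or 1 without scaling, 5 with the median of the spots, 1 with that and no scaling and 2 with spike-in scaling. Of the 40 log2 ratios of the study's miRNAs, taken with the floor of 300, 30 followed its direction, and 22 to 25 of 32 without 1 source. The 8 gave 2 in all sources, 4 without scaling, 1 with near-ceiling probes left out, 1 at a floor of 1000, 4 with the median of the spots, 5 with that and no scaling, 1 with the viral median subtracted and 2 to 3 without 1 source. The number 1.5-fold higher in T2D blood was 39 and 22 with the median of the spots, 15 with the median of the spots and no scaling and 23 with a threshold of 1000. The number 1.5-fold lower in T2D blood was 9 and 41 with no scaling, 17 with quantile normalization, 22 with median centring, 41 with the median of the spots and no scaling, 30 with spike-in scaling, 5 with the viral median subtracted, 4 with 2-fold and 2 with a threshold of 1000. The number 1.5-fold higher in T2D adipose was 66 and 32 with quantile normalization, 24 with spike-in scaling, 30 with 2-fold and 43 with a threshold of 1000. The number 1.5-fold lower in T2D adipose was 22 and 44 with spike-in scaling and 14 with a threshold of 1000. The number 1.5-fold higher in T2D pancreas was 59 and 23 with the viral median subtracted, 20 with a threshold of 1000 and 25 with the test over spots. The number 1.5-fold lower in T2D pancreas was 55 and 33 with no scaling, 83 with quantile normalization, 33 with the median of the spots, 16 with the median of the spots and no scaling, 29 with the viral median subtracted, 34 with 2-fold and 22 with the test over spots. The number 1.5-fold higher in T2D skeletal muscle was 18 and 30 with no scaling, 7 with the median of the spots and 9 with a threshold of 1000. The number 1.5-fold lower in T2D skeletal muscle was 28 and 18 with no scaling, 17 with quantile normalization, 45 with the deposited scale, 10 with the median of the spots and no scaling, 11 with 2-fold, 14 with a threshold of 1000 and 48 with the test over spots. The number 1.5-fold higher in T2D liver was 38 and 89 with no scaling, 23 with the deposited scale, 21 with the median of the spots, 77 with the median of the spots and no scaling, 23 with the viral median subtracted, 23 with 2-fold, 6 with a threshold of 1000 and 25 with the test over spots. The number 1.5-fold lower in T2D liver was 26 and 12 with no scaling, 46 with quantile normalization, 9 with the median of the spots and no scaling, 17 with 2-fold and 13 with a threshold of 1000. The number detected in pancreas was 177 and 93 with a threshold of 1000 and 73 with the viral median subtracted. The number detected in liver was 138 and 67 with a threshold of 1000. The number detected in all 5 sources was 96 and 31 with a threshold of 1000, 154 with either array and 44 with the viral median subtracted. The step at which blood joined was 1 and 2 with ratios limited to 3, 3 with the deposited scale, 2 with near-ceiling probes left out and 2 with the viral median subtracted. The step at which pancreas joined was 2 and 4 with log2 ratios, 4 with ratios limited to 3, 4 with quantile normalization, 1 with the deposited scale, 3 with near-ceiling probes left out, 3 with the median of the spots, 3 with the median of the spots and no scaling and 3 with the viral median subtracted. Mean log2 ratios over the sources that changed sign were those of miR-320, 0.0474, to -0.48 with quantile normalization, -0.13 with median centring, -0.18 with the deposited scale, -0.0718 with spike-in scaling and -0.12 with the viral median subtracted, and -0.31 to 0.49 without 1 source, miR-23a*, -0.72, to 0.026 with the median of the spots and no scaling, miR-338*, -0.66, to 0.0104 with the median of the spots and 0.016 with the median of the spots and no scaling and miR-128, -0.72, to 0.31 with the median of the spots and 0.38 with the median of the spots and no scaling. Of 136 ratios of the study's miRNAs, those it names and the highest and lowest of each source, 99 were at 1.5-fold, and those of them that crossed 1 were miR-320 in pancreas, 0.304, to 1.33 with the median of the spots and 1.83 with the median of the spots and no scaling, miR-320 in skeletal muscle, 0.612, to 1.1 with the median of the spots and 1.26 with the median of the spots and no scaling, miR-182 in blood, 2.86, to 0.724 with the median of the spots and 0.508 with the median of the spots and no scaling, miR-185 in pancreas, 0.639, to 1.02 with the median of the spots and 1.41 with the median of the spots and no scaling, miR-184 in blood, 5.51, to 0.728 with the median of the spots and no scaling, miR-874 in blood, 19.4, to 0.721 with the median of the spots and no scaling, miR-181c in adipose, 0.126, to 1.37 with the median of the spots and 1.37 with the median of the spots and no scaling, miR-760-3p in pancreas, 20.4, to 0.735 with the median of the spots, miR-708* in pancreas, 0.0775, to 1.52 with the median of the spots and 2.09 with the median of the spots and no scaling, miR-103 in pancreas, 0.177, to 1.18 with the median of the spots and 1.62 with the median of the spots and no scaling, miR-124 in skeletal muscle, 16.5, to 0.978 with the median of the spots, miR-323 in skeletal muscle, 5.35, to 0.887 with the median of the spots, miR-122 in skeletal muscle, 3.66, to 0.399 with the median of the spots and 0.456 with the median of the spots and no scaling and miR-194 in skeletal muscle, 0.198, to 1.005 with the median of the spots and no scaling, 14 in all, each with the median of the spots, and the cause was not tested. Of the 37 under 1.5-fold, 21 crossed 1 under some alternative, such as miR-192 in liver without scaling. miR-27a in liver, outside the 136, went from 2.49 to 0.938 with the median of the spots. The causes of the other changes were not tested, except that a higher threshold or fold counts fewer miRNAs by construction. The scan ceiling limits bright miRNAs, with 36 near it on some array, and the viral signal limits dim ones. The replicate block changed no other call.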

Differences from the paper's values

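For each value, a ratio after the paper's is that of an alternative under which the 2 no longer differ by over 1.5 times, and alternatives set before the data were examined that are not listed kept the difference. The alternative with the median of the spots was chosen after the values were seen. The paper's errors are SEM.

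The mean number of miRNAs with significant changes per source was 61.6 by the test over spots at p under 0.05, against the paper's 130, and 2 miRNAs passed in all 5 sources, against the paper's 84, which it describes as detected in all 5. Without scaling these were 74.2 and 10, with median centring 65.6 and 7, and on the deposited scale 66.2 and 3, and the difference stayed under each of these. The paper states p under 0.05 and does not say what its test took as replicates. Its 130 and 84 may therefore not count what the test over spots counts. By detection alone, the mean was 163 miRNAs per source, and 96 were detected in all 5 sources. The paper's Table S1 lists ratios for 117 miRNAs in blood up to 153 in skeletal muscle, and for 90 in all 5 sources. The paper's 130 and 84 lie nearer to these counts than to those of the test over spots.

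Of 74 ratios compared, 26 differ. miR-144 had a T2D/control ratio of 2.21 in liver against the paper's 4.26, 3.52 without scaling. miR-150 had a T2D/control ratio of 0.909 in liver against the paper's 2.07, 1.45 without scaling. Its ratio was 4.55 in blood against the paper's 1.641. Its ratio was 0.821 in pancreas against the paper's 1.447, 1.15 without scaling. miR-192 had a T2D/control ratio of 0.99 in liver against the paper's 1.591, 1.57 without scaling. miR-29a had a T2D/control ratio of 1.99 in pancreas against the paper's 0.999, 1.23 with quantile normalization and 1.43 on the deposited scale. Its ratio was 1.48 in liver against the paper's 2.359, 2.36 without scaling. miR-320 had a T2D/control ratio of 2.79 in blood against the paper's 1.855, 1.96 without scaling, 1.61 with quantile normalization and 2.32 with median centring. Its ratio was 0.304 in pancreas against the paper's 1.832. Its ratio was 0.612 in skeletal muscle against the paper's 1.473. miR-146a had a T2D/control ratio of 1.39 in liver against the paper's 0.476. miR-182 had a T2D/control ratio of 2.86 in blood against the paper's 0.539. Its ratio was 1.21 in skeletal muscle against the paper's 0.237. miR-30d had a T2D/control ratio of 1.48 in pancreas against the paper's 0.356. Its ratio was 0.295 in liver against the paper's 0.482, 0.469 without scaling. miR-133a had a T2D/control ratio of 1.58 in pancreas against the paper's 2.515, 2.21 without scaling. miR-185 had a T2D/control ratio of 2.26 in blood against the paper's 1.326, 1.59 without scaling, 1.51 with quantile normalization and 1.89 with median centring. Its ratio was 0.639 in pancreas against the paper's 1.286, 0.894 without scaling. Its ratio was 1.01 in liver against the paper's 1.595, 1.6 without scaling. miR-152 had a T2D/control ratio of 0.517 in liver against the paper's 1, 0.821 without scaling. miR-34a had a T2D/control ratio of 3.49 in liver against the paper's 7.502, 5.56 without scaling. miR-184 had a T2D/control ratio of 5.51 in blood against the paper's 0.678. Its ratio was 2.27 in liver against the paper's 3.606, 3.6 without scaling. miR-204 had a T2D/control ratio of 0.721 in blood against the paper's 1.325. miR-21 had a T2D/control ratio of 2.81 in blood against the paper's 1.869, 1.98 without scaling, 1.95 with quantile normalization and 2.34 with median centring. Its ratio was 1.77 in pancreas against the paper's 9.198. With the median of the spots and no scaling, an alternative chosen after seeing the values that drops 1 of the 74 ratios of the paper, miR-182 in skeletal muscle, these differences closed, at 3.44 for miR-144 in liver, 2.01 for miR-150 in liver, 1.81 for miR-150 in blood, 1.25 for miR-150 in pancreas, 1.62 for miR-192 in liver, 2.42 for miR-29a in liver, 1.85 for miR-320 in blood, 1.83 for miR-320 in pancreas, 1.26 for miR-320 in skeletal muscle, 0.508 for miR-182 in blood, 0.459 for miR-30d in pancreas, 0.478 for miR-30d in liver, 2.52 for miR-133a in pancreas, 1.6 for miR-185 in blood, 1.41 for miR-185 in pancreas, 1.81 for miR-185 in liver, 0.749 for miR-152 in liver, 7.35 for miR-34a in liver, 0.728 for miR-184 in blood, 3.48 for miR-184 in liver, 1.9 for miR-21 in blood and 8.31 for miR-21 in pancreas, while 4 of its 73 ratios differ. The median of the spots with U6 scaling, also chosen after seeing the values and dropping the same 1 ratio, closed them at 1.08 for miR-192 in liver, 1.62 for miR-29a in liver, 2.64 for miR-320 in blood, 1.33 for miR-320 in pancreas, 1.1 for miR-320 in skeletal muscle, 0.724 for miR-182 in blood, 0.333 for miR-30d in pancreas, 1.83 for miR-133a in pancreas, 1.02 for miR-185 in pancreas, 1.21 for miR-185 in liver and 2.7 for miR-21 in blood, and 15 of its 73 ratios differ. Spike-in scaling, chosen after seeing the values and dropping 0, closed them at 1.22 for miR-192 in liver, 1.83 for miR-29a in liver, 2.16 for miR-320 in blood, 0.364 for miR-30d in liver, 1.76 for miR-185 in blood, 1.24 for miR-185 in liver, 2.8 for miR-184 in liver and 2.18 for miR-21 in blood, and 29 of its 74 ratios differ.

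The paper states that 5 miRNAs were higher in all 5 sources and 3 lower in all 5. Here 30 of the 40 ratios go that way, and 2 of the 8 miRNAs in all 5 sources. With the median of the spots and no scaling, chosen after the values were seen, it is 37 and 5. In the paper's own Table S1, the ratio of miR-29a in pancreas is 0.999 and that of miR-30d in skeletal muscle 1.026. The paper states that blood joins skeletal muscle first, then adipose tissue and liver, with pancreas apart. Here blood joined skeletal muscle first and adipose tissue joined last, while on log2 ratios, set before the data were examined, the order was that of the paper. With probes near the ceiling left out, also set before, adipose tissue and skeletal muscle joined first and liver last. The paper states that pancreas has more miRNAs higher, and here 59 were higher and 55 lower, 85 and 33 without scaling, 49 and 83 with quantile normalization, 50 and 65 with median centring, 41 and 80 on the deposited scale, and 23 and 29 with the viral median subtracted, chosen after the values were seen. With the median of the spots, also chosen after, 55 were higher and 33 lower, and 84 and 16 with that median and no scaling. The paper states that miR-200a was not detected, and here it read 25075 on the T2D adipose array, while the paper's own Table S2 lists it for pancreas. It states that miR-184 and miR-204 were lower. The ratio of miR-204 was 2.43 in liver and under 1 in the other 4 sources, in pancreas on a T2D level under the viral median, and that of miR-184 was above 1 in 4 of 5 sources and 0.723 in pancreas. With the median of the spots, chosen after the values were seen, miR-184 had 1.04 in blood and 0.997 in skeletal muscle. With that median and no scaling it had 0.728 in blood.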

Other observations

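The tests in this part are those of lists by camera and fry, set before the data were examined, and the searches for repeated values and the match with Table S1 were chosen after the values were seen.

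By camera, the miR-30 family was lower across the sources. Its mean log2 ratio was -0.53 and all 5 members were below 0 (adjusted p = 0.0027 from camera, adjusted p = 0.34 with an estimated correlation). It was not called with quantile normalization (adjusted p = 0.13 from camera), without the source block (adjusted p = 0.057 from camera) or without liver (adjusted p = 0.13 from camera), and with near-ceiling probes left out it had too few members to test. In liver miR-30a had a ratio of 0.323, miR-30c of 0.351 and miR-30e of 0.467. In adipose tissue and skeletal muscle miR-30a, miR-30b-5p and miR-30c lay near the ceiling on both arrays, as did miR-30a in blood and miR-30e in skeletal muscle, so the scaling sets much of this mean, and in pancreas miR-30d and miR-30e had ratios above 1, at 1.48 and 1.27. With the median of the spots, chosen after the values were seen, miR-30d had 0.333 in pancreas, where 4 of the 5 members were then at least 1.5-fold lower. The miR-29 family was higher, with a mean log2 ratio of 1.15 over 3 members (adjusted p = 0.026 from camera, adjusted p = 0.34 with an estimated correlation), and was not called with quantile normalization (adjusted p = 0.13 from camera), at a floor of 1000 (0.067), without the source block (0.073), without blood (0.073) or without adipose tissue (0.090), while miR-29c had ratios of 1.74 in adipose tissue and 2.63 in pancreas. The miR-29 family includes the repeated values and the adipose miR-29b values described below, and both enter its mean and its call. By fry neither the miR-30 nor the miR-29 family passed (adjusted p = 0.26 and 0.093 from fry). The other tested lists were not called by camera with the preset correlation, at adjusted p of 0.15 for leukocytes, 0.28 for endothelium and stroma, 0.45 for adipocytes, 0.58 for miR-15/16, miR-17-92, let-7, pancreas and hepatocytes, 0.59 for epithelium, 0.74 for miR-23/27/24 and 0.80 for skeletal muscle. The red cell list and the miR-34 family had under 3 tested members.

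The highest and lowest ratios in a source often moved toward 1 with the median of the spots, an alternative chosen after the values were seen. In blood miR-27a* had a ratio of 51.4, with none by the median, and miR-324-5p of 16.9 but 2.15 with the median of the spots, and miR-122 had 0.354. In adipose tissue miR-31 had 12.4 and miR-455 0.0757, the latter 0.33 with the median. In pancreas miR-299 had 17.5 and 4.34, and miR-323 had 0.100 and 0.12. In skeletal muscle miR-210 had 10.4 and 1.07, and in liver miR-186 had 15.3 and 1.77, while miR-135b had 0.192 and 0.187.

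The deposited values hold 3 sets of 4 spots that repeat another set, up to 1 constant per array, to within 0.05%, among 1382 probes, counting sets whose spots span over 2%. They are miR-29a on the control and on the T2D pancreas array, each against miR-29b on the skeletal muscle array of the same condition, and let-7e on the control against the T2D blood array. In adipose tissue miR-29a* read 65071 on the control and 2228 on the T2D array, and miR-29b read 1290 and 64187. No reason was found in the labels. For adipose tissue the paper lists miR-29b as over 1.5-fold but under 2-fold higher, against a ratio of 49.2 here, so these deposited values do not give its ratio. On the blood arrays let-7e read 6615 on the control and 6609 on the T2D array, and the paper lists it as over 1.5-fold higher there.

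Over 617 ratios also listed in Table S1, 17.2% lay within 10% of the table's value with U6 scaling, 45.4% without scaling, and 63.2% of 601 with the median of the spots and no scaling. Among the scalings set before the data were examined, no scaling came closest.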
